# Fibrillarin homologs regulate translation in divergent cell lineages during planarian homeostasis and regeneration

**DOI:** 10.1038/s44318-024-00315-x

**Published:** 2024-11-20

**Authors:** Jiajia Chen, Yucong Li, Yan Wang, Hui Wang, Jiaqi Yang, Xue Pan, Yun Zhao, Hao Xu, Penglei Jiang, Pengxu Qian, Hongwei Wang, Zhi Xie, Kai Lei

**Keywords:** Cell Differentiation, Duplicated Fibrillarin, Epidermal Lineage, Planarian, rRNA Modification, Development, Post-translational Modifications & Proteolysis, Translation & Protein Quality

## Abstract

Tissue homeostasis and regeneration involve complex cellular changes. The role of rRNA modification-dependent translational regulation in these processes remains largely unknown. Planarians, renowned for their ability to undergo remarkable tissue regeneration, provide an ideal model for the analysis of differential rRNA regulation in diverse cell types during tissue homeostasis and regeneration. We investigated the role of RNA 2’-O-methyltransferase, Fibrillarin (FBL), in the planarian *Schmidtea mediterranea* and identified two FBL homologs: *Smed-fbl-1* (*fbl-1*) and *Smed-fbl-2* (*fbl-2*). Both are essential for planarian regeneration, but play distinct roles: *fbl-1* is crucial for progenitor cell differentiation, while *fbl-2* is important for late-stage epidermal lineage specification. Different 2’-O-methylation patterns were observed upon *fbl-1* and *fbl-2* knockdown, suggesting their roles in translation of specific mRNA pools during regeneration. Ribo-seq analysis further revealed differing impacts of *fbl-1* and *fbl-2* knockdown on gene translation. These findings indicate divergent roles of the duplicate *fbl* genes in specific cell lineage development in planarians and suggest a role of rRNA modifications in translational regulation during tissue maintenance and regeneration.

## Synopsis

The role of translation regulation in planarian regeneration remains largely unknown. This study shows that two *fibrillarin* genes, *fbl-1* and *fbl-2*, regulate translation specificity via rRNA 2’-O methylation and pre-rRNA processing during regeneration in the planarian *Schmidtea mediterranea*.

- *fbl-1* and *fbl-2* are required for planarian homeostasis and regeneration.
- *fbl-1 and fbl-2* display complementary expression patterns and functions in epidermal cell lineage development.
- *fbl-1 and fbl-2* are required for 2’-O-methylation and fidelity of pre-rRNA processing.
- *fbl-1 and fbl-2* regulate translation efficiency in neoblasts and epidermal cells, respectively.

## Abstract (web summary)

The duplicate RNA 2’-O-methyltransferase genes regulate translation efficiency of cell type-specific RNA pools in the regenerating planarian *Schmidtea mediterranea*.

## Introduction

Translational regulation is crucial to a myriad of cellular processes. Numerous studies have suggested an integral role for enhancing ribosome biogenesis and protein synthesis in stem cells and cell fate determination across various species (Gay et al, 2022; Lv et al, 2021; Sanchez et al, 2016; Zhang et al, 2014). Many studies have investigated mRNA modifications, mRNA regulation, and protein synthesis in tissue renewal and regeneration (Bansal et al, 2017; Cui et al, 2023; Dagan et al, 2022; David, 2022; Schaeffer et al, 2023; Zhulyn et al, 2023). However, the implication of translational regulation through rRNA modification on stem cell proliferation and differentiation during adult tissue turnover and regeneration remains largely unexplored.

Fibrillarin (FBL) is a nucleolar rRNA 2′-*O*-methyltransferase required for rRNA processing. The main structure of FBL contains two functional domains: a glycine/arginine-rich (GAR) region with nuclear localization signals and an RNA binding domain with methyltransferase (MTase) activity (Pereira-Santana et al, 2020; Rodriguez-Corona et al, 2015). Depending on its functional domain, FBL catalyzes the 2′-*O*-methylation of rRNA to process pre-rRNA into 18S rRNA and 28S rRNA. Previous studies have illustrated that FBL functions in the nucleolus to process rRNA through liquid-liquid phase separation via its GAR domain (Yao et al, 2019). Guided by small nucleolar RNA (snoRNA), FBL participates in different cellular processes (Li et al, 2018; Ren et al, 2019; Yi et al, 2021). In vertebrate development, FBL is a crucial regulator in embryonic stem cells (ESCs), maintaining pluripotency and influencing cell viability and differentiation through the p53 signaling pathway (Morral et al, 2020; Watanabe-Susaki et al, 2014; Zhang et al, 2014). Its inhibition or mutation can disrupt early mouse development, cell cycle progression, and neuron differentiation (Bouffard et al, 2018; Newton et al, 2003; Wu et al, 2022). In the animal kingdom, the evolution of FBL into two clusters, FBL and FBL-like, underscores the importance of FBL duplication across various species (Pereira-Santana et al, 2020). Despite the low expression level of FBL-like in mammals, which has made its function less studied, the roles of FBL homologs in rRNA modification and subsequent events during tissue turnover and regeneration remain largely unknown. This highlights the need for a more in-depth exploration of the functions of FBL homologs in organisms with regenerative capabilities.

Planarians serve as a remarkable animal model for investigating regeneration mechanisms due to their unique whole-body regenerative capabilities. This allows for a comprehensive exploration of gene functions within the context of stem cell biology (Reddien, 2018). Tissue regeneration is a sophisticated process necessitating precise regulation at various levels, including transcription, post-transcription, translation, and post-translation. Precise regulations of stem cell proliferation and differentiation are critical for cell renewal and regeneration after amputation or injury (Scimone et al, 2014). Recent multi-omics studies have begun to dissect the regulatory mechanisms of planarian regeneration, unveiling the role of genomic networks in polarity remodeling via the Wnt signaling pathway, the expression of fate-specific transcription factors during the G2/M phase of the cell cycle, and even epigenetic regulation by m6A across various cell types (Dagan et al, 2022; David, 2022; Pascual-Carreras et al, 2023; Raz et al, 2021). However, our understanding of translational regulation, a crucial effector of cellular processes, remains limited during planarian regeneration.

Our study identified two fibrillarin homologs in planarian *Schmidtea mediterranea*, *Smed-fbl-1* (*fbl-1*) and *Smed-fbl-2* (*fbl-2*). We found that *fbl-1* and *fbl-2* are differentially expressed in neoblasts and epidermal lineage cells, respectively. Knockdown of *fbl-1* and *fbl-2* influenced site-specific 2′-*O*-methylation and specific mRNA translation. Our analysis of transcription and translation efficiency revealed that regulation of alternative splicing, neurotransmitter secretion, and Wnt signaling are differentially governed by *fbl-1* or *fbl-2*, respectively. This study unveiled that *fbl* homologs in planarians have evolved to regulate distinct cell types, providing insight into the conserved function and adaptive evolution of duplicate *fbl* genes in planarians. This marks a step forward in our understanding of translational regulation in adult tissue homeostasis and regeneration.

## Results

### Two homologs of *fbl* are required for planarian homeostasis and regeneration

Based on the glycine-arginine-rich (GAR) and methyltransferase (MTase) protein domains of the human FBL protein, we identified two homologs of FBL in planarian *Schmidtea mediterranea*, termed *smed-fbl-1* (*fbl-1*) and *smed-fbl-2* (*fbl-2*) (Fig. EV1A). Unlike the mammalian FBL and FBL-like-1 groups, the planarian FBL proteins are included in a closely related sister group, similar to those found in Xenopus and hydra (Fig. EV1A). By aligning the protein sequences of the GAR domain from fourteen different species, we observed a clustering pattern in which residues 73–74 were conserved between the homologs of non-mammalian species (Fig. EV1B). To investigate the functions of *fbl* homologs in planarians, we performed RNAi experiments to knockdown (KD) *fbl-1* and *fbl-2*, respectively. We used quantitative real-time PCR (qPCR) and whole-mount in situ hybridization (WISH) to confirm the KD efficiency, which was over 80% at the mRNA level (Fig. EV1C,D). KD of either *fbl* did not influence the expression of the other (Fig. EV1C,D).

**Figure EV1:**

Identification of *fbl-1* and *fbl-2* and their function in planarians. (**A**) Phylogenetic tree of fbl and fbl-like 1 protein homologs from 14 species. The posterior probability value is shown on each branch. *Homo sapiens*, Hs; *Rattus norvegicus*, Rn; *Mus musculus*, Mm; *Macaca fascicularis*, Mf; *Xenopus laevis*, Xl; *Ambystoma mexicanum*, Am; *Danio rerio*, Dr; *Schmidtea mediterranea*, Smed; *Biomphalaria glabrata*, Bg; *Octopus bimaculoides*, Ob; *Caenorhabditis elegans*, Ce; *Hofstenia miamia*, Hm; *Drosophila melanogaster*, Dm; *Hydra vulgaris*, Hv. Proteins of human FBL, planarian FBL-1 and FBL-2 are illustrated with glycine-arginine-rich (GAR) and methyltransferase (MTase) protein domains. (**B**) Sequence alignment of protein homologs shows the residue conservation on the GAR domain among 14 species (Robert and Gouet, 2014). (**C**) Relative mRNA level of *fbl-1* and *fbl-2* in *fbl-1* KD animals measured by quantitative PCR and whole-mount in situ hybridization (WISH). *n* = 3 replicates in each of the two independent experiments. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Scale bar = 500 μm. (**D**) Relative mRNA level of *fbl-1* and *fbl-2* in *fbl-2* KD animals measured by quantitative PCR and WISH. *n* = 3 replicates in each of the two independent experiments. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Scale bar = 500 μm. (**E**) Dual FISH of neurons (*pc2*, green) and intestinal tissue (*smed30004557*, magenta) in trunks of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 7 dpa. *n* = 6. Scale bar = 200 μm. (**F**) Dot plot shows the ratio of brain length to body length in trunks of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 7 dpa. Each dot represents the ratio measured from an individual animal. *n* = 6. Data were represented as mean ± SEM. Two-tailed unpaired student’s *t*-test calculated the *p* values.

To understand the functions of *fbl-1* and *fbl-2* in tissue regeneration, we performed the RNAi feeding and amputated the KD animals at 7 days post-feeding (dpf) (Fig. 1A). At 7 dpf, *fbl-1* and *fbl-2* KD animals were morphologically similar to *egfp* KD controls (Fig. 1B). In a long-term observation, *fbl-1* KD and *fbl-2* KD animals began to die at 16 dpf and 20 dpf, respectively (Fig. 1C). Moreover, the *fbl-1* KD animals failed to regenerate the anterior and posterior tissues, while the *fbl-2* KD animals showed slower regeneration and smaller blastema at 7 days post-amputation (dpa) (Fig. 1D). Staining of tissues confirmed the regeneration defects after KD of *fbl-1* or *fbl-2*, with incomplete central nervous system and intestines, accounting for smaller ratio of brain length to body length (Fig. EV1E,F). The observed regeneration defects correlated with disrupted anterior (*notum*) and posterior (*wnt-1*) patterning reestablishment in both *fbl* KD animals at 72 hpa (Fig. 1E–I). These observations showed that the *fbl* homologs were both required for planarian homeostasis and regeneration.

**Figure 1:**
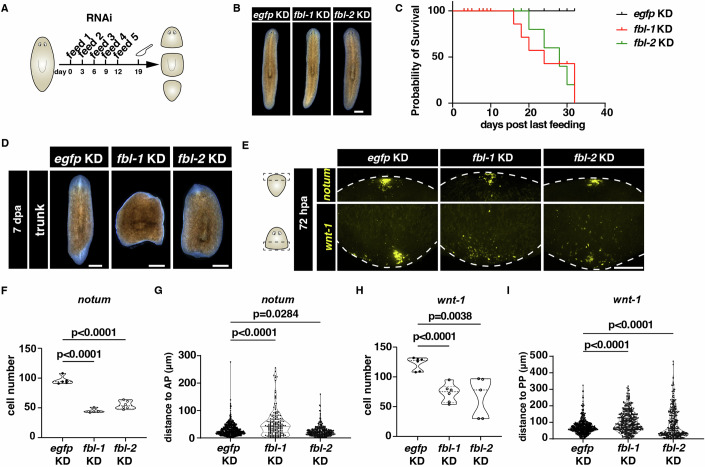
Two *fbl* homologs are required for planarian homeostasis and regeneration. (**A**) Schedule of RNAi feeding every 3 days and amputation of *fbl-1* KD and *fbl-2* KD animals. (**B**) Live images show normal morphology upon *fbl-1* KD and *fbl-2* KD at 7 dpf. Scale bars = 500 μm. (**C**) Survival curve of *egfp* KD (*n* = 90), *fbl-1* KD (*n* = 98), and *fbl-2* KD (*n* = 92) animals. (**D**) Live images show defective regeneration of trunk fragments from *fbl-1* KD and *fbl-2* KD animals at 7 dpa compared to the *egfp* KD controls. The anterior side is upward for each animal. *n* = 30. Scale bar = 500 μm. (**E**) FISH images show the expression patterns of anterior (*notum*) and posterior (*wnt-1*) pole marker expression in tails and heads of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 72 hpa. Scale bar = 20 μm. Cartoon illustrations show the regions that were displayed for the expression of *notum* and *wnt-1*, respectively. (**F**) Violin plot of *notum*^+^ cell number quantification in tails of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 72 hpa. Each dot represents the cell number measured from an individual animal. *n* = 5 for each condition. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**G**) Violin plot of the quantification of the distance between *notum*^+^ cell and the anterior tip in tails of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 72 hpa. Each dot represents the cell distance measured from an individual *notum*^+^ cell from *egfp* KD (*n* = 5), *fbl-1* KD (*n* = 4), and *fbl-2* KD (*n* = 6) animals. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**H**) Violin plot of *wnt-1*^+^ cell number quantification in heads of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 72 hpa. Each dot represents the cell number measured from an individual animal. *n* = 6 for each condition. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**I**) Violin plot of the quantification of the distance between *wnt-1*^+^ cell and the posterior tip in heads of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 72 hpa. Each dot represents the cell distance measured from an individual *wnt-1*^+^ cell in *egfp* KD (*n* = 6), *fbl-1* KD (*n* = 6), and *fbl-2* KD (*n* = 5) animals. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Source data are available online for this figure.

### *fbl-1 and fbl-2* are expressed in distinct cell types

To elucidate the functions of *fbl-1* and *fbl-2* in planarian biology, we first examined the expression patterns of these two genes. Colorimetric WISH and fluorescence in situ hybridization (FISH) analysis were performed and showed that the two *fbl* homologs exhibited distinct expression patterns (Figs. 2A,B and EV2A). Different from the expression of *fbl-2*, the expression of *fbl-1* exhibited irradiation sensitivity, which was similar to that of *piwi-1*^+^ cells (neoblasts) (Fig. EV2A,B). The dual FISH (dFISH) experiments showed that *fbl-1* is widely expressed in diverse cell types, including neoblasts (*piwi-1*^*+*^), epidermal (*prog-1*^+^), neural (*ston2*^+^), and intestinal progenitors (*hnf4*^+^) (Fig. 2C,D). The signals of *fbl-1* were evident in *piwi-1*^+^ neoblasts and *prog-1*^+^ epidermal early progenitors (Fig. 2D). Different from the expression pattern of *fbl-1*, the spatial expression pattern along the dorsoventral (DV) axis revealed that the *fbl-2*^+^ cells were distributed from the dorsal parenchyma to the dorsal epidermis (Fig. 2A,B).

**Figure 2:**
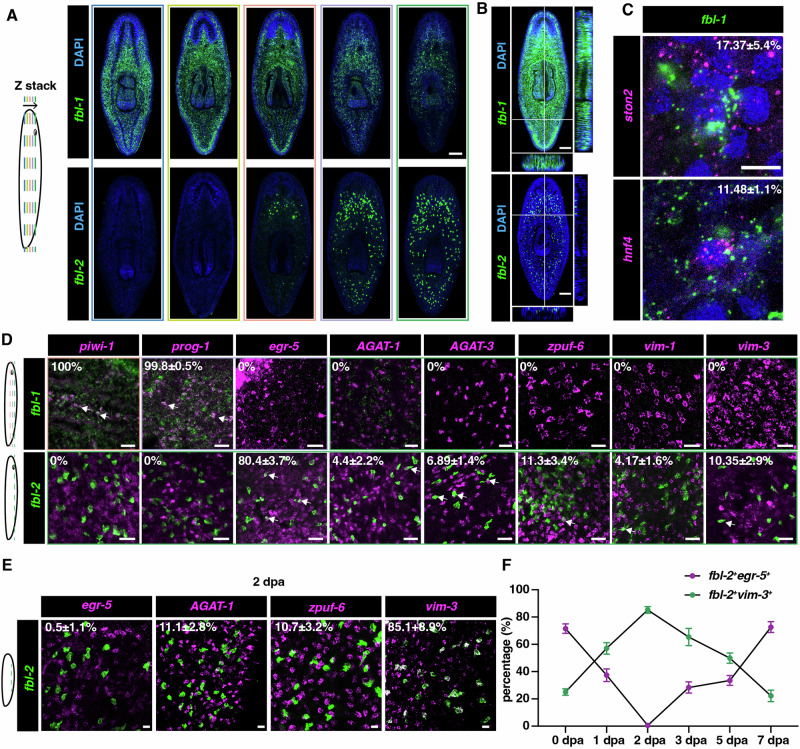
Expression of *fbl-1* and *fbl-2* in distinct cell lineages. (**A**) The expressed patterns of *fbl-1* and *fbl-2* in planarians by FISH. The order of expression pattern is shown as the z stack in the cartoon illustration. The color lines in the cartoon illustration indicate the displayed focal panels. Scale bar = 200 μm. (**B**) Orthogonal views of the expression patterns of *fbl-1* and *fbl-2* in planarians by FISH. Scale bar = 200 μm. (**C**) Dual FISH of *fbl-1* transcripts with neural progenitor marker (*ston2*) and intestine progenitor marker (*hnf4*) in intact worms. The percentages indicate the ratio of *fbl-1*^+^ cells within each cell type. *n* = 6. Data were represented as mean ± SEM. Scale bar = 10 μm. (**D**) Dual FISH of *fbl-1* or *fbl-2* transcripts with pan-neoblast marker (*piwi-1*) and epidermal lineage markers (*prog-1*, *egr-5*, *AGAT-1*, *AGAT-3*, *zpuf-6*, *vim-1*, and *vim-3*) in intact worms. The percentages indicate the ratio of *fbl-1*^+^ or *fbl-2*^+^ cells within each cell type. White arrows highlight the double positive cells. *n* = 3. Scale bar = 50 μm. (**E**) Dual FISH of *fbl-2* transcripts with epidermal lineage markers (*egr-5*, *AGAT-1*, *zpuf-6*, and *vim-3*) at 48 hpa. The percentages indicate the ratio of *fbl-2*^+^ cells within each cell type. *n* = 3. Scale bar = 20 μm. (**F**) Quantification of *fbl-2*^+^*egr-5*^+^ and *fbl-2*^+^*vim-3*^+^ cells during regeneration at 0 dpa, 1, 2, 3, 5, and 7 dpa. *n* = 6 animals for each time point. Source data are available online for this figure.

**Figure EV2:**

*fbl-1* and *fbl-2* expression in homeostasis and regeneration. (**A**) Colorimetric WISH images show staining with probes for *piwi-1*, *fbl-1*, and *fbl-2* in intact asexual planarians at 0-day post irradiation (dpi) and 1 dpi. *n* = 3. Scale bar = 500 μm. (**B**) Quantification of WISH images in (**A**). Each dot represents an individual replicate. *n* = 3. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**C**) Colorimetric WISH of *fbl-1* transcripts during regeneration at 0, 3, 6, 12, 24, and 48 hpa. *n* = 3. Scale bar = 500 μm. (**C**’) Quantification of *fbl-1* signals during regeneration at 0, 3, 6, 12, 24, and 48 hpa. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**D**) Colorimetric WISH of *fbl-2* transcripts during regeneration at 0, 3, 6, 12, 24, and 48 hpa. *n* = 3. Scale bar = 500 μm. (**D**’) Quantification of *fbl-2* signals during regeneration at 0, 3, 6, 12, 24, and 48 hpa. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**E**) Heatmap shows the expression levels of *fbl-1*, *fbl-2*, stem cell markers, epidermis markers, and wound response genes at various time points, including 0, 3, 6, 12, 24, and 48 hpa based on a published RNA-seq data (Zeng et al, 2018). Black boxes indicate the differentially expressed genes (adjusted *p* < 0.05) compared to the expression levels at 0 h. (**F**) Heatmap shows the expression levels of *fbl-1*, *fbl-2*, stem cell markers, epidermis markers, and wound response genes at various time points, including 0, 3, 6, 16, 24, and 48 hpa based on a published RNA-seq data (Scimone et al, 2022). Black boxes indicate the differentially expressed genes (adjusted *p* < 0.05) compared to the expression levels at 0 h.

To further examine the expression patterns of *fbl-1* and *fbl-2*, we conducted WISH and analyzed two published RNA-seq datasets on planarian regeneration (Zeng et al, 2018; Data ref: Zeng et al, 2018; Scimone et al, 2022; Data ref: Scimone et al, 2022) (Dataset EV1). The expression of *fbl-1* was upregulated at 48 hpa (Fig. EV2C,E,F). This upregulation coincided with the upregulation of several stem cell markers (*piwi-1*, *vasa-1*, *mcm2*) (Fig. EV2E). Additionally, the expression of *fbl-1* was induced in anterior-facing wounds, similar to the expression of stem cell markers (*piwi-1*, *vasa-1*, *mcm2*) observed in WISH and RNA-seq (Fig. EV2C,F). These results suggest that the expression of *fbl-1* is enriched in neoblasts.

The upregulation of *fbl-2* was correlated with the increased expression of *fos-1*, *follistatin*, *glypican-1*, and certain epidermal marker genes such as *egr-5* and *AGAT-1* during regeneration (24 hpa) (Fig. EV2D,E). *Follistatin*, *glypican-1*, and *AGAT-1* are expressed in post-mitotic cells of the muscular and epidermal lineages, respectively, and are essential for planarian regeneration (Benham-Pyle et al, 2021). WISH and RNA-seq data also showed that the expression of *fbl-2* is increased at the anterior- or posterior-facing wound sites during the regeneration (24 hpa) (Fig. EV2D,F). These results suggest that the expression of *fbl-2* is enriched in post-mitotic cells and can be induced by injury or may correlate with the emergence of certain post-mitotic cells.

Given these expression patterns, we hypothesized that *fbl-2* is expressed in epidermal lineage cells. Planarian epidermal cell development involves multiple progenitor types (Cheng et al, 2018; Tu et al, 2015; Wurtzel et al, 2015; Zhu et al, 2015; Zhu and Pearson, 2018). The *prog-1*^+^ and *AGAT-1*^+^ cells have been identified as early and late progenitors of the epidermal cell lineage, respectively (Eisenhoffer et al, 2008). *egr-5* was post-mitotic epidermal cell markers that regulate epidermal differentiation and maturation (Tu et al, 2015). *AGAT-1* was further characterized as specifiers of mature epidermis, while *vim-3*^+^ cells emerged following the *zpuf-6*^+^ transient state (Tu et al, 2015). To further examine in which cell type *fbl-2* was expressed, dFISH of *fbl-2*^*+*^ cells with epidermal lineage markers revealed that *fbl-2* is expressed predominantly in *egr-5*^+^ cells, with a high coexpression ratio (*egr-5*^+^*fbl-2*^+^: 80.4%). Smaller proportions of coexpression were observed in *AGAT-1*^+^ (4.4%), *AGAT-3*^+^ (6.89%), *zpuf-6*^+^ (11.3%), *vim-1*^+^ (4.17%), and *vim-3*^+^ (10.35%) cells (Fig. 2D). During regeneration, dFISH analyses of *fbl-2* and epidermal lineage markers revealed the enriched expression of *fbl-2* in *vim-3*^+^ cells (*vim-3*^+^*fbl-2*^+^: 85.1%) (Fig. 2E). The differentiation from *fbl-2*^*+*^*egr-5*^*+*^ cells to *fbl-2*^*+*^*vim-3*^*+*^ cells gradually increased back to a high ratio of *fbl-2*^*+*^*egr-5*^*+*^ cells in later stages of regeneration (Fig. 2E,F). This differential proportion of *fbl-2*^*+*^*egr-5*^*+*^ cells between homeostasis and regeneration, coupled with an opposing proportion for *fbl-2*^*+*^*vim-3*^*+*^ cells, suggests that *fbl-2* is involved in the development of epidermal cells and possesses a distinct function during regeneration.

In summary, our findings suggested that *fbl-1* and *fbl-2* regulate planarian cell development via their spatiotemporal expression in different cell types.

### *fbl-1* is required for stem cell proliferation and differentiation into early progenitors, and *fbl-2* regulates epidermal integrity

Given the observed expression of *fbl-1* in neoblasts and progenitor cells, we suspected that *fbl-1* might be crucial for neoblast proliferation and cell differentiation to maintain tissue turnover. To test this, we observed a decrease in the number of neoblasts (*piwi-1*^*+*^), and a significant reduction of H3P^+^ cells following KD of *fbl-1* (Figs. 3A,B and EV3A,B). We then analyzed *fbl-1* KD planarians at 7 dpf for expression levels of progenitor markers. Notably, we found disrupted expression of an epidermal early progenitor marker *prog-1* and intestinal progenitor and mature cell markers *hnf4* and *gata4/5/6* in *fbl-1* KD animals (Fig. EV3C). Moreover, we observed a decrease in newly differentiated progenitors in *fbl-1* KD animals, evidenced by the reduction of *ovo*^*+*^PIWI-1^*+*^, *prog-1*^*+*^PIWI-1^*+*^, and *hnf4*^*+*^PIWI-1^*+*^ cells compared with those in *egfp* KD controls at 24, 48, and 72 hpa (Fig. 3C-H). Thus, our results indicate that *fbl-1* is essential for stem cell proliferation and differentiation during tissue turnover and regeneration. This conclusion, however, does not exclude the possibility that a general neoblast defect leads to a reduction in progenitor production.

**Figure 3:**
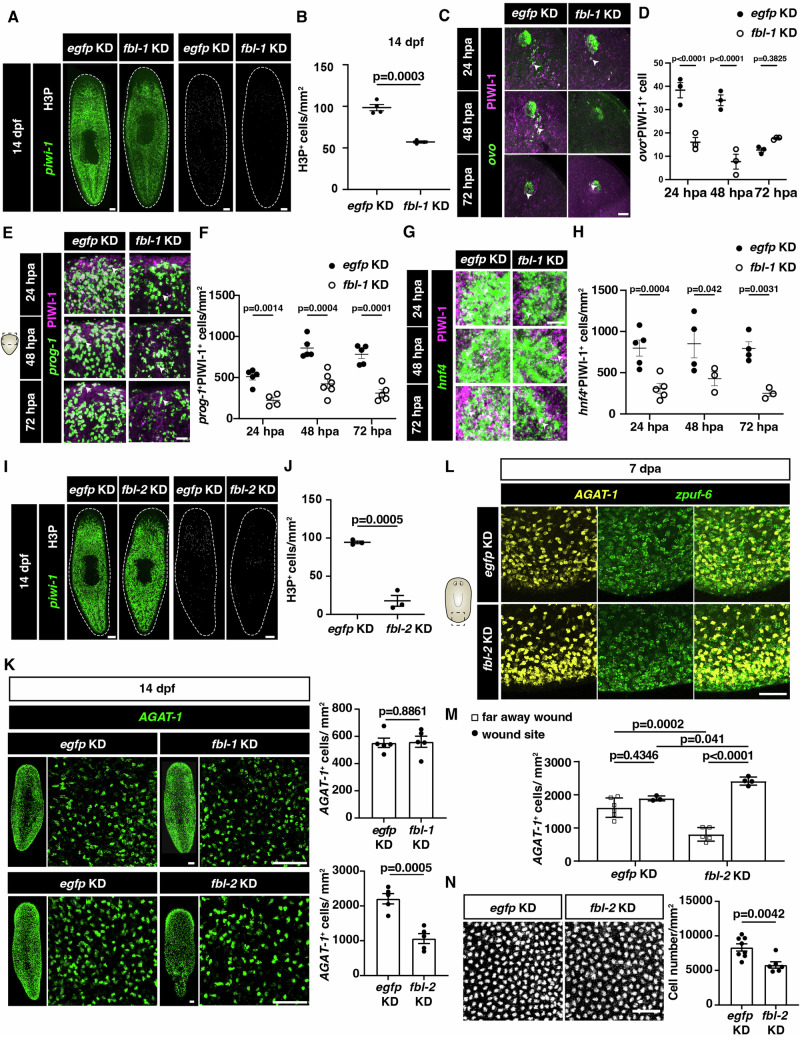
*fbl-1* regulates cell proliferation and multiple cell lineage differentiation, and *fbl-2* facilitates the epidermal specification. (**A**) FISH images show the stem cells (*piwi-1*^+^) and proliferating cells (H3P^+^) at 14 dpf in *egfp* KD control and *fbl-1* KD animals. White dotted lines indicate boundary of animals. Scale bar = 100 μm. (**B**) Quantification of H3P^+^ cells in *egfp* KD control (*n* = 4) and *fbl-1* KD (*n* = 3) intact animals at 14 dpf. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* value. Data were represented as mean ± SEM. (**C**) FISH images show KD of *fbl-1* blocks eye progeny (*ovo*^*+*^PIWI-1^+^) differentiation at 24, 48, and 72 hpa compared with that in *egfp* KD controls. White arrowheads indicate double positive cells. Scale bar = 50 μm. (**D**) Quantification of *ovo*^*+*^PIWI-1^+^ cells indicated as arrowheads in panel C, at 24, 48, and 72 hpa in *egfp* KD control and *fbl-1* KD animals. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**E**) FISH images show KD of *fbl-1* blocks epidermal progeny (*prog-1*^*+*^PIWI-1^+^) cell differentiation at 24 hpa (*n* = 4), 48 hpa (*n* = 6), and 72 hpa (*n* = 5) compared with that in *egfp* KD controls (*n* = 5). White arrowheads indicate double positive cells. Scale bar = 50 μm. (**F**) Quantification of *prog-1*^*+*^PIWI-1^+^ cells indicated as arrowheads in panel E, at 24, 48, and 72 hpa in *egfp* KD control and *fbl-1* KD animals. Each dot represents an individual replicate. *n* = 5–6. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**G**) FISH images show KD of *fbl-1* blocks intestinal progeny (*hnf4*^*+*^PIWI-1^+^) differentiation at 24, 48, and 72 hpa compared with that in *egfp* KD controls. White arrowheads indicate double positive cells. Scale bar = 50 μm. (**H**) Quantification of *hnf4*^*+*^PIWI-1^+^ cells indicated as arrowheads in panel G, at 24, 48, and 72 hpa in *egfp* KD control and *fbl-1* KD animals. *n* = 3–5, and each dot indicates an animal. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**I**) FISH images show no noticeable reduction of stem cells (*piwi-1*^+^) but fewer proliferating cells (H3P^+^) at 14 dpf in *fbl-2* KD animals compared with those in *egfp* KD controls. Scale bar = 100 μm. White dotted lines indicate the boundary of animals. (**J**) Quantification of H3P^+^ cells in *egfp* KD control and *fbl-2* KD intact animals at 14 dpf. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated *p* value. Data were represented as mean ± SEM. (**K**) FISH images and quantification of *AGAT-1*^+^ cells in *fbl-1* KD and *fbl-2* KD animals at 14 dpf compared with those in *egfp* KD controls. Two-tailed unpaired student’s *t*-test calculated the *p* values. *n* = 5. Each dot represents an individual replicate. Scale bar = 100 μm. (**L**) FISH images show stimulated *AGAT-1*^+^ and *zpuf-6*^+^ cells at the posterior poles of *egfp* KD and *fbl-2* KD animals at 7 dpa. Scale bar = 50 μm. (**M**) Quantification of *AGAT-1*+ cells at far away wound and the wound sites of *egfp* KD and *fbl-2* KD animals at 7 dpa. *n* = 3. Each dot represents an individual replicate. Two-way ANOVA with Sidak’s multiple comparisons tests calculated the *p* values. Data were represented as mean ± SEM. (**N**) DAPI staining and quantification show decreased epidermal cell density after KD of *fbl-2* at 7 dpa. Scale bar = 50 μm. *n* = 5. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Source data are available online for this figure.

**Figure EV3:**

Various cell lineage development in *fbl-1* KD and *fbl-2* KD planarians compared with *egfp* KD control animals. (**A**) Representative immunofluorescent images of proliferating cells (H3P^+^) in *egfp* KD control and *fbl-1* KD animals at 6 and 48 hpa. *n* = 5–6. Scale bar = 200 μm. White dotted lines indicate the boundary of animals. (**B**) Quantification of proliferating cells (H3P^+^) in *egfp* KD control and *fbl-1* KD animals at 6 and 48 hpa. Data were represented as mean ± SEM. Each dot represents an individual replicate. *n* = 5–6. Two-tailed unpaired student’s *t*-test calculated the *p* values. (**C**) Expression of stem cell marker *piwi-1*, epidermal progenitor marker *prog-1*, intestinal markers *hnf4* and *gata4/5/6*, and neuronal marker *pc2* in *egfp* KD control and *fbl-1* KD animals at 7 dpf. *n* = 3–4. Scale bar = 200 μm. (**D**) Bar plot shows the quantitative real-time PCR for the expression levels of epidermal cell signatures (*prog-1*, *egr-5*, *AGAT-1*, *zpuf-6*, *vim-1*, *vim-3*, *zpuf-1*, *zpuf-3*, *zpuf-4*, and *ttpal*) in *fbl-2* KD animals compared with *egfp* KD controls at 7 dpf. *n* = 9. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**E**) Bar plot shows the quantitation of the mean intensity of epidermal cell signatures (*prog-1*, *egr-5*, *AGAT-1*, *zpuf-6*, *vim-1*, *vim-3*, *zpuf-1*, *zpuf-3*, *zpuf-4*, and *ttpal*) from FISH in *fbl-2* KD animals compared with *egfp* KD controls at 7 dpf. *n* > 10. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**F**) FISH images for *vim-3*^+^ cells and *AGAT-1*^+^ cells in *fbl-2* KD animals compared with *egfp* KD controls at 21 dpf. Scale bars = 200 μm. (**G**) FISH images indicate the enlarged regions in the pink (R1) and the green (R2) dashed square in panel (**F**). Scale bars = 20 μm. (**H**) Quantification of *vim-3*^+^ cells at the R1 and R2 regions at 21 dpf after *fbl-2* KD. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**I**) Quantification of *AGAT-1*^+^ cells at the R1 and R2 regions at 21 dpf after *fbl-2* KD. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM.

*fbl-2* KD planarians showed no obvious change in the stem cell population but a noticeable decrease in proliferating cells at 14 dpf (Fig. 3I,J). Since the expression of *fbl-2* is enriched in the epidermal lineage, this effect is likely to be an indirect feedback influence or a consequence of the animals that are approaching a declined mortality. We further investigated whether *fbl-2* is involved in supporting epidermal cell differentiation. Distinct from *fbl-1* KD planarians, *fbl-2* KD resulted in a decreased *AGAT-1*^+^ epidermal cell number compared with *egfp* KD animals at 14 dpf (Fig. 3K). We subsequently analyzed the expression of genes expressed in *AGAT-1*^+^ cells using qPCR and FISH (Fig. EV3D,E). It was worth noting that these genes were not completely expressed in the same cell populations (Tu et al, 2015; Zhu et al, 2015). While the expression of *egr-5* and *zpuf-6* increased, most of the other genes expressed in *AGAT-1*^+^ cells were not changed according to the qPCR analysis (Fig. EV3D). However, using FISH, we detected a decrease in the cell number of *AGAT-1*^*+*^, *vim-1*^*+*^, and *vim-3*^*+*^ cells, but an increase of the *zpuf-6*^+^ cells following *fbl-2* KD (Fig. EV3E). The difference in the results of qPCR and FISH could be due to the different sensitivity in the detection of small population cells out from the whole-body cells, and on the levels of transcripts versus cell numbers for each analysis. With long-time culture until 21 dpf, *fbl-2* KD worms displayed damaged tails, in which exhibited reduced expression of *vim-3* at both intact and damaged regions (Fig. EV3F–H). In contrast, *AGAT-1*^+^ cells were consistently decreased in the intact region, but an accumulation of *AGAT-1*^*+*^ cells was observed in the damaged region (Fig. EV3F,G,I). This observation suggested that the expression of *AGAT-1* was not directly regulated by *fbl-2*, or the induced expression of *AGAT-1* by injury was regulated by an independent mechanism. Additionally, consistent with the defects in homeostasis, *fbl-2* KD animals exhibited loss of epidermal integrity and cell number following amputation with induced expression of *AGAT-1* (Fig. 3L–N). Based on the expression pattern of *fbl-2*, our findings suggested that *fbl-2* might promote the differentiation of a subset of epidermal cell lineage consisting of *egr-5*^*+*^*fbl-2*^*+*^ into *vim-3*^*+*^ cells. When the process was impeded by *fbl-2* KD, *zpuf-6* expression would be accumulated.

In summary, we proposed that two FBL homologs, *fbl-1* and *fbl-2*, play crucial but distinct roles in planarian tissue homeostasis and regeneration. *fbl-1* appears to be critical for stem cell proliferation and differentiation of multiple cell lineages. In contrast, *fbl-2* that is expressed in cells of the epidermal lineage, appears to regulate the specification of *egr-5*^+^ cells. The defective phenotypes in the reduction of late-stage differentiated cells in *fbl-1* KD and *fbl-2* KD animals may be the outcome of the defects in progenitor cells at earlier stages. Our findings emphasize the essential functions of *fbl-1* and *fbl-2* in planarian tissue homeostasis and regeneration. Based on these results, we carried out further experiments to assess the hypothesis that the specific rRNA modification by *fbl* in different cell types augments ribosome heterogeneity, thereby preferentially facilitating the translation of proteins required for particular cell types.

### *fbl-1* and *fbl-2* knockdown reduce the methylation level of specific sites of 18S and 28S rRNA

Previous studies have shown that FBL depletion reduced 2′-*O*-methylation of rRNA in Hela cells and Xenopus (Delhermite et al, 2022; Erales et al, 2017). To validate the methylation activity of *fbl-1* and *fbl-2*, we performed RiboMeth-seq to map and quantify rRNA 2′-*O*-methylation (Nm) in regeneration at 48 hpa after *fbl-1* and *fbl-2* KD using three biological repeats and *egfp* KD as control with six biological repeats (Fig. 4A). The Methscore was calculated to assess the frequency of methylation at each nucleotide in 18S and 28S rRNA (Delhermite et al, 2022; Marchand et al, 2016; Sharma et al, 2017). The Methscore threshold >0.85 and <1 for fully modified sites and 0.65–0.85 for partially methylated sites was used in this study (Dataset EV2). To identify potential methylation sites in planarians, we examined the overlapping subsets of fully and partially modified sites from two ends in both 18S and 28S rRNAs depending on Methscore in the *egfp* KD control group (Fig. EV4A–D). We discovered 10 fully methylated sites in 18S rRNA (Am28, Am755, Um1228, Gm1258, Um1266, Gm1268, Am1323, Um1377, Gm1425, and Cm1638), and 10 fully methylated sites in 28S rRNA (Am312, Gm313, Gm935, Am937, Am947, Am1049, Am1266, Cm1587, Am1599, and Gm1600) from 3′ and 5′ ends (Fig. EV4A,B; Dataset EV2). In addition, 14 and 9 partially methylated sites were identified in 18S rRNA (Gm152, Am161, Am338, Gm358, Gm642, Am647, Um665, Gm866, Gm936, Gm1017, Gm1325, Am1326, Gm1426, and Am1754) and 28S rRNA (Um181, Gm204, Am315, Gm397, Am504, Gm551, Am880, Gm987, and Gm1048), respectively (Fig. EV4C,D; Dataset EV2).

**Figure 4:**
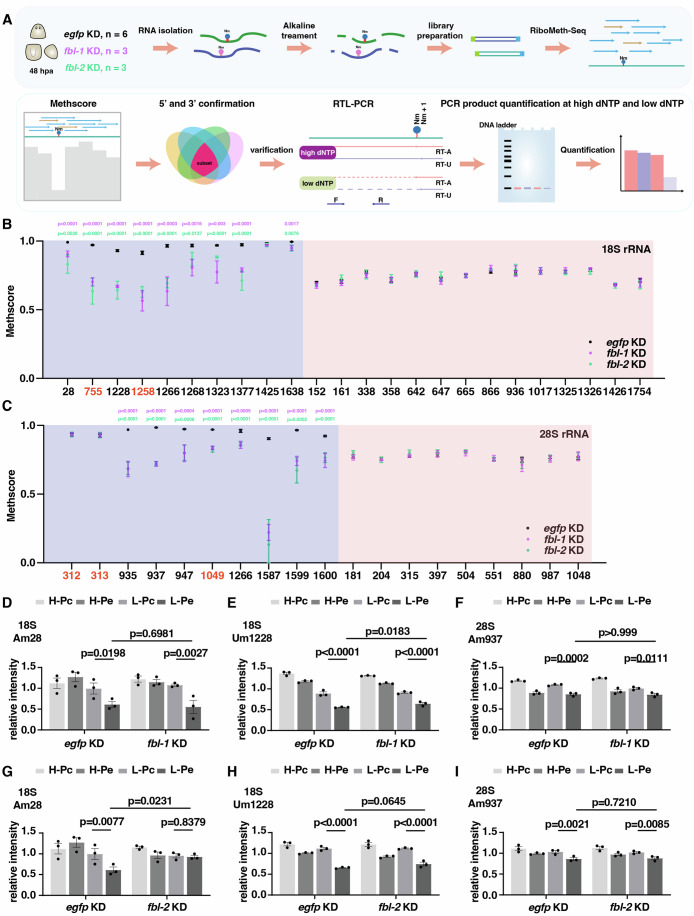
Knockdown of *fbl-1* and *fbl-2* reduced the 2’-O-methylation level of rRNA. (**A**) Schematic diagram of experimental and analysis processes of RiboMeth-seq. (**B**, **C**) Methscore of 2’-O-methylation sites in 18S rRNA and 28S rRNA in *fbl-1* KD and *fbl-2* KD animals, respectively, compared to *egfp* KD controls. Black, purple, and green dots indicate the Methscores of *egfp* KD, *fbl-1* KD and *fbl-2* KD animals. light purple boxes indicate fully methylated sites and light pink boxes indicate partially methylated sites. Methylated sites in red text indicate specific in planarian. Two-tailed unpaired student’s *t*-test calculated the *p* values. *egfp* KD, *n* = 6; *fbl-1* KD, *n* = 3; *fbl-2* KD, *n* = 3. Each dot represents an individual replicate. Data were represented as mean ± SEM. (**D**–**F**) Analysis of Am28, and Um1228 in 18S rRNA, Am937 in 28S rRNA after *fbl-1* KD. Quantification of PCR products generated with anchored reverse transcription and unanchored reverse transcription primers at different deoxynucleotide triphosphate conditions. Two-way ANOVA with Sidak’s multiple comparisons tests calculated the *p* values. *n* = 3. Data were represented as mean ± SEM. Each dot represents an individual replicate. H high dNTP, L low dNTP, Pc primer for control (RT-A anchored reverse transcription primers, FD forward downstream primer); Pe primer for examination (RT-U unanchored reverse transcription primers, FU forward upstream primer). (**G**–**I**) Analysis of Am28, and Um1228 in 18S rRNA, Am937 in 28S rRNA after *fbl-2* KD. Quantification of PCR products generated with anchored reverse transcription and unanchored reverse transcription primers at different deoxynucleotide triphosphate conditions. Two-way ANOVA with Sidak’s multiple comparisons tests calculated the *p* values. Data were represented as mean ± SEM. *n* = 3. Each dot represents an individual replicate. Source data are available online for this figure.

**Figure EV4:**

Identification of rRNA modification sites in planarians. (**A**) Venn diagram shows the fully 2′-*O*-methylated sites in 18S rRNA by overlapping sites with Methscore >0.85 and <1, in 5′ and 3′ end from *egfp* KD control. (**B**) Venn diagram shows the fully 2′-*O*-methylated sites in 28S rRNA by overlapping sites with Methscore >0.85 and <1, in 5′ and 3′ end from *egfp* KD control. (**C**) Venn diagram shows the partially 2′-*O*-methylated sites in 18S rRNA by overlapping sites with Methscore >0.65 and <0.85, in 5′ and 3′ end from *egfp* KD control. (**D**) Venn diagram shows the partially 2′-*O*-methylated sites in 28S rRNA by overlapping sites with Methscore >0.65 and <0.85, in 5′ and 3′ end from *egfp* KD control. (**E**) Planarian rRNA 2’-O-methylation sites in 18S rRNA known in human cells. (**F**) Planarian rRNA 2′-*O*-methylation sites in 28S rRNA known in human cells. (**G**) The detection of fully 2′-*O*-methylated sites in 18S rRNA by RTL-PCR during regeneration (48 hpa). H high dNTP, L low dNTP, Pc primer for control (RT-A anchored reverse transcription primers, FD forward downstream primer), Pe primer for examination (RT-U unanchored reverse transcription primers, FU forward upstream primer). (**H**) The detection of fully 2′-*O*-methylated sites in 28S rRNA by RTL-PCR during regeneration (48 hpa). (**I**) Quantification of the band intensity of fully 2′-*O*-methylated sites in 18S rRNA by RTL-PCR in (**G**). Each dot represents an individual replicate. *n* = 3. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**J**) Quantification of the band intensity of fully 2′-*O*-methylated sites in 28S rRNA by RTL-PCR in (**H**). Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**K**−**M**) The detection of Am28 in 18S rRNA (**K**), Um1228 in 18S rRNA (**L**), and Am937 in 28S rRNA (**M**) by RTL-PCR during homeostasis (intact) and regeneration (24, 48, and 72 hpa). (**K**’–**M**’) Quantification of the band intensity of RTL-PCR in **K** (**K**’), **L** (**L**’), and **M** (**M**’). Each dot represents an individual replicate. *n* = 3. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM.

To identify the reported methylation sites, all known sites in human, mouse, yeast, zebrafish, and Xenopus were summarized in Dataset EV2 (Delhermite et al, 2022; Jansson et al, 2021; Ramachandran et al, 2020). In human cells, a total of 113 2′-*O*-methylation sites have been identified, with 42 sites located in 18S rRNA and 69 sites in 28S rRNA (Jansson et al, 2021). Those sites in human included most of the known sites in other species. We first aligned the sequences of 18S and 28S rRNA between planarians and humans. Thirty-four nucleotide sites in 18S rRNA and 16 nucleotide sites in 28S rRNA were the same between the two species (Fig. EV4E,F; Dataset EV2). Compared with methylation sites in other species, planarian possessed eight conserved fully methylated sites in 18S rRNA (Am28, Um1228, Um1266, Gm1268, Am1323, Um1377, Gm1425, and Cm1638), and seven conserved fully methylated sites in 28S rRNA (Gm935, Am937, Am947, Am1266, Cm1587, Am1599, and Gm1600) (Fig. EV4E,F; Dataset EV2). Thus, two fully methylated sites in 18S rRNA, three fully methylated 28S rRNA, and all the partially methylated sites we have identified were unique in planarians.

To validate the RiboMeth-seq data and assess the dynamic of Nm in planarians, we designed specific primers to detect the fully methylated sites of 18S rRNA and 28S rRNA identified in planarian by Reverse Transcription at Low deoxy-ribonucleoside triphosphate concentrations followed by polymerase chain reaction (RTL-PCR). If the detected sites are methylated, the yield of cDNA products from reverse transcription by primers for examination (Pe: RT-U, or FU) should be less than that by primers for control (Pc: RT-A, or FD) at low dNTP condition. Our results showed that the intensity of amplified cDNA products for Am28 and Um1228 in 18S rRNA, and Am937 in 28S rRNA was indeed reduced at the low dNTP condition (Fig. EV4G–J), which are available to be further examined whether they are regulated during homeostasis (intact) and regeneration (24 hpa, 48 hpa, and 72 hpa). While the Nm of Um1228 was detected in both regeneration and homeostasis stages, we observed that the Nm of Am28 in 18S rRNA and Am937 in 28S rRNA were only detected at 48 hpa and 72 hpa but not at homeostasis and 24 hpa, which suggested the dynamics of 2′-*O*-methylation in planarian regeneration (Fig. EV4K–M). In summary, we confirmed three fully methylated sites in planarian by combining RiboMeth-Seq with RTL-PCR analyses.

We then examined the consequence of *fbl-1* KD and *fbl-2* KD on the methylation levels of the sites identified in planarians (Fig. EV4A–D). The fully methylated sites were displayed in light purple boxes, and partially methylated sites were indicated in light pink boxes (Fig. 4B,C). Compared with *egfp* KD controls, the *fbl-1* KD and *fbl-2* KD groups exhibited reductions in methylation levels at most of these fully methylated sites in the 18S and 28S rRNAs (Fig. 4B,C, light purple boxes and EVA, B), and had no effect on Gm1425 in 18S rRNA and Am312, Gm313 in 28S rRNA (Fig. 4B,C, light purple boxes). Moreover, the Nm of Am755, Gm1258 in 18S rRNA and Am1049 in 28S rRNA were distinctly identified in planarian and presented significantly differential methylation frequency after *fbl-1* KD and *fbl-2* KD (Fig. 4B,C), despite lack of success in validating these methylation sites using RTL-PCR (Fig. EV4G–J; Dataset EV2). All the partially methylated sites depicted in light pink boxes (Fig. 4B,C) exhibited no change after inhibition of *fbl*. This might be due to subtle alterations that are difficult for bulk RiboMeth-Seq to detect, particularly if the baseline Methscore in the control group is low. Furthermore, future methylation analyses should ideally involve the isolation and examination of different cell types corresponding to the expression patterns of *fbl-1* and *fbl-2*.

Subsequently, we used RTL-PCR assay to validate the methylated rates of Am28, Um1228 in 18S rRNA, and Am937 in 28S rRNA after *fbl* KD (Fig. 4D–I). Compared with *egfp* KD group, the reduced methylation frequency of Um1228 in 18S rRNA caused by *fbl-1* KD and reduced methylation frequency of Am28 in 18S rRNA caused by *fbl-2* KD were also validated (Fig. 4E,G), whereas the Nm of Am937 displayed no significant change following either *fbl-1* KD or *fbl-2* KD (Fig. 4F,I). In summary, we found that the Nm of Um1228 and Am28 could be regulated by *fbl-1* and *fbl-2*, respectively. The Am28 displayed dynamic methylation frequency during planarian regeneration. These findings suggest a requirement of *fbl* on the 2^′^-O-methylation of rRNA during regeneration.

### *fbl* knockdown affects the distribution of the nucleolar protein but not global protein synthesis in regenerating planarians

Nucleolar formation necessitates the condensation of multiple nucleolar proteins, including FBL, localized at dense fibrillar components, and nucleostemin (NST), localized at granular compartments. To assess the nucleolus integration following *fbl-1* and *fbl-2* KD, we examined the nucleolar structure using the transmission electron microscope. Based on the subcellular structure and cellular distribution in planarian cells, we compared the nucleolar size in stem cells (characterized by heterochromatin and enriched free ribosomes) or epidermal cells (characterized by the granular endoplasmic reticulum and pigment granules) (Ballarin et al, 2021; McGee et al, 1997). However, no significant differences in the morphology of the nucleolus were observed after *fbl-1* and *fbl-2* KD (Fig. EV5A). It has been reported that FBL facilitates the assembly of granular compartments (Yao et al, 2019). Therefore, to explore whether *fbl* KD affects the nucleolar components, we performed immunostaining for the NST protein in PIWI-1^+^ cells and *egr-5*^+^ cells in *fbl-1* and *fbl-2* KD animals, respectively. We observed a less aggregated pattern of NST in PIWI-1^+^ cells after *fbl-1* KD (42/91) and in *egr-5*^+^ cells after *fbl-2* KD (12/55) compared with *egfp* KD controls (59/77 and 31/46) (Fig. 5A,B). This is consistent with the phylogenetic analysis of two *fbl* homologs in planarians, suggesting that the evolutionary functions of *fbl-1* similar to those of other animals.

**Figure 5:**
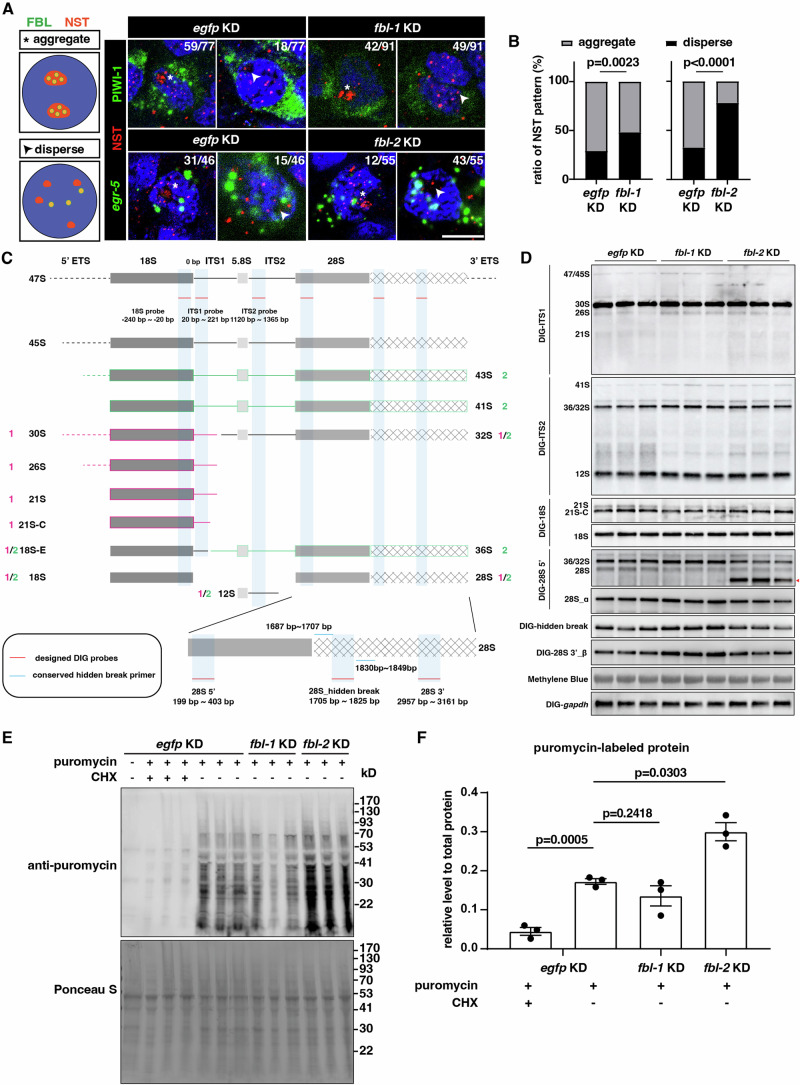
Knockdown of *fbl-1* and *fbl-2* caused abnormal distribution of nucleolar protein without changing protein synthesis level. (**A**) Nucleolar protein NST (red) in PIWI-1^+^ (green, upper row) and *egr-5*^+^ (green, lower row) cells in *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals, respectively. Left panel, diagrams of aggregate (star) and disperse (arrow) patterns of NST signals in cells; Right panel, the numbers indicate the ratio of displayed cases in all the examined cells. Scale bar = 10 μm. (**B**) Quantification of the ratio of aggregate and dispersed pattern of NST signals in all the examined cells upon *fbl* KD. Fisher’s exact test calculated the *p* values. Data were represented as mean ± SEM. (**C**) Schematic of planarian precursor rRNA intermediates and mature 18S and 28S rRNA with their processing pathways. ETS external transcribed spacer, ITS internal transcribed spacer. The number 1 indicates the major processing pathway, and 2 indicates the minor processing pathway. Red lines indicate the sites of the designed probes. (**D**) Northern blot analysis of rRNA processing after *fbl* KD. Intermediate rRNAs were detected using DIG-labeled ITS1 and ITS2 probes. Mature 18S and two fragments (α and β) of 28S rRNAs were detected using DIG-labeled 18S and 28S probes, respectively. The loading control *gapdh* was detected using a DIG-labeled probe. (**E**) Overall protein synthesis rates after *fbl-1* KD and *fbl-2* KD under the indicated treatment. (**F**) Quantification of protein synthesis rates normalized to total protein after *fbl-1* KD and *fbl-2* KD. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Source data are available online for this figure.

**Figure EV5:**
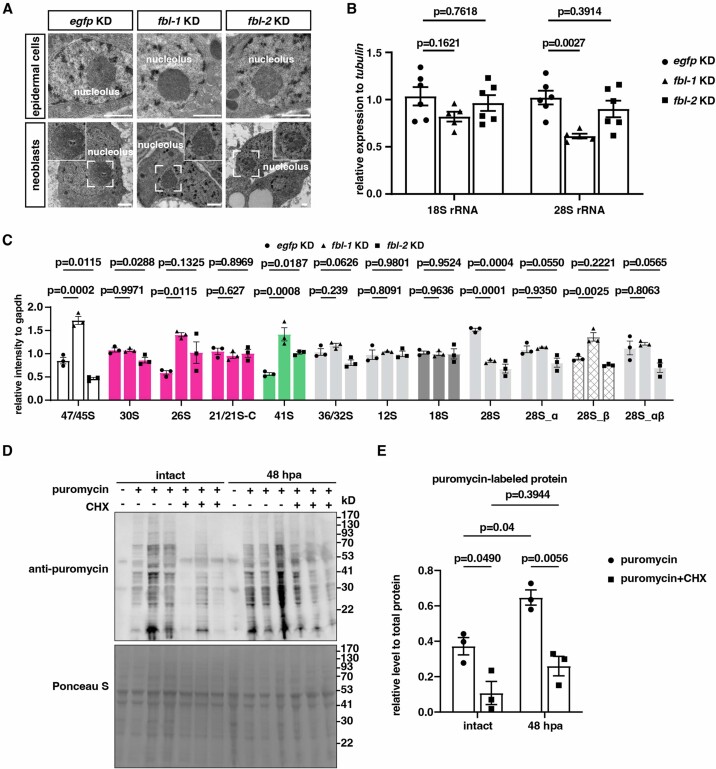
Nucleolar structure and relative expression levels of 18S rRNA and 28S rRNA after KD of *fbl-1* and *fbl-2.* (**A**) Transmission electron microscope images show the nucleolar structure in epidermal cells (*n* = 6 for each condition) and stem cells (*n* = 8 for each condition) upon *fbl-1* and *fbl-2* KD compared to *egfp* KD. Scale bar = 1 nm. (**B**) Relative expression levels of 18S rRNA and 28S rRNA after KD of *fbl-1* and *fbl-2*. *n* = 5–6 biological replicates. Each dot represents an individual animal. One-way ANOVA with Dunnett’s multiple comparisons calculated adjusted p values. Data were represented as mean ± SEM. (**C**) Quantification of rRNA intermediates and mature rRNAs. Precursor rRNA 47/45S, intermediates 30S, 26S, 41S, 36/32S, 18S, and 28S α and β rRNAs are normalized to *gapdh*. *n* = 3 biological replicates. One-way ANOVA with Sidak’s test calculated adjusted *p* values. Data were represented as mean ± SEM. (**D**) Overall protein synthesis rates during homeostasis (intact) and regeneration (48 hpa) under the indicated treatment by labeling puromycin. *n* = 3. (**E**) Quantification of protein synthesis rates normalized to total protein during homeostasis (intact) and regeneration (48 hpa). *n* = 3. Each dot represents an individual replicate. Two-way ANOVA with Sidak’s multiple comparisons tests calculated the *p* values. Data were represented as mean ± SEM.

Besides the nuclear localization signal in the GAR domain, FBL is known to modulate pre-rRNA processing in the dense fibrillar compartment. To evaluate whether *fbl-1* and *fbl-2* KD impact pre-rRNA processing, we designed primers for reverse transcription polymerase chain reaction (RT-PCR) to quantify the transcriptional levels of 18S and 28S rRNAs. Following *fbl-1* KD, we observed a reduction in 28S rRNA (Fig. EV5B). The biogenesis of mature rRNA from the 47S pre-rRNA precursor involves two distinct maturation pathways that result in the generation of 18S, 28S, and 5.8S rRNAs. The major pathway proceeds through intermediates 45S pre-RNA to 30S and 32S species, while the minor pathway involves intermediates 45S, 41S, then 21S and 32S species (Fig. 5C). To investigate the impact of *fbl* KD on pre-rRNA processes, northern blot analysis was conducted using probes specific to ITS1 and ITS2 regions (Fig. 5C). Moreover, planarian 28S rRNA is processed into two fragments, α and β, through the removal of a short sequence in the hidden break. After heat denaturation, fragment α has a length similar to that of 18S rRNA (Kim et al, 2019; Natsidis et al, 2019; Sun et al, 2012). To distinguish between the mature forms of 18S rRNA and the 28S rRNA fragments, we have designed specific probes for both (Fig. 5C). The results showed that, compared to *egfp* KD controls, *fbl* KD led to a comparable level of 18S rRNA but a decreased level of mature 28S rRNA (Figs. 5D and EV5C). Furthermore, the maintenance of mature 28S rRNA was differently regulated by two *fbl*, that the fragment β of 28S rRNA was increased after *fbl-1* KD, while an unidentified band was detected after *fbl-2* KD, suggesting aberrant cleavage of the 28S rRNA (Figs. 5D and EV5C). Both processing pathways were affected by *fbl* KD, supported by increased 41S and 26S intermediates after *fbl-1* KD, whereas increased 41S and aberrant 28S intermediates after *fbl-2* KD (Figs. 5D and EV5C). Collectively, these results underscore the critical role of *fbl-1* and *fbl-2* in the coordination and fidelity of rRNA processing pathways in planarians.

We thus attempted to assess the global protein synthesis level using a puromycin labeling assay in intact and regenerating planarians. To evaluate the protein synthesis level, we collected protein samples of intact worms and at 48 hpa with three biological replicates after puromycin treatment with or without cycloheximide (CHX) for 24 h. The protein synthesis level was detected using an anti-puromycin antibody by western blot and normalized to total protein indicated by Ponceau S staining. The puromycin labeling of protein was found to be reduced in the presence of CHX in both the intact and 48 hpa groups. A significant increase in protein synthesis was found during planarian regeneration (48 hpa) compared with homeostasis (intact) (Fig. EV5D,E), underscoring the vital role of protein synthesis regulation during this process. Furthermore, we evaluated the global protein synthesis level following the inhibition of *fbl* during regeneration. Under puromycin and CHX treatment, global protein synthesis was reduced in the control group (*egfp* KD) (Fig. 5E,F). Compared with the control group, global protein synthesis was found to exhibit no significant change after *fbl-1* KD and was slightly increased following *fbl-2* KD at 48 hpa (Fig. 5E,F). Although it is challenging to exclude the possibility of a global translation change in specific cell types, our results suggested that the translation machinery remained functional in the regenerating planarians after the knockdown of *fbl-1* or *fbl-2*. Consequently, we hypothesized that the knockdown of *fbl-1* or *fbl-2* in planarians might regulate the translation of specific mRNA.

### *fbl-1* regulates the translation of genes involved in the RNA splicing process of neoblasts and progenitors

To gain a comprehensive understanding of the role of *fbl* in translational control, we performed Ribo-seq to identify the transcripts being translated, and we evaluated changes in transcription level using RNA-seq at 48 hpa. We obtained the worms at 48 hpa for both Ribo-seq and RNA-seq library construction to minimize the discrepancy. The worm samples were divided into a 25% portion for RNA-seq and a 75% portion for Ribo-seq, with three replicates. 

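The measurements behind the translatome results are 12 RNA-seq and 12 Ribo-seq libraries, 3 for each of 4 groups: *fbl-1* KD with *egfp* KD controls, and *fbl-2* KD with separate *egfp* controls labelled *egfp* 2x KD. Each replicate is a lysate of 30 worms at 48 hours post amputation, divided between the 2 assays. The columns of the footprint values carry names that show the group but are also titles of RNA-seq samples, so a footprint library is given here by its column name (egfp-1 and so on) and is not paired with an mRNA library. Each library carries a value for 16575 genes. The values are whole numbers, but they are read numbers already multiplied by 1 factor per library, and the library totals lie close together. The paper states a conversion of read counts to TPM, which are scaled by gene length, but the values here are not TPM, since every library total is more than 8 times the 1e6 that TPM add up to. How the factor of a library was set is not stated, so a level is compared here only within 1 assay and 1 knockdown with its own control, except where a sentence says otherwise. On simulated data with 3 libraries per group, a 2-fold change of mRNA was found for 80% (*fbl-1* arm) and 75% (*fbl-2* arm) of the changed genes, a 2-fold change of footprints for 48% and 37%, and a 2-fold change of TE for 23% and 34%. The simulated spread came from the control libraries alone and was the same for genes of similar level. These shares may therefore not hold for the real libraries.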

Quality control analysis confirmed that the ribosome-protected frame exhibited typical Ribo-seq features, including the expected mapping rates, the depletion of signals from 3′UTRs, and the presence of the characteristic 3-nucleotide (nt) periodicity as described in other Ribo-seq studies (Fig. EV6A,B). 

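In the *egfp* KD controls, genes with high mRNA values also had high footprint values. *MCM5*, part of the helicase that opens DNA for replication, had 791 ± 43.4 for mRNA and 701 ± 61 for footprints (scaled values, mean ± SD, n = 3 libraries each). *AGAT-1*, a marker of late epidermal progenitors, had 1778 ± 101 for mRNA and 3859 ± 494 for footprints, and *RAD51B*, a recombination repair gene, 170 ± 28.3 and 38.7 ± 14.6. The 2 assays are scaled apart, so the level of a gene in 1 of them is not measured against its level in the other. Over 11289 genes the squared correlation of the 2 group means on the log2 scale was 0.815, and 0.755 to 0.808 between an mRNA and a footprint library (SD 0.0166 over 9 pairs). Spearman correlations between an mRNA library and a footprint library lay between 0.865 and 0.896, below those among mRNA libraries (0.98 to 0.986) and among footprint libraries (0.938 to 0.989). The *egfp* 2x KD controls gave a squared correlation of 0.847 over 11273 genes (SD 0.0246 over 9 pairs).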

The quantile-quantile plot and Spearman correlation analysis indicated that the data between RNA-seq and Ribo-seq of the control group also exhibited a high correlation (Fig. EV6C,D; *R*^2^ = 0.8262). 

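The knocked-down gene was itself higher in the libraries labelled with its knockdown. *fbl-1* mRNA averaged 1039 ± 319 in *fbl-1* KD and 134 ± 7.81 in *egfp* KD (scaled values, mean ± SD, n = 3 libraries each), 7.47-fold higher, with a log2 change of 2.90 (SE 0.18, adjusted p = 3.41e-07). Its footprints averaged 827 ± 134 and 308 ± 27.3, a log2 change of 1.41 (adjusted p = 0.0122) that does not pass without footprint library egfp-1 (0.0697) or fbl-1_3 (0.0836). *fbl-2*, the second fibrillarin homolog, did not pass in the same libraries, with a log2 change of 0.17 for mRNA (adjusted p = 0.695) and a log2 change of −0.22 for footprints (adjusted p = 0.657). The paper measured lower *fbl-1* mRNA after RNAi by qPCR and by in situ hybridization (Fig. EV1C,D). Each direction given for *fbl-1* KD below is therefore that of the libraries as labelled. The mRNA calls argue against a swap of labels: 1270 between *fbl-1* KD and *egfp* 2x KD and 120 between *fbl-1* KD and *fbl-2* KD. Between the 2 sets of controls 11 were called (each comparison spans 2 tables). Why the gene is higher stays open.

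**Figure D1:**
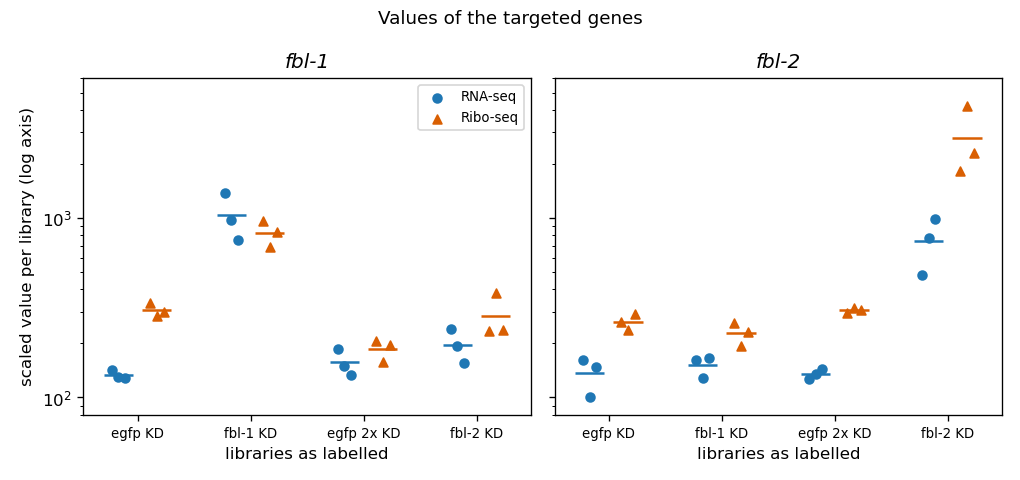
Values of *fbl-1* and *fbl-2* in each library of their own knockdown and its control. For mRNA the 3 *fbl-1* KD libraries lie at 753 to 1383 against 129 to 143, and the 3 *fbl-2* KD libraries at 481 to 982 against 127 to 144.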

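At the mRNA level, 336 genes rose and 318 fell of 12965 tested in the libraries labelled *fbl-1* KD (1329 and 1308 at an unadjusted p of 0.05). *MIOX*, which oxidizes inositol, fell from 288 ± 33.3 to 69.3 ± 13.3 (log2 change −2.05, SE 0.19, adjusted p = 1.15e-05; mean ± SD, n = 3). The serine protease gene *PRSS12* (SMED30005872) fell from 2900 ± 245 to 1265 ± 110 (log2 change −1.20, adjusted p = 1.7e-05). *CDC25C*, a phosphatase that drives entry into mitosis, fell from 669 ± 45.2 to 368 ± 21.8 (log2 change −0.86, adjusted p = 0.000741), and the mitotic kinase *PLK1* changed by −0.63 (adjusted p = 0.00658). Among the rises, *IARS*, which charges tRNA with isoleucine, went from 1380 ± 125 to 3749 ± 254 (log2 change 1.44, SE 0.11, adjusted p = 2.7e-06) and the ubiquitin ligase gene *ARIH1* from 1438 ± 71.1 to 4037 ± 72.5 (1.49, SE 0.11, adjusted p = 1.47e-06). These 6 genes keep their call whichever library is left out. The 654 changed mRNAs become 211 without *egfp* KD replicate 3, 182 without *fbl-1* KD replicate 1 and 197 without *fbl-1* KD replicate 3, and 49 with limma without a mean trend, a setting chosen after the results were seen.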

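Of 17 cytosolic ribosomal protein genes 0 rose and 7 fell (0 and 8 when adjusted over the list alone), among them *RPL3* (log2 change −1.37, SE 0.23, adjusted p = 0.00327), *RPS12* (−0.91, SE 0.14, adjusted p = 0.00146) and *RPL28* (−0.83, SE 0.16, adjusted p = 0.00859). The 7 falls become 4 without *egfp* KD replicate 3 and 3 without *fbl-1* KD replicate 1, and 1 ribosomal protein gene rises without *egfp* KD replicate 1. Of 20 translation factor genes 4 rose and 2 fell (10 and 2 over the list alone), and *EIF2S1* and *EIF2S3*, subunits of the factor that brings the initiator tRNA, rose by 1.06 (SE 0.15, adjusted p = 0.000622) and 0.82 (SE 0.11, adjusted p = 0.000483). These 4 rises become 2 without *fbl-1* KD replicate 3, and the 2 falls become 1 whichever library is left out. Of 33 ribosome biogenesis genes, *fbl-1* among them, 3 rose and 0 fell (10 and 0 over the list alone), and 1 rose without *egfp* KD replicate 3, *fbl-1* KD replicate 1 or *fbl-1* KD replicate 3. Of 8 mitochondrial ribosomal protein genes 1 rose and 0 fell (1 and 0 over the list alone), while 7 had lower values. Of 7 histone genes 1 rose and 4 fell (1 and 4 over the list alone), with *HIST1H2BL* at −0.76 (SE 0.13, adjusted p = 0.00279), and the 4 falls become 2 without *fbl-1* KD replicate 3. The single rise in each of these last 2 groups is lost without *egfp* KD replicate 3 or *fbl-1* KD replicate 1 or 3. The gene names come from the first 1999 entries of each of Datasets EV3 and EV4, which are sorted by change, so these lists hold the genes that moved most more often than a complete list would.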

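Further gene groups gave mRNA calls in *fbl-1* KD. Of 60 solute carrier genes 4 rose and 8 fell (13 and 18 over the list alone), of 21 lysosome and digestive protease genes 6 rose and 4 fell (10 and 4; 1 of the falls is *MOGAT2*, a fat synthesis enzyme of the endoplasmic reticulum that the list by symbol takes in), and of 17 muscle genes 5 rose and 1 fell (9 and 1). The 8 falls of solute carriers become 1 without *egfp* KD replicate 3 and 2 without *fbl-1* KD replicate 1 or 3, and their 4 rises become 2 without the same 3 libraries. The 5 rises of muscle genes become 2 without *egfp* KD replicate 3, 8 without *egfp* KD replicate 2 and 0 without *fbl-1* KD replicate 1 or 3. Of 26 chaperone genes 1 rose and 3 fell (4 and 5; the rise is *HSPA9*, and the falls are *HSPA8* and 2 *HSPG2* genes, matrix proteoglycans that the list takes in by their symbol), of 9 oxidative phosphorylation genes 0 rose and 2 fell (0 and 3), of 4 proteasome genes 0 rose and 1 fell (1 and 1), and of 11 p53, apoptosis and DNA repair genes 0 rose and 2 fell (1 and 2). The 3 chaperone falls are lost without *egfp* KD replicate 3 (where 1 other gene falls, *HSPBAP1*) and without *fbl-1* KD replicate 1 or 3, the 2 oxidative phosphorylation falls become 0 without any of these 3, and the 2 repair falls become 1 without *egfp* KD replicate 1 or *fbl-1* KD replicate 3 and 0 without any of the other 4 libraries. The single proteasome fall is lost without *egfp* KD replicate 1, and it and the single chaperone rise are lost without *egfp* KD replicate 3 or *fbl-1* KD replicate 1 or 3, while 3 chaperone genes rise without *fbl-1* KD replicate 2 and 1 proteasome gene, *PSMD1*, rises without *egfp* KD replicate 2. Of all 2279 tested genes with a name in the entries held, 246 rose and 158 fell. *dna2*, the single gene with an ID among the exon skipping genes the paper names, had a log2 change of −1.03 (SE 0.40, adjusted p = 0.16).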

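At the footprint level, 48 genes rose and 61 fell of 12503 tested in *fbl-1* KD (879 and 1024 at an unadjusted p of 0.05). *ACSL5*, which activates long-chain fatty acids, fell from 1827 ± 140 to 719 ± 88.1 (log2 change −1.35, SE 0.15, adjusted p = 0.00812; mean ± SD, n = 3). *MVB12B*, which sorts receptors into endosomal vesicles, fell from 558 ± 9.29 to 192 ± 17.1 (log2 change −1.54, SE 0.18, adjusted p = 0.00963). *SLC9A2* (SMED30001068), a sodium and proton exchanger, rose from 340 ± 85.9 to 962 ± 48.1 (log2 change 1.53, SE 0.19, adjusted p = 0.0122). The footprint change of *MIOX*, −2.04 (adjusted p = 0.0123), was close to its mRNA change, and footprints of *ARIH1* rose as well (adjusted p = 0.0297). *SLC9A2* is also lost without fbl-1_2 (0.0558), and *ARIH1* without egfp-2 (0.11), fbl-1_1 (0.0834) or fbl-1_2 (0.0874). Of the groups above, footprints rose for 1 and fell for 3 of 22 lysosome and digestive protease genes (5 and 4 over the list alone; *MOGAT2* is 1 of the falls), rose for 2 and fell for 0 of 59 solute carrier genes (5 and 1), and passed for 0 of 17 ribosomal protein genes (0 and 9 over the list alone). Without library egfp-1 or fbl-1_3 none of these calls is left, since 0 genes pass in either case. The 109 changed genes become 20 without egfp-2, 15 without fbl-1_2, 172 without egfp-3 and 0 with limma without a mean trend. The rise in the lysosome and digestive protease list becomes 2 without egfp-3 and 0 without fbl-1_2, and its 3 falls 1 without egfp-2 or fbl-1_2. The 2 solute carrier rises become 5 without fbl-1_1 and 0 without fbl-1_2, and 1 ribosomal protein gene falls without fbl-1_1. Groups whose 3 libraries do not overlap make up 23.7% of genes for mRNA and 23.7% for footprints, where chance gives 10%.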

Compared the transcriptome and translatome between *fbl-1* KD and *egfp* KD controls, 356 genes were increased and 566 genes were reduced at the transcriptional level, while 1240 transcripts were increased and 862 transcripts were reduced at the translational level (Dataset EV3). Additionally, the expression levels of transcripts enriched in neoblasts and epidermal early progenitors were decreased in *fbl-1* KD compared with *egfp* KD controls (Fig. EV6E), supporting our FISH results. These results suggested that the datasets of Ribo-seq and RNA-seq were reliable for a subsequently integrated analysis.

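*piwi-1*, an Argonaute gene that marks neoblasts, fell at the mRNA level in the libraries labelled *fbl-1* KD, from 12970 ± 885 to 7979 ± 707 (mean ± SD, n = 3; log2 change −0.70, SE 0.13, adjusted p = 0.00604). It does not pass without *fbl-1* KD replicate 1 (0.0567) or 3 (0.069). The histone variant gene *h2afj* fell by 0.95 on the log2 scale (SE 0.20, adjusted p = 0.0109; 0.0639 without *fbl-1* KD replicate 3). *RAD51B* changed by −0.84 (adjusted p = 0.0242), but not without *egfp* KD replicate 2 (0.0763) or 3 (0.0685) or *fbl-1* KD replicate 1 (0.104) or 2 (0.0626). *MCM2* (−0.43, adjusted p = 0.0438), the cyclin-dependent kinase subunit gene *cks2* (−0.88, adjusted p = 0.0468), the checkpoint gene *RAD1* (−1.08, adjusted p = 0.0442) and the early epidermal progenitor marker *prog-1* (−0.57, adjusted p = 0.0427) passed narrowly. *cks2* and *RAD1* lose the call whichever library is left out (up to 0.133 and 0.14), *MCM2* without any but *egfp* KD replicate 1 (up to 0.18) and *prog-1* without any but *egfp* KD replicate 2 (up to 0.132). The germline helicase gene *vasa-1* (−0.39, adjusted p = 0.0685) and *MCM5* (−0.44, adjusted p = 0.0549) did not pass. Footprints of *vasa-1* fell from 5879 ± 460 to 3622 ± 129 (log2 change −0.70, adjusted p = 0.0366), which does not hold without footprint library egfp-1 (0.27), egfp-2 (0.165), fbl-1_2 (0.122) or fbl-1_3 (0.205).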

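Of the 9 genes of Fig. EV6E with an ID, 0 rose and 7 fell at the mRNA level, and 0 rose and 9 fell when adjusted over the list alone. The study chose these genes itself, so their number is not independent evidence. The 7 falls become 4, 3 and 2 without *egfp* KD replicates 1, 2 and 3, and 1, 2 and 1 without *fbl-1* KD replicates 1, 2 and 3. The stem cell markers of Dataset EV1 (*piwi-1*, *vasa-1* and *MCM2*) fell as a set for mRNA (adjusted p = 0.00457 by fry and 0.00247 by camera) and for footprints (0.0205 and 0.0016), and camera gives 0.192 and 0.22 with an estimated correlation. Of the 5 epidermal lineage markers 1 rose (*egr-5*, 0.52, adjusted p = 0.0423, lost whichever library is left out) and 1 fell (*prog-1*), with no common direction (adjusted p = 0.933 by fry), and *AGAT-1* was at 0.14 (adjusted p = 0.501). Of 8 wound response genes 0 rose and 0 fell (0 and 2 over the list alone), though *nlg-1* fell without *egfp* KD replicate 2 (adjusted p = 0.046) or *fbl-1* KD replicate 2 (0.0454), with *jun-1* at −0.37 (adjusted p = 0.0596) and *fos-1* at −0.02 (adjusted p = 0.941). The paper reads the lower neoblast and early progenitor transcripts together with its FISH results and takes them as a sign that the sequencing can be relied on.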

**Figure EV6:**
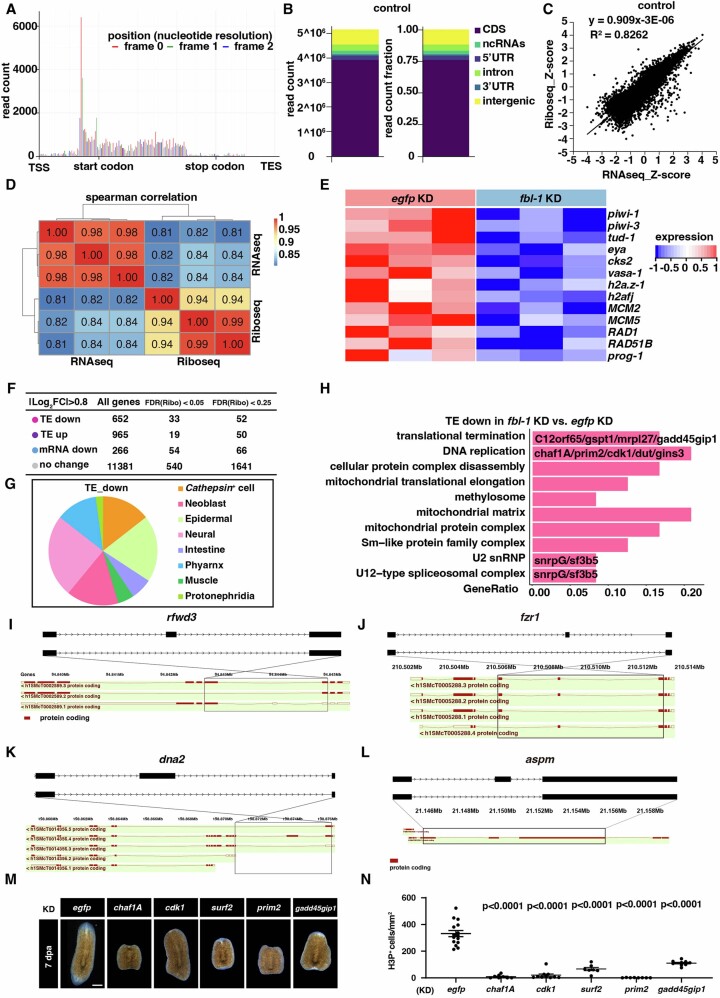
rMATS analysis upon *fbl-1* KD. (**A**) Bar plot shows the metagene read distribution of control Ribo-seq around the start codon and stop codon. Read positions relative to open reading frames (ORF0, 1, 2) are shown in different colors. (**B**) Read distribution at 5′UTR, CDS, and 3′UTR regions in Ribo-seq analysis of *egfp* KD control. (**C**) Quantile-quantile plot shows genes in transcriptional level (RNA-seq) and translational level (Ribo-seq) in the *egfp* KD control group. The upper portion of the plot displays the *R*^2^ value and the linear formula. (**D**) The Spearman correlation between RNA-seq and Ribo-seq in the *egfp* KD control group. (**E**) Heatmap shows differentially expressed genes (adjusted *p* < 0.05) enriched in neoblasts and epidermal early progenitors, including *piwi-1* and *prog-1* in *fbl-1* KD planarians compared to *egfp* KD controls at 48 hpa. (**F**) Table shows transcripts in each category in Fig. 6A that show a Log_2_Fold Change (FC) with a cut-off value of ±0.8 in transcription or translational efficiency and false discovery rate (FDR) of translation cut-off values of 0.05 and 0.25. (**G**) Pie chart shows translational efficiency downregulated mRNA in multiple cell types upon *fbl-1* KD. (**H**). Gene ontology of translational efficiency downregulated mRNAs in neoblasts, through an overlay of our data with previously published single-cell RNA-seq, revealed the pathway enrichment upon *fbl-1* KD. (**I**–**L**) Gene isoforms of *rfwd3*, *fzr1*, *dna2*, *aspm* referring to WormBase ParaSite 18: Schmidtea mediterranea (PRJNA885486). Assembly: schMedS3_haplotype1. Region of *rfwd3*: Scaffold 1_h1:94,839,052-94,845,427. Region of *fzr1*: Scaffold 1_h1:210,501,355-210,514,356. Region of *dna2*: Scaffold 2_h1:198,858,635-198,876,981. Squares indicate gene region with alternative splicing. Region of *aspm*: Scaffold 4_h1:21,144,144-21,159,115. IncLevel, inclusion level. (**M**) Live images show regenerative defects of worms with indicated KD treatment. *n* = 30. Scale bar = 500 μm. (**N**) Quantification of H3P^+^ cells in worms with indicated KD treatment. Each dot indicates one sample. *n* = 7–15. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM.

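*MIOX* and *IARS*, both with large mRNA changes in *fbl-1* KD, had TE values close to their controls. *MIOX* had a log2 change of TE of 0.01 (SE 0.33, adjusted p = 0.998) and *IARS* of −0.11 (SE 0.17, adjusted p = 0.935), each from 3 libraries of each assay per group, so their footprints moved with their mRNA. *fbl-1* itself had a TE change of −1.49 (SE 0.28, adjusted p = 0.877), its mRNA being raised more than its footprints. Over 12243 genes the squared correlation of mRNA change and TE change was 0.0652, with a correlation of −0.26 and a slope of −0.38. It becomes 0.129 without *egfp* KD mRNA replicate 1, 0.116 and 0.101 without *fbl-1* KD mRNA replicates 2 and 3, and 0.0432 without footprint library fbl-1_2. The mRNA values enter both axes, with opposite sign in TE. With the mRNA change from 1 mRNA replicate and TE from the other 2 and all footprint libraries, the squared correlation was 0.00996, 0.000101 and 0.000567. A change from 1 replicate is noisier, which lowers a correlation, and TE still holds footprints of the lysate that gave the mRNA change. These values therefore cannot tell how much of the correlation is shared error. From the low correlation the paper proposes a regulation specific to translation by *fbl-1*.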

To assess the influence on translation after *fbl-1* KD, a scatter plot was utilized to show a low correlation between transcription and translation efficiency (*R*^2^ = 0.1041), which suggested the specification of regulation in translation by *fbl-1* (Fig. 6A). 

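No gene passed the test for a change of TE in *fbl-1* KD, which takes the footprint change less the mRNA change over unpaired libraries. By limma 0 rose and 0 fell of 12243 (266 and 342 at an unadjusted p of 0.05). By fold change alone, with the limits of the sentence on mRNA and TE, 408 genes had lower TE and 655 higher TE at a steady mRNA level. *mrpl27*, a protein of the mitochondrial ribosome, is in the lower group with a TE change of −0.92 (SE 0.37), as are the mitochondrial release factor gene *C12orf65* (−0.91, SE 0.36) and *dut*, which keeps uracil out of DNA (−0.88, SE 0.38), each with an adjusted p of 0.877 from 3 libraries of each assay per group. Genes in the lower group had median values of 61.9 for mRNA and 56.2 for footprints, where all genes tested had 263 and 258. With the genes ranked by mean value and cut into 3 equal parts, 22.9% of the lowest part were in the lower or the higher group, 2.74% of the middle and 0.417% of the highest. The 655 genes become 264 without footprint library egfp-3. That library stands apart in its arm, with a median correlation of 0.885 with the other footprint libraries against 0.965 (egfp-1) and 0.97 (egfp-2), and with 414 of 12503 genes at 0 against 4 and 2.

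**Figure D2:**
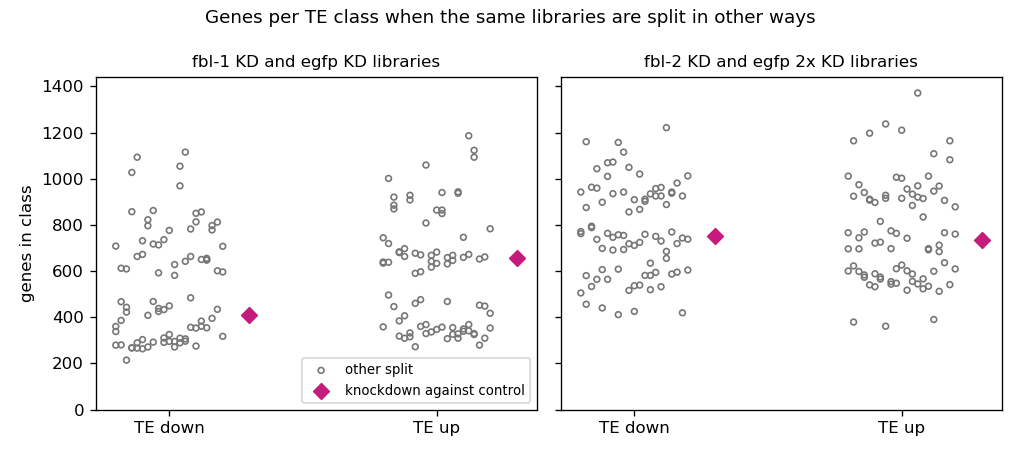
Number of genes with lower and with higher TE by fold change alone, for the real groups and for other splits of the same libraries. In the *fbl-1* arm the real groups give 408 lower and 655 higher, and the other splits 214 to 1115 and 272 to 1186.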

To determine which transcripts are regulated by *fbl-1* in translation, we identified 652 transcripts that presented a decrease in translation efficiency (TE) without change in mRNA levels (TE down, log_2_fold change (FC) <−0.8 in TE levels; −0.8<log_2_FC <0.8 in mRNA levels) following *fbl-1* KD (Fig. EV6F).

**Figure 6:**
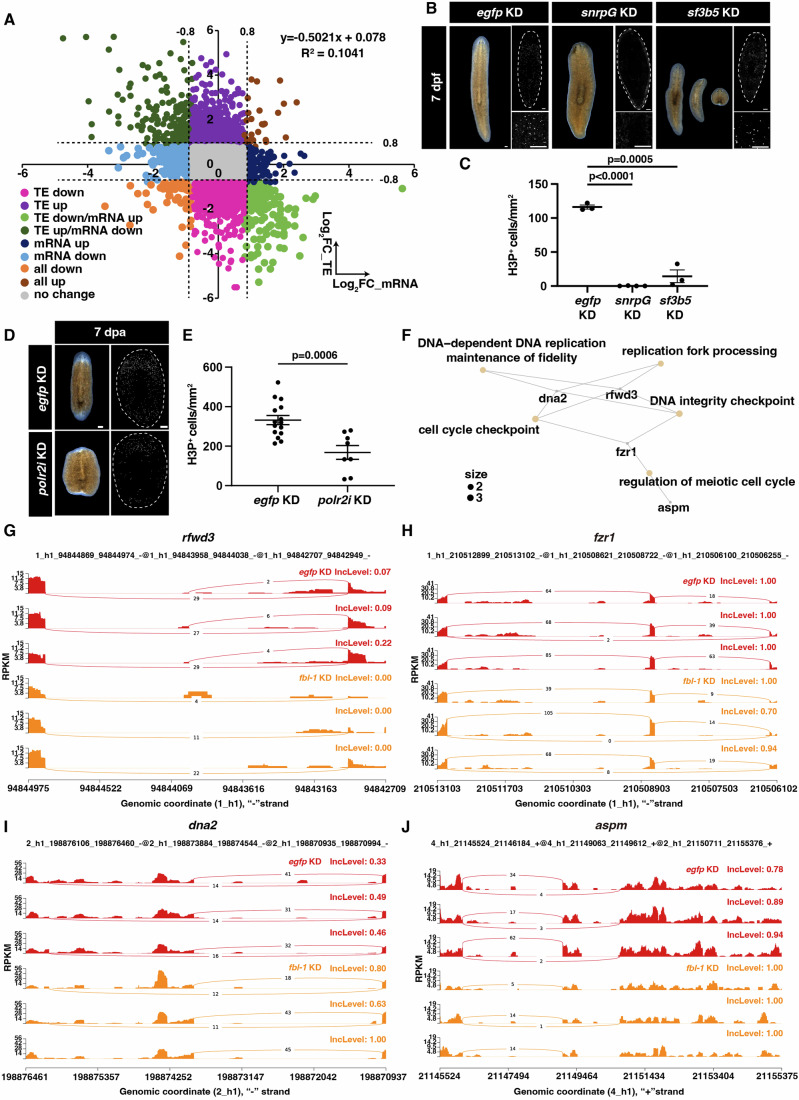
*fbl-1* regulates the translation of genes involved in the RNA splicing process in neoblasts and progenitors. (**A**) Scatter plot depicts the Log_2_Fold Change (FC) in total mRNA abundance at 48 hpa on the x-axis and the Log_2_FC in translational efficiency (TE) on the y-axis upon *fbl-1* KD. The upper right portion of the plot displays the *R*^2^ value and the linear formula. (**B**) Live images and staining of H3P^+^ cells show defects of *snrpG* KD and *sf3b5* KD animals compared to *egfp* KD controls at 7 dpf. *n* = 30. Scale bar = 200 μm. White dotted lines indicate the boundary of animals. (**C**) Quantification of H3P^+^ cells in *egfp* KD (*n* = 3), *snrpG* KD (*n* = 4), and *sf3b5* KD (*n* = 3) animals. Data were represented as mean ± SEM. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. (**D**) Live images and staining of H3P^+^ cells show defects of *polr2i* KD animals compared to *egfp* KD controls at 7 dpa. *n* = 30. Scale bar = 200 μm. White dotted lines indicate the boundary of animals. (**E**) Quantification of H3P^+^ cells in *egfp* KD (*n* = 15) and *polr2i* KD (*n* = 8) animals. Data were represented as mean ± SEM. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**F**) Network of genes with altered alternative splicing upon *fbl-1* KD. (**G**–**J**) rMATS analysis reveals the changes in alternative skipping exon events of genes, *rfwd3*, *fzr1*, *dna2*, and *aspm*, in *fbl-1* KD animals compared to *egfp* KD controls. Red color represents *egfp* KD group, orange color represents *fbl-1* KD group. Source data are available online for this figure.

Since the expression of *fbl-1* is enriched in neoblasts, to specifically study the function of *fbl-1* in neoblasts, we further integrated previous single-cell RNA-seq data to categorize genes based on their expression in different cell types (Fincher et al, 2018). Transcripts enriched in the TE down category primarily comprised genes specifically expressed in neoblasts (Fig. EV6G). Following *fbl-1* KD, transcripts in the TE down category that were expressed in neoblasts were strongly associated with the RNA splicing process, DNA replication, and translational termination (Fig. EV6H). 

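Genes of splicing, DNA replication and translation termination gave no TE call in *fbl-1* KD. Of 20 spliceosome genes 0 rose and 0 fell in TE, also over the list alone, with 16 lower and a median log2 change of −0.44. Of 15 DNA replication genes 0 rose and 0 fell, with 11 lower and a median of −0.37. Of 19 translation factor genes, the termination factors among them, 0 rose and 0 fell, with 13 lower and a median of −0.05. Among mRNAs, 0 spliceosome genes rose and 1 fell (7 and 5 over the list alone): *SNRPA*, a protein of the U1 particle, at −0.80 (SE 0.16, adjusted p = 0.00919; 0.0513 without *egfp* KD replicate 3). Without that library 0 spliceosome mRNAs fall, and without *egfp* KD replicate 2 there are 2. Spliceosome mRNAs rise for 2 genes without *egfp* KD replicate 1, for 3 without *egfp* KD replicate 2 and for 1 without *fbl-1* KD replicate 2. Footprints of 0 spliceosome genes passed (1 higher and 10 lower over the list alone), and 1 fell without footprint library egfp-3. For the 15 DNA replication genes of the list by symbol, which leaves out *MCM2*, 0 passed at either level (1 higher and 2 lower for mRNA and 0 and 1 for footprints over the list alone). Of 10 mitosis and cell cycle genes 0 mRNAs rose and 3 fell (0 and 3 over the list alone), 2 of them whichever library is left out. Assignments of single genes to cell types and the GO annotation of planarian genes were not analysed here.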

To validate the biological processes enriched in GO term, we chose genes with translation at low FDR and high foldchange cutoff (FDR <0.05 and <−0.8 FC), and specific expression in neoblasts for RNAi experiment. 

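The genes *snrpG*, *sf3b5* and *polr2i*, chosen for RNAi, had lower footprints in *fbl-1* KD, and none passed. *snrpG*, a ring protein of the splicing particles, had 238 ± 42.2 for footprints against 391 ± 29.5 in *egfp* KD (scaled values, mean ± SD, n = 3; log2 change −0.73, SE 0.20, adjusted p = 0.132) and a TE change of −0.88 (SE 0.39, adjusted p = 0.877). Its mRNA was 932 in *egfp* KD replicate 1 and 358 and 383 in the other 2 controls. Without that library its mRNA rises in *fbl-1* KD (adjusted p = 0.0151), so a steady mRNA level of *snrpG* rests on 1 library. *sf3b5*, of the complex that recognizes the branch point, had 129 ± 27.9 against 249 ± 51.8 (−0.95, SE 0.26, adjusted p = 0.132) and a TE change of −0.90 (SE 0.42). *polr2i*, a subunit of RNA polymerase II, had 82.3 ± 9.24 against 177 ± 25.7 (−1.09, SE 0.26, adjusted p = 0.0977) and a TE change of −0.89 (SE 0.38). Between the 2 sets of controls, in separate tables, footprints are lower in *egfp* 2x KD than in *egfp* KD for *polr2i* (−1.67, adjusted p = 0.0201) and *sf3b5* (−1.23, adjusted p = 0.015). To follow up GO terms of its lower TE group, the study chose genes by FDR and fold change of translation and by expression in neoblasts. Their values in these same libraries are therefore not independent evidence for lower TE.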

KD of *small nuclear ribonucleoprotein polypeptide G* (*snrpG*) and *splicing factor 3b subunit 5* (*sf3b5*) resulted in head regression (Fig. 6B). KD of RNA polymerase II subunit I (*polr2i*) led to delayed planarian regeneration (Fig. 6D). KD of *snrpG*, *sf3b5*, and *polr2i* all caused the reduction of stem cell proliferation as shown by staining of H3P^+^ cells (Fig. 6C,E). Based on flow cytometry analysis, planarian cells were broadly categorized as X1, X2, and Xins, in which X1 cells enrich the proliferating stem cells at the S/G2/M cell cycle phases (Hayashi et al, 2006; Reddien et al, 2005). Previous studies have discovered various splicing events in X1 cells, different from those in X2 and Xins cells (Solana et al, 2016). To further validate the dysfunction of the splicing process after *fbl-1* KD, we utilized bulk RNA-seq data and employed rMATS analysis to identify significantly differential splicing processes after *fbl-1* KD (FDR < 0.05) in 15 target genes expressed in neoblasts and progenitors (Solana et al, 2016). The resultant network plot indicated pathway enrichment associated with DNA replication (Fig. 6F), consistent with the defects in cell proliferation. Notably, the genes *ring finger and WD repeat domain 3* (*rfwd3*) and *fizzy-related protein homolog* (*fzr1*) exhibited increased events in exon skipping (Fig. 6G,H). This resulted in an increase in the second isoform of *rfwd3* and the third isoform of *fzr1* (Fig. EV6I,J). In contrast, *DNA replication helicase/nuclease 2* (*dna2*) and *abnormal spindle-like microcephaly-associated protein* (*aspm*) exhibited decreased events in exon skipping (Figs. 6I,J and EV6K,L), despite *aspm* also being part of the RNA down category. While we cannot rule out that splicing dysfunction may be an indirect consequence of *fbl-1* suppression, our data support previous findings that emphasize the critical role of splicing processes in neoblasts and progenitor cells.

Moreover, we also observed that KD of genes associated with DNA replication, including *chromatin assembly factor 1 subunit A* (*chaf1A*), *cyclin-dependent kinase 1* (*cdk1*), *surfeit locus protein 2* (*surf2*), and *DNA primase subunit 2* (*prim2*), resulted in the failure of planarian regeneration (Fig. EV6M). Suppression of gene *growth arrest and DNA damage-inducible proteins interacting protein 1* (*gadd45gip1*), which was enriched from translational termination, caused regenerative defects at 7 dpa (Fig. EV6M). KD of these five genes enriched from GO terms displayed similar defects observed in *fbl-1* KD animals, which showed reduced proliferation of stem cells (Fig. EV6N). These results suggested that *fbl-1* regulated multiple cellular processes at the translational level.

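Footprints of the DNA replication genes chosen for RNAi and of *gadd45gip1* were lower in *fbl-1* KD without passing the test. *cdk1*, the kinase of mitotic entry (its ID rests on an uncertain match), had 97 ± 8.66 against 218 ± 9.71 in *egfp* KD (mean ± SD, n = 3; log2 change −1.16, SE 0.23, adjusted p = 0.0555; 0.0404 without footprint library egfp-3) and a TE change of −0.94 (SE 0.29). *gadd45gip1*, a protein of the mitochondrial ribosome, had 136 ± 47.4 against 341 ± 62.1 (−1.38, SE 0.30, adjusted p = 0.0639) and a TE change of −1.18 (SE 0.37). *surf2* had 52.3 ± 8.33 against 132 ± 19.9 (−1.32, SE 0.31, adjusted p = 0.0931) and −0.97 in TE (SE 0.36). The primase subunit *prim2* had 44.7 ± 13.1 against 92 ± 25.9 (−1.03, SE 0.41, adjusted p = 0.267) and −0.91 in TE (SE 0.43), and the chromatin assembly factor *chaf1A* 178 ± 68.4 against 258 ± 48.9 (−0.60, SE 0.32, adjusted p = 0.409) and −0.92 in TE (SE 0.45). Footprints of *cdk1* and *gadd45gip1* are also lower in *egfp* 2x KD than in *egfp* KD (−1.49, adjusted p = 0.0229, and −0.79, adjusted p = 0.046; separate tables). None of the 13 neoblast genes the paper names with lower TE passed in mRNA, footprints or TE. Of these, 2 were higher and 11 lower in footprints, and 2 higher (*gspt1* and *gins3*) and 11 lower in TE. Adjusted over these 13 alone, 0 rose and 10 fell in footprints and 0 rose and 2 fell in TE (median −0.91), but the list was drawn from the lowest TE values of the same libraries. The paper goes from lower TE, through enriched GO terms, to RNAi of single genes that gave defects like those of *fbl-1* KD, and proposes from this that *fbl-1* acts on several cellular processes through translation.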

### The translation of genes to regulate neurotransmitter secretion is essential for epidermal cell development

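*fbl-2* was higher, too, in the libraries labelled with its knockdown. Its mRNA averaged 745 ± 252 in *fbl-2* KD and 135 ± 8.5 in *egfp* 2x KD (scaled values, mean ± SD, n = 3 libraries each; log2 change 2.39, SE 0.22, adjusted p = 0.000564), 5.26-fold higher, and its footprints 2785 ± 1270 and 306 ± 10.7 (log2 change 3.09, SE 0.21, adjusted p = 1.99e-09). *fbl-1* did not pass in these libraries, at 0.32 for mRNA (adjusted p = 0.666) and 0.58 for footprints (adjusted p = 0.389). At the mRNA level 21 genes rose and 26 fell of 12958 (684 and 603 at an unadjusted p of 0.05). *PRSS12* (SMED30032823) fell from 7783 ± 371 to 2432 ± 345 (log2 change −1.69, SE 0.14, adjusted p = 0.000342). The transporter gene *ABCC1*, which exports conjugated compounds, fell from 737 ± 64.6 to 274 ± 20.6 (−1.43, SE 0.14, adjusted p = 0.000695) and *TNXB*, a matrix protein, (−1.38, SE 0.14, adjusted p = 0.00117), while *ARIH1* rose from 1327 ± 94.8 to 2860 ± 177 (1.11, SE 0.13, adjusted p = 0.00241). The 5 mRNA calls named here hold whichever library is left out. The 47 changed mRNAs become 13, 26 and 19 without *egfp* 2x KD replicates 1, 2 and 3, 16 without *fbl-2* KD replicate 1, 91 without *fbl-2* KD replicate 3 and 2 with limma without a mean trend.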

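At the footprint level, 147 genes rose and 247 fell of 12612 tested in *fbl-2* KD (824 and 888 at an unadjusted p of 0.05). *HSP90AA1*, a major cytosolic chaperone, fell from 72710 ± 4480 to 44820 ± 428 (log2 change −0.70, SE 0.06, adjusted p = 8.58e-08; mean ± SD, n = 3) and *HSPA8* (SMED30011221), a constitutive cytosolic chaperone, from 4465 ± 283 to 2319 ± 127 (−0.94, SE 0.10, adjusted p = 1.08e-06). Of 26 chaperone genes 0 rose and 9 fell (0 and 11 over the list alone), and 1 of the 9 is *HSPG2*, not a chaperone. Of 17 ribosomal protein genes 0 rose and 8 fell (0 and 12), among them *RPL28* (−0.78, SE 0.10, adjusted p = 2.16e-05) and *RPS25* (−0.81, SE 0.12, adjusted p = 0.000146), and the 8 become 5 without footprint library egfp_2x_1. Of 17 muscle genes 4 rose and 0 fell (7 and 1), with *PDLIM7* at 0.54 (SE 0.09, adjusted p = 0.0012), and the 4 become 2 without egfp_2x_1, egfp_2x_2 or fbl-2_3. *EIF5*, an initiation factor (SMED30031148), rose by 0.91 (SE 0.10, adjusted p = 5.08e-06). Footprints fell for 2 of 8 oxidative phosphorylation genes (3 over the list alone), 2 of 22 lysosome and digestive protease genes (2), 1 of 7 histone genes (2), 1 of 62 solute carrier genes (1) and 2 of 4 proteasome genes (3). The 2 proteasome calls become 1 without egfp_2x_3 and 0 without any other library but fbl-2_2. The histone call is lost without any library but fbl-2_2, and the solute carrier call without egfp_2x_1, while 2 solute carrier genes fall without egfp_2x_3 or fbl-2_2. The 394 changed genes become 187 without egfp_2x_1, 72 higher and 159 lower without egfp_2x_2, 260 without fbl-2_3, and 2 with limma without a mean trend. Footprints of several of these genes also differ between the 2 sets of controls, which stand in separate tables, with *egfp* 2x KD higher by 0.99 for *HSPA8* (adjusted p = 0.000421), 0.51 for *HSP90AA1*, 0.57 for *RPL28*, 0.51 for *RPS25* and 0.73 for *PDLIM7*.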

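Ribosomal protein and chaperone genes gave no mRNA call in *fbl-2* KD, where fewer mRNAs than footprints passed overall. The mRNAs of 0 of 17 ribosomal protein genes passed and 11 were higher, and 0 of 26 chaperone genes passed. Of 21 genes of the lysosome and digestive protease list 0 mRNAs rose and 3 fell (9 and 3 over the list alone). The falls are *MOGAT2*, which is not a lysosome gene, and 2 *PRSS12* genes, serine proteases that the list takes in by symbol. They become 2 without *egfp* 2x KD replicate 1 or 2 or *fbl-2* KD replicate 1, and 1 gene rose without *fbl-2* KD replicate 2 or 3. Of 20 translation factor genes 1 mRNA rose (*EIF5*, log2 change 0.99, adjusted p = 0.00312; 0.0633 without *egfp* 2x KD replicate 1). The stem cell markers did not move as a set in *fbl-2* KD (adjusted p = 0.327 by fry for mRNA and 0.211 for footprints), and *piwi-1* was at −0.21 for mRNA (adjusted p = 0.735) and −0.28 for footprints (adjusted p = 0.0557). Of the 5 epidermal lineage markers the footprints of 1 rose (*egr-5*, from 430 ± 38.8 to 762 ± 34.9, n = 3, 0.83, SE 0.17, adjusted p = 0.00565) and of 1 fell (*zpuf-4*, −0.94, adjusted p = 0.0391), the latter not without footprint library egfp_2x_1 (0.229), egfp_2x_2 (0.2) or fbl-2_2 (0.103). Of 8 wound response genes 0 rose and 0 fell for mRNA or footprints in *fbl-2* KD (the footprints of 1 fell without egfp_2x_1). Groups that do not overlap make up 15% of genes for mRNA and 18.2% for footprints, where chance gives 10%.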

To next compare the transcriptome and translatome between *fbl-2* KD and *egfp* KD controls, 342 genes were increased, and 305 were reduced at the transcriptional level, accompanied by 1524 increased and 948 reduced transcripts at the translational level (Dataset EV4). 

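In *fbl-2* KD *TNXB* and *ABCC1* fell in mRNA and footprints together. Footprints of *TNXB* fell from 3031 ± 389 to 950 ± 214 (mean ± SD, n = 3; log2 change −1.69, SE 0.14, adjusted p = 8.58e-08), near its mRNA change, and those of *ABCC1* fell from 927 ± 82.4 to 315 ± 100 (−1.60, SE 0.21, adjusted p = 4.08e-05). Over 12364 genes the squared correlation of mRNA change and TE change was 0.0768, with a correlation of −0.28 and a slope of −0.58. It becomes 0.118 without *egfp* 2x KD mRNA replicate 2, 0.127 and 0.122 without *fbl-2* KD mRNA replicates 2 and 3, and 0.0482 without footprint library fbl-2_1. With the mRNA change and TE from separate mRNA replicates it was 0.00351, 0.0371 and 0.00786, with the same limits as in *fbl-1* KD, so the share of error is not known here either.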

Similar to the analysis of *fbl-1* group, there was a low correlation between transcription and translation efficiency (*R*^2^ = 0.0703) in the *fbl-2* KD groups (Fig. 7A). 

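By fold change alone, 750 genes had lower and 736 higher TE at a steady mRNA level in *fbl-2* KD, and 0 of 12364 genes passed the TE test (284 higher and 428 lower at an unadjusted p of 0.05). *HSPA8* (SMED30011221), whose footprints fell, had a TE change of −0.76 (SE 0.26, adjusted p = 0.814, 3 libraries of each assay per group). Of 17 ribosomal protein genes 16 had lower TE, with a median log2 change of −0.61, 0 passing and 5 lower over the list alone. Without *fbl-2* KD mRNA replicate 3, 0 genes rise and 10 fall in TE, among them *HSPA8* (−1.03, adjusted p = 0.048) and 5 of the ribosomal protein genes: *RPS25* (−1.37, SE 0.20, adjusted p = 0.0154), *RPL22* (−1.17, SE 0.17, adjusted p = 0.0154), *RPL28*, *RPL17* and *RPL27A*. Without footprint library egfp_2x_1 1 gene rises, and 0 pass without any of the other 10 libraries. Genes with lower TE had median values of 56.8 for mRNA and 44.2 for footprints, where all genes had 260 and 245. The 750 genes become 491 without footprint library fbl-2_2, which has 451 of 12612 genes at 0. Of the lowest of 3 equal parts by mean value 30.9% of genes were in the lower or the higher group, of the highest part 0.728%. The epidermal lineage markers were lower in TE as a set in both knockdowns by camera (adjusted p = 0.0199 in each), not by fry (0.176 in *fbl-1* KD and 0.0842 in *fbl-2* KD) and not by camera with an estimated correlation (0.22 and 0.192).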

To gain a more comprehensive understanding of transcription and translation regulation, we identified 765 genes in TE down in *fbl-2* KD animals (Fig. 7B). We then performed the enrichment analysis of transcripts from TE down category that was enriched in epidermal cells (Fig. 7C). The catecholamine secretion pathway, which involves dopamine, and the cell junction assembly pathway were found to be enriched in *fbl-2* KD animals compared to *egfp* KD controls (Fig. EV7A). Both *synaptotagmin 2* (*syt2*) and *neuronal acetylcholine receptor subunit alpha-6* (*chrna6*) were enriched in the catecholamine secretion pathway. 

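Of the genes of the catecholamine secretion pathway named by the paper, *syt2*, a calcium sensor of vesicle release, had values under the minimum in these libraries and was not tested. *chrna6*, a subunit of nicotinic acetylcholine receptors (its ID rests on an uncertain match), had 16.7 ± 11.2 for footprints in *fbl-2* KD against 34.7 ± 22.5 in *egfp* 2x KD (scaled values, mean ± SD, n = 3; adjusted p = 0.715), 0.21 for mRNA (adjusted p = 0.917) and a TE change of −1.29 (SE 1.13, adjusted p = 0.907). In *fbl-1* KD its TE change was −1.88 (SE 0.71, adjusted p = 0.877). Of 72 neurotransmission genes 0 mRNAs, of 71 genes 0 footprints and of 70 genes 0 TE values passed in *fbl-2* KD (0 in each case over the list alone). In *fbl-1* KD the mRNAs of 4 rose and 2 fell of 68 (8 and 4 over the list alone). The 4 rises become 2 without *egfp* KD replicate 1, 10 without replicate 2, and 1 without *egfp* KD replicate 3 or *fbl-1* KD replicate 1 or 3, and the 2 falls are lost without *egfp* KD replicate 3 or any *fbl-1* KD replicate and without *egfp* KD replicate 2, where 1 other gene falls, *SLC6A6*. Of 26 cell junction and cytoskeleton genes 1 mRNA rose and 1 fell in *fbl-2* KD (6 and 3 over the list alone) and 7 rose and 2 fell in *fbl-1* KD (12 and 2). The 7 rises become 4 without *egfp* KD replicate 3, 2 without *fbl-1* KD replicate 1 and 3 without *fbl-1* KD replicate 3, and the 2 falls become 1 without *egfp* KD replicate 1 or 2 and 0 without *egfp* KD replicate 3 or *fbl-1* KD replicate 1 or 3. In *fbl-2* KD the rise is left only without *fbl-2* KD replicate 3 and the fall only without *fbl-2* KD replicate 2. The study chose both named genes from its lower TE group, so they are not independent evidence for it.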

Previous studies identified that *syt2* as a Ca^2+^ sensor in synapse regulates transmitter release (Jamora and Fuchs, 2002; Qian et al, 2016; Xu et al, 2007), and *chrna6* is a nAChR subunit that responds to nicotine (Qian et al, 2016). KD of *syt2* and *chrna6* caused an increase of *AGAT-1*^*+*^ cells at the posterior of regenerating trunks, similar to the phenotype of *fbl-2* KD animals, in spite of no obvious regeneration defects (Fig. EV7B,C). Given that in planarians, epidermal cells (*AGAT-1*^+^) express creatine similar to that in neurons and muscle cells (Eisenhoffer et al, 2008; Tu et al, 2015), our results suggested a role of neurotransmitters in the development of epidermis.

**Figure 7:**
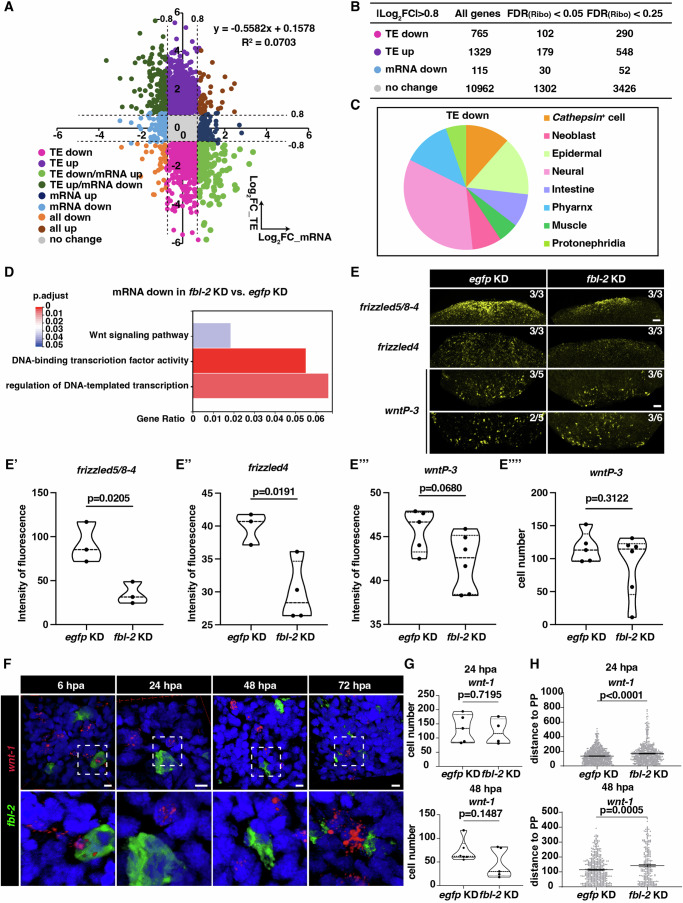
*fbl-2* was predicted to regulate the expression of *wnt-1.* (**A**) Scatter plot depicts the log_2_fold change (FC) in total mRNA abundance at 48 hpa on the x-axis and the Log_2_FC in translational efficiency (TE) on the y-axis upon *fbl-2* KD. The upper right portion of the plot displays the *R*^2^ value and the linear formula. (**B**) Table shows transcripts in each category in A that show a Log_2_FC with a cut-off value of ±0.8 in transcription or translational efficiency and false discovery rate (FDR) of translation cut-off values of 0.05 and 0.25. (**C**) Pie chart shows translational efficiency downregulated mRNA in multiple cell types upon *fbl-2* KD. (**D**) Bar plot shows the gene ontology of transcriptionally downregulated mRNA-enriched signaling pathway upon *fbl-2* KD. (**E**) FISH images show genes relative to the Wnt signaling pathway downregulated at 48 hpa upon *fbl-2* KD. The numbers indicate the displayed cases in all the examined samples. Scale bar = 50 μm. (**E**’-**E**”’) Violin plot of ROI of *frizzled5/8-4*, *frizzled4*, *wntP-3* signals at wound sites. (**E**””) Violin plot of the quantification of the number of *wntP-3*^+^ cells. Each dot represents an individual replicate. *n* = 3–6. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**F**) 3D views show the closed location of *fbl-2*^+^ and *wnt-1*^+^ cells at 6, 24, 48, and 72 hpa. The green color indicates *fbl-2* signals, and the red color indicates *wnt-1* signals. The dashed squares indicate the amplified image shown below. *n* = 4–5. Scale bar = 10 μm. (**G**) Violin plot of the quantification of the number of *wnt-1*^+^ cells at the posterior tip in heads of *egfp* and *fbl-2* KD animals at 24 and 48 hpa. *n* = 4–5. Each dot represents the cell number measured from an individual animal. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**H**) Violin plot of the quantification of the distance between *wnt-1*^+^ cell and the posterior tip in heads of *egfp* and *fbl-2* KD animals at 24 and 48 hpa. *n* = 4–6. Each dot represents the cell distance measured from an individual *wnt-1*^+^ cell from *egfp* KD (*n* = 5) and *fbl-2* KD animals (*n* = 4) at 24 hpa, and *egfp* KD (*n* = 6) and *fbl-2* KD animals (*n* = 5) at 48 hpa. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. Source data are available online for this figure.

**Figure EV7:**
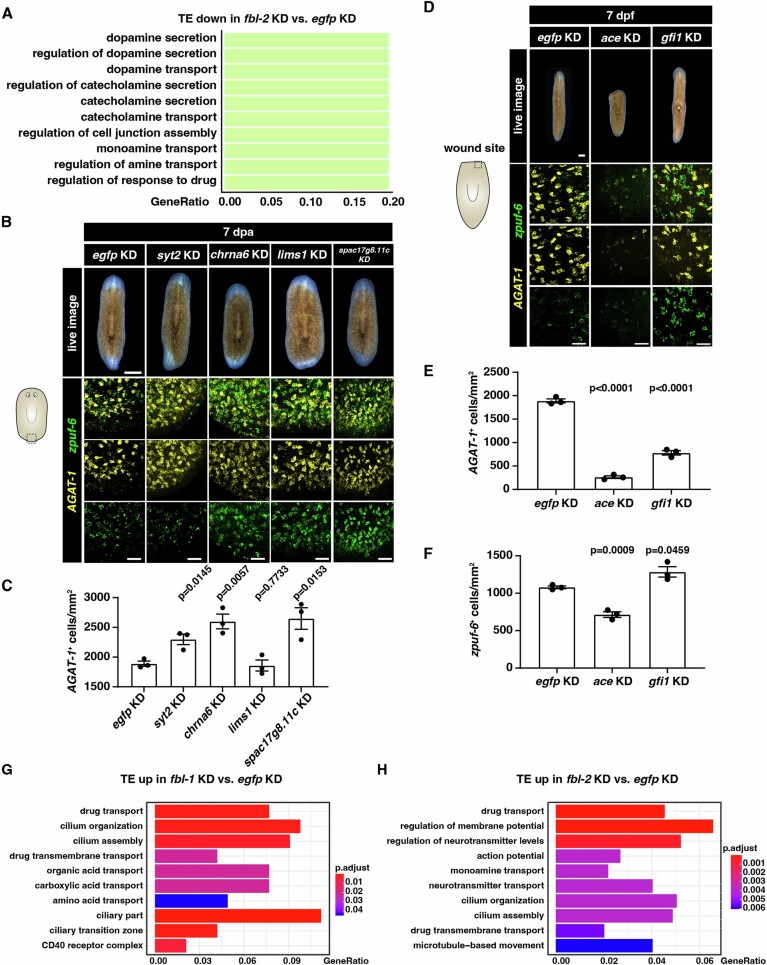
Phenotype analysis after KD of genes in TE down upon *fbl-2* KD. (**A**) Gene ontology of translational efficiency downregulated mRNAs in the epidermis through an overlay of our data with previously published single-cell RNA-seq revealed pathway enrichment upon *fbl-2* KD. (**B**) Live images (*n* = 30) and FISH show regenerative defects of *syt2* KD, *chrna6* KD, *lims1* KD and *spac17g8.11c* KD animals compared to *egfp* KD controls at 7 dpa. Scale bar = 500 μm in live images and =20 μm in FISH images. Cartoon illustrations show the displayed regions. (**C**) Bar plot shows the quantification of the density of *AGAT-1*^*+*^ cells at the posterior regions of regenerating trunks after KD of *egfp*, *syt2*, *chrna6*, *lims1*, and *spac17g8.11c*. *n* = 3. Data were represented as mean ± SEM. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**D**) Live images (*n* = 30) and FISH show homeostatic defects of *ace* KD and *gfi1* KD animals compared to *egfp* KD controls at 7 dpf. Scale bar = 500 μm in live images and =20 μm in FISH images. Cartoon illustrations show the displayed regions. (**E**) Bar plot shows the quantification of the density of *AGAT-1*^*+*^ cells at the wound sites in *egfp* KD, *ace* KD, and *gfi1* KD animals. *n* = 3. Data were represented as mean ± SEM. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. Data were represented as mean ± SEM. (**F**) Bar plot shows the quantification of the density of *zpuf-6*^*+*^ cells at the wound sites in *egfp* KD, *ace* KD, and *gfi1* KD animals. *n* = 3. Data were represented as mean ± SEM. Each dot represents an individual replicate. Two-tailed unpaired student’s *t*-test calculated the *p* values. (**G**) Bar plot shows the gene ontology of translational efficiency upregulated mRNA (TE up) upon *fbl-1* KD. GO terms with *p* adjust <0.05. Fisher’s Exact test with Benjamini–Hochberg for multiple test corrections. (**H**) Bar plot shows the gene ontology of translational efficiency upregulated mRNA (TE up) upon *fbl-2* KD. GO terms with *p* adjust <0.05. Fisher’s Exact test with Benjamini–Hochberg for multiple test corrections.

Regarding the enriched pathway of cell junction assembly, KD of *angiotensin-converting enzyme* (*ace*) and *lim zinc finger domain containing 1* (*lims1*) resulted in head regression and slightly regenerative defects, respectively (Fig. EV7B,D). During homeostasis, *ace* KD animals showed reduced expression of *AGAT-1*^+^ cells (Fig. EV7E), whereas *AGAT-1*^+^ cells were unaffected under KD of *lims1* (Fig. EV7C). Cell junction relies on the connection of the cytoskeleton to regulate cell migration and signal transduction (Jamora and Fuchs, 2002). These results further provided an explanation that *fbl-2* KD caused the decreased expression of *vim-3*, a marker of cytoskeleton morphogenesis (Fig. EV3F–H).

Since only a limited number of genes enriched in the GO term analysis, we also included genes with low FDR and high foldchange cutoff (FDR <0.05 and <−0.8 FC) in translation, including *growth factor independent 1* (*gfi1*) and *spac17g8.11c* for functional examination. In the human cochlea, *gfi1* is a zinc finger transcription factor that acts as a repressor to regulate the development of hair cells (Jen et al, 2022). *gfi1* KD in planarians resulted in lysis in the dorsal epidermis and a reduction of *AGAT-1*^+^ cells but an increase of *zpuf-6*^*+*^ cells at the wound sites (Fig. EV7D–F), which suggested a role of *gfi1* in planarian epidermal development. *spac17g8.11c* is a predicted gene of mannosyltransferase, which is required for epidermal integrity during post-embryonic stages in *C. elegans* (Partridge et al, 2008). *spac17g8.11c* KD planarians could regenerate their lost tissues after amputation, but an increase of *AGAT-1*^+^ cells was observed in *spac17g8.11c* KD animals compared to *egfp* KD control animals (Fig. EV7B,C). This result provided evidence of the role of mannosyltransferase in the planarian epidermis. In addition, the GO term analysis of transcripts from TE up identified similar biological processes, such as cilium assembly and transmembrane transport, between *fbl-1* and *fbl-2* KD compared with *egfp* KD controls (Fig. EV7G,H), indicating similarity between *fbl-1* and *fbl-2* in the regulation of planarian tissue homeostasis and regeneration.

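In *fbl-1* KD 32 of 88 cilium and axoneme mRNAs rose and 0 fell (55 and 0 over the list alone), and 85 were higher (of all 2279 named genes 1491), with *CCDC39*, which spaces the inner dynein arms, going from 343 ± 56 to 658 ± 109 (log2 change 0.94, SE 0.15, adjusted p = 0.00239; mean ± SD, n = 3). The 32 become 7 without *egfp* KD replicate 3, 4 without *fbl-1* KD replicate 1 and 8 without *fbl-1* KD replicate 3. In *fbl-2* KD 0 of 87 mRNAs passed (84 higher; of all 2273 named genes 1402), while the footprints of 12 of 88 rose and 1 fell (14 and 1 over the list alone), with the axonemal dynein gene *DNAH6* going from 5452 ± 394 to 8339 ± 247 (0.62, SE 0.08, adjusted p = 4.08e-05). The footprints of *DNAH6* are also higher in *egfp* 2x KD than in *egfp* KD, by 0.55 (adjusted p = 0.0115). The fall is lost without footprint library egfp_2x_1, egfp_2x_2 or fbl-2_3. In *fbl-1* KD the footprints of 6 of 87 rose and 0 fell (26 and 0). These 6 become 12 without egfp-3, 3 without fbl-1_1 and 0 without any of the other 4 footprint libraries. In TE 0 of 86 passed in either knockdown, also over the list alone, with medians of −0.03 and −0.09.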

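Of 12828 genes tested in both, 11 mRNAs rose in both (0.55 expected by chance) and 21 fell in both (0.645 expected), *PRSS12* and *ARIH1* among them, and of 12259 genes the footprints of 20 rose in both (0.576 expected) and of 24 fell in both (1.23 expected). The changes of all genes in the 2 knockdowns correlated with 0.46 for mRNA, 0.17 for footprints and 0.10 for TE, and the difference between these correlations was not tested. By fold change alone 113 genes had higher TE in both (32.8 expected), and 38 without footprint library egfp-3. A further 62 had lower TE in both (21.6 expected), and 51 and 90 moved in opposite directions (20.5 and 34.6 expected). The expected numbers for TE take the 2 lists as independent, which they are not. Genes with low values fill the groups of both knockdowns: 22.9% and 30.9% of the lowest part by mean value, against 0.417% and 0.728% of the highest. Opposite directions exceed their expected numbers as well, so an excess does not show a shared TE response. In TE 0 rose and 0 fell for each gene group of the study and of the symbol lists in both knockdowns, with all libraries in the fit. From GO terms shared by the genes with higher TE, such as cilium assembly, the paper proposes a similarity of *fbl-1* and *fbl-2* in regulating homeostasis and regeneration.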

### Expression of Wnt pathway components is disturbed in *fbl-2* KD planarians

To investigate any associated defects following *fbl* KD, we performed a GO term analysis of downregulated transcripts in *fbl* KD compared to *egfp* KD controls, disregarding the translation levels. 

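Of 17 Wnt pathway genes 0 mRNAs rose and 0 fell in the libraries labelled *fbl-2* KD (0 and 1 over the list alone), with 14 lower and a median log2 change of −0.44. The Wnt receptor gene *FZD4* (SMED30023158) had 206 ± 21 against 316 ± 27.1 in *egfp* 2x KD (mean ± SD, n = 3; −0.62, SE 0.15, adjusted p = 0.152), *FZD5* was at −0.47 (adjusted p = 0.358) and *SFRP5*, a secreted inhibitor of Wnt, at −0.61 (adjusted p = 0.348). In *fbl-1* KD 0 rose and 2 fell (0 and 3 over the list alone), with 12 lower and a median of −0.25, and 2 rose without *egfp* KD replicate 2. The 2 falls with all libraries were *SFRP5*, from 118 ± 20.8 to 59.3 ± 2.89 (n = 3; −0.96, SE 0.22, adjusted p = 0.0172), and *FZD4*, from 326 ± 3.61 to 217 ± 26.1 (−0.59, SE 0.14, adjusted p = 0.0268). *SFRP5* and *FZD4* lose the call without *egfp* KD replicate 3 (0.11 and 0.0973), *fbl-1* KD replicate 1 (0.0535 and 0.13) or *fbl-1* KD replicate 3 (0.0628 and 0.11). None of the 17 passed the test of a difference between the 2 knockdowns. *wnt-1* was at 0.28 in *fbl-2* KD (adjusted p = 0.816) and 0.15 in *fbl-1* KD (adjusted p = 0.859). Footprints of 0 of 17 genes passed in either knockdown (1 rose in *fbl-2* KD without footprint library fbl-2_2). The paper states an enrichment of the pathway among lower transcripts after *fbl-2* KD and not after *fbl-1* KD. By FISH it also finds lower expression of frizzled receptor genes after *fbl-2* KD, the direction of the *FZD4* and *FZD5* values given above. Calls of single genes do not test enrichment, so they cannot decide that statement.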

We found a notable enrichment of the Wnt signaling pathway after *fbl-2* KD, but not after *fbl-1* KD (Fig. 7D), despite abnormal distribution of *wnt-1*^+^ cells in both *fbl-1* KD and *fbl-2* KD planarians at 72 hpa (Fig. 1I). The downregulation of transcripts related to the Wnt signaling pathway was confirmed through FISH. As expected, the expression of *frizzled5/8-4* and *frizzle4* in *fbl-2* KD animals at 48 hpa was lower than those in the *egfp* KD controls (Fig. 7E). By performing dFISH of *fbl-2* and *wnt-1* during homeostasis and regeneration, we observed a close spatial correlation between *fbl-2*^+^ and *wnt-1*^+^ cells during regeneration (Fig. 7F). Moreover, the expression of *wnt-1* relative to the distance of the pole was affected as early as 24 hpa, even though no significant change in cell number was observed (Fig. 7G,H).

To gain insights into the regulatory mechanisms of the two *fbl* homologs in planarians, we employed motif prediction. We utilized the JASPAR online tool and uploaded the 2000 base pair sequences flanking the upstream of *fbl-1* and *fbl-2* for motif analysis (Castro-Mondragon et al, 2022). Five motifs were predicted to regulate the expression of *fbl-1* (Fig. EV8A). On the other hand, eleven motifs were highly predicted upstream of *fbl-2*, with forkhead and homeobox binding motifs being the most prevalent (Fig. EV8A). Recent studies have suggested that promoter regions in differentiated cells exhibit an enrichment of adenine (A), in contrast to those in stem cells (Poulet et al, 2023). The putative motifs of the *fbl-2* promoter have a high adenine composition, and the homeobox binding motifs were representative of the CCAAT box. In contrast, this pattern was absent in the motifs of the *fbl-1* promoter (Fig. EV8A). These findings align with previous evidence that promoter regions in epidermal cells contained the CCAAT box (Poulet et al, 2023), thereby supporting the reliability of our motifs analysis.

**Figure EV8:**
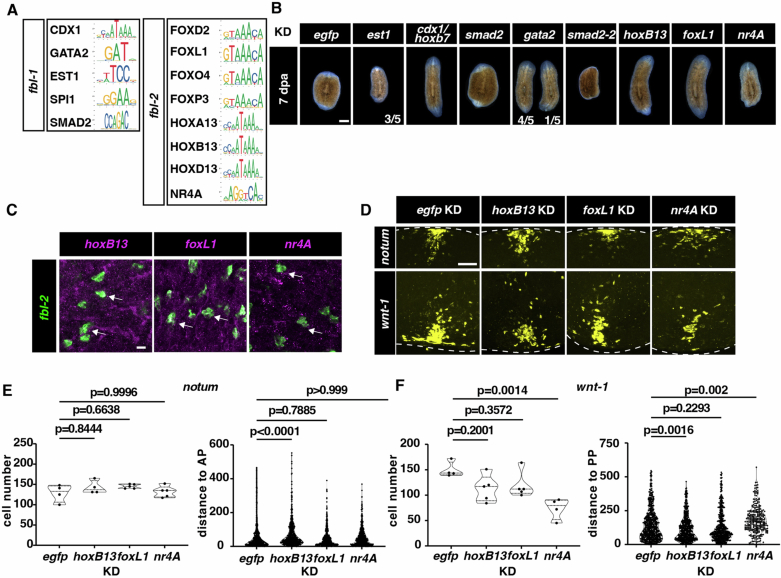
Motif analysis of promoters of *fbl-1* and *fbl-2.* (**A**) Binding motif sequences of putative transcription factors predicted from the promoters of *fbl-1* and *fbl-2*. (**B**) Live images of worms with indicated KD treatment at 7 dpa. *n* = 5. Scale bar = 500 μm. (**C**) FISH images show the coexpression of putative transcription factors in *fbl-2*^*+*^ cells. The white arrow indicated double positive cells. Scale bar = 10 μm. (**D**) FISH images show *notum* and *wnt-1* signals at the anterior and posterior pole of regenerated tissue upon *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD. Scale bar = 20 μm. (**E**) Violin plot of quantification of *notum*^+^ cell number and the distance between *wnt-1*^+^ cell and the anterior tip in tails of *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD animals at 72 hpa. Each dot represents the cell number and cell distance measured from an individual animal and individual *notum*^+^ cell in the left and right panels, respectively. *n* = 4–5. One-way ANOVA with the Tukey test calculated adjusted *p* values. Data were represented as mean ± SEM. (**F**) Violin plot of quantification of *wnt-1*^*+*^ cell number and the distance between *wnt-1*^+^ cell and the posterior tip in heads of *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD animals at 72 hpa. Each dot represents the cell number and cell distance measured from an individual animal and individual *wnt-1*^+^ cell in the left and right panels, respectively. *n* = 4–5. One-way ANOVA with the Tukey test calculated adjusted *p* values. Data were represented as mean ± SEM.

To validate the transcription factors predicted for *fbl-2*, we conducted RNAi to knock down these genes (Fig. EV8B). Only animals with *smad2-2* KD showed abnormal morphology at the boundary during homeostasis, along with regenerative defects. Additionally, we confirmed the expression patterns of these genes with *fbl-2* (Fig. EV8C). Notably, *homeobox B13* (*hoxB13*), *forkhead box L1* (*foxL1*), and *nuclear receptor subfamily 4 group A member* (*nr4A*) were found to be expressed in *fbl-2*^+^ cells. The nuclear receptor *nr4A* was found to be required for posterior patterning in planarians, as it regulated the expression of tail positional control genes, such as *wnt-1* and *wnt11-2* (Li et al, 2019). To investigate whether defects in the *wnt-1*^*+*^ cells of *fbl-2* KD were accompanied by suppression of these genes, we quantified the number and positional distance from the pole of *notum*^*+*^ and *wnt-1*^*+*^ cells in KD animals. Our analysis revealed significant defects in the number and distribution of *wnt-1*^+^ cells after *nr4A* KD, without significant change in *notum*^+^ cells (Fig. EV8D–F). In addition, *hoxB13* KD animals displayed an abnormal distribution of *notum*^*+*^ and *wnt-1*^+^ cells without significant change in their cell number (Fig. EV8D–F). These findings suggested that the regulation of *fbl-2* in planarians was associated with the transcription factors *nr4A* and *hoxB13* and correlated the body polarity with the Wnt signaling.

## Discussion

Our study discovered two FBL homologs in planarian, *fbl-1* and *fbl-2*, each with unique expression patterns and roles. This observation suggests that after the duplication event, these two *fbl* genes evolved to carry out different functions in planarian biology. Our data indicates that *fbl-1* is involved in regulating stem cell proliferation and progenitor cell differentiation, whereas *fbl-2* is implicated in late-stage epidermal lineage specification (Fig. 8A). This suggests that the two *fbl* homologs, despite sharing a common ancestral gene, have diverged in their functions and regulate distinct cellular processes. The differential expression of *fbl-1* and *fbl-2* in the early and late stages of epidermal cell differentiation also highlights their unique roles in cell lineage development. In-depth analysis using Ribo-seq and RNA-seq showed that the suppression of *fbl-1* or *fbl-2* caused disturbance of early and late stages of cell development by affecting splicing processes and cell-cell communication (Fig. 8B). This provides evidence that the varying 2^′^-O-methylation patterns in specific cell types regulate the expression of specific mRNA in planarians. We acknowledge that confirming the alteration of 2^′^-O-methylation sites on rRNA and its consequent dysregulation of targeted mRNA translation is challenging in the physiology of complex organisms. However, studying the physiological consequences that link the rRNA modification to translational control in the current study of *fbl-1* and *fbl-2* with cell-type-specificity holds significant importance.

**Figure 8:**
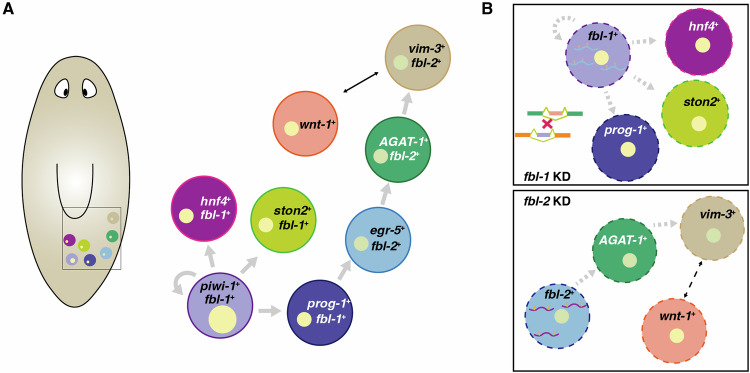
Model of regulation of cell differentiation by *fbl* homologs. (**A**) *fbl-1* participates in stem cell renewal and progenitor generation, and *fbl-2* regulates the development of epidermal cells. The gray arrows indicate the cell developmental processes (proliferation or differentiation). The black arrow indicates cell-cell communication. (**B**) Molecular mechanism of regeneration regulation by *fbl*. Splicing processes in neoblasts regulated by *fbl-1* via site-specific rRNA modification. Additional regulation of *fbl-2* expression was relative to *wnt-1* cells and unknown regulation between two *fbl*s. During regeneration, KD of *fbl-1* results in disturbances of stem cell proliferation and progenitor generation, while KD of *fbl-2* causes reduced epidermal cell maturation. The gray dashed arrows indicate the reduced cellular process. The black dashed arrow indicates decreased cell-cell communication. The dashed cell membrane indicates a low population of cells.

Changes in 2^′^-*O*-methylation of rRNA have been associated with cancers, different cancer cell lines, and developmental stages of zebrafish and frogs (Delhermite et al, 2022; Khoshnevis et al, 2022; Krogh et al, 2016; Ramachandran et al, 2020). rRNA modification sites installed in ribosome functional sites to regulate translation in human cells, which may be the reason why 2^′^-O-methylation of rRNA was linked to some pathological diseases or cancer (Dimitrova et al, 2019). More and more evidence indicated the alternation of site-specific rRNA 2^′^-O-methylation could cause defects in ribosome function, even specific mRNA translation (Häfner et al, 2023). Studies in *C. elegans* suggest that Cm1638 located at the decoding site can form a non-classical base pairing with m^6^A1832 to influence ribosome conformation (Rong et al, 2020; Sloan et al, 2017). In planarians, rRNA 2^′^-O-methylation sites were first captured by RiboMeth-seq in this study. Our study showed that the methylation frequency varies among individual sites and during regeneration. The differentially methylated frequency is different between *fbl-1* KD and *fbl-2* KD animals. Together with the Ribo-seq analyses, our findings suggest a ribosomal heterogeneity in various planarian cells.

Regeneration requires a precise response to the missing tissue. Previous studies on wound response gene expression have revealed that gene expressions in at least three cell types are activated in response to tissue damage, including neoblasts, epidermal cells, and muscle cells, with cell-type-specificity (Wurtzel et al, 2015). In line with these findings, we found that *fbl-2*^+^ epidermal cells responded to wounds, and the regenerative capacity was impaired after *fbl-2* inhibition. Given the multiple distinct steps of the epidermal lineage development, this discovery may explain why having an additional homolog of *fbl* provides an advantage in efficiently regulating the sequential requirement of ribosome heterogeneity for further differentiation beyond *egr-5*^+^ cells. Additionally, we also observed a reduction in H3P^+^ cells after *fbl-2* suppression, which may support the hypothesis of feedback regulation between epidermis and neoblasts (Tu et al, 2015; Zhu et al, 2015).

The gene duplication has been classified into four major categories to delineate the relationship between evolution and phenotype deriving from duplicated genes (Innan and Kondrashov, 2010). In many organisms, a gene duplication is a common event that can lead to functional diversification, and this appears to be the case with the *fbl* homologs in planarians. Although gene duplication of *fbl* in various species genomes has been recognized, the physiological functions have been primarily focused on one *fbl* in vertebrates (Pereira-Santana et al, 2020). This knowledge gap in our understanding of *fbl* gene duplication, particularly in non-mammalian species, is a significant hindrance to comprehending the full scope of functional diversification that can arise from such events. While it is clear that mammalian *fbl-like-1* has been largely overlooked due to its low expression levels (Pereira-Santana et al, 2020), it may still play crucial, yet subtle, roles in cellular functions and organismal physiology. Underlining the significance of *fbl* duplication throughout the animal kingdoms, studies on *fbl* homologs in planarians gave significant hints to study the other copy of *fbl* in mammals.

In conclusion, our study illuminates how gene duplication and subsequent functional diversification of the two *fbl* genes contribute to the complex biological processes in planarians. Further studies are required to understand how rRNA site modification is regulated by different *fbl* and how the mRNA translation by cell-type-specific ribosomes is achieved for cell fate decisions. Besides, techniques to identify and explore the function of snoRNAs in planarians need to be developed.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Asexual S. mediterranea (strain CIW4)	Sánchez Alvarado laboratory	
**Antibodies**		
Anti-Digoxigenin-POD	Roche	11207733910
Anti-Digoxigenin-AP	Roche	11093274910
Anti-Fluorescein-POD	Roche	11426346910
Anti-phospho-Histone H3 (Ser10) (H3P) antibody	Abcam	ab32107
Anti-Smed-PIWI-1 antibody	Gift from Dr. Jochen Rink	
Anti-NST antibody	Gift from Dr. Peter Reddien	
Anti-puromycin antibody (clone 12D10)	Millipore	MABE343
Alexa 555-conjugated goat anti-rabbit antibody	Abcam	ab150086
Peroxidase (HRP)-conjugated goat anti-mouse antibody	Immunoway	RS0001
**Oligonucleotides and other sequence-based reagents**		
*Escherichia coli* DH5a		
*Escherichia coli* HT115		
Primers	This study	Dataset EV2
**Chemicals, enzymes, and other reagents**		
Formaldehyde	Sigma	F8775
RIPA	Genstar	E122-01
IGEPAL (NP40)	Sigma	I3021
Tween-20	Sigma	P1379-100ML
Triton X-100	Sigma	T8787
Proteinase K	Invitrogen	25530049
50×Dehardts	Thermo Scientific	D2532
DTT (Dithiothreitol)	Thermo Scientific	R0862
Deionized Formamide	Thermo Scientific	AM9344
Formamide	Sangon	A600212
Heparin	Sigma	H3149
Torula Yeast RNA	Sigma	R6625
Western Blocking Reagent	Roche	11921681001
Horse Serum	Hyclone	N/A
RNAse-Free H_2_O	Invitrogen	AM9937
TRIzol reagent	Invitrogen	10296010
Cycloheximide (CHX)	MCE	HY-12320
Ponceau S	Biosharp	BL519A
Dextran Sulfate	Sangon	A600160
Maleic acid	aladdin	M108866
*N*-acetyl-l-cysteine (NAC)	Sigma	A7250
NBT	Roche	11383213001
BCIP	Roche	11383221001
Tyramide-conjugated Cy3	Sigma-Aldrich	PA13101
Tyramide-conjugated Cy5	Sigma-Aldrich	PA15101
DAPI	Thermo Fisher Scientific	D3306
Phusion High-Fidelity DNA Polymerase	NEB	M0530L
T7 RNA Polymerase	Promega	P207E
RNase A	Thermo Scientific	EN0531
TURBO™ DNase	Invitrogen	AM2238
RNasin ribonuclease inhibitor	Promega	N2515
M-MLV reverse transcriptase	Promega	M1705
DIG RNA Labeling Mix	Roche	11277073910
Fluorescein RNA Labeling Mix	Roche	11685619910
SurePAGE 4–20% Bis-Tris gel	GenScript	M00657
MOPS running buffer	GenScript	M00138
BioTraceNTnitrCellulose	Cytiva	66485
**Software**		
Fiji		v2.3.0
Adobe Photoshop 2024		
Adobe Illustrator 2024		
**Other**		
LSM 900 with Airyscan	Zeiss	
Nikon C2Si	Nikon	
Leica M205 FA fluorescence stereomicroscope	Leica	
RNA Clean & Concentrator-25 kit	Zymo Research	R1017
VAHTS Total RNA-seq (H/M/R) Library Prep Kit	Vazyme	NR603

### Animal maintenance and irradiation

The planarian *Schmidtea mediterranea* CIW4 strain was cultured in 1× Montjuïc water at 20 °C. Prior to any experiments, the animals were starved for 7–10 days. For irradiation experiments, planarians of 4–5 mm were exposed to 100 Gy of radiation dose using an RS2000 Pro X-ray irradiation apparatus.

### RNA extraction, gene cloning, and expression analysis

Total RNA was extracted with TRIzol (Invitrogen, 10296010) and subsequently converted into cDNA utilizing ABScript II-RT Mix for qPCR with gDNA Remover (ABclonal, RK20403). This cDNA was then used for gene cloning. Primer sequences used in this study are provided in Dataset EV2. Primers for gene cloning were designed based on the transcriptome database available at https://planosphere.stowers.org/, while primers for qPCR were designed using an online tool found at https://simrbase.stowers.org/cgi-bin/primer3.pl. The expression of genes of interest was calculated relative to the expression of *tubulin*. The specific primers used were as follows: *fbl-1*: 5′ TTTCCAGCATCAGGTGAAAG and 3′ ATCTCCAAATCCTCCCCTAC; *fbl-2*: 5′ AAGGCCTCTTGTATCGATTC and 3′ CCATTGACAGCCAAGATTTC; 18S rRNA: 5′ AACGGCTACCACATCC and 3′ ACCAGACTTGCCCTCC; and 28S rRNA: 5′ CGGATTGTTTGAGAATGCA and 3′ CAAAGTTCTTTTCAACTTTCCC. *tubulin*: 5′ TGGCTGCTTGTGATCCAAGA and 3′ AAATTGCCGCAACAGTCAAATA. The genes were cloned into the pT4P vector which was used for riboprobe synthesis and the preparation of RNA interference food. Three biological repeats were collected from each group for RNA extraction and gene expression analysis.

### Phylogenetic analysis

A search for homologs of the human FBL sequence in the planarian *Schmidtea mediterranea* was conducted using protein sequence alignment. The protein sequences of the FBL homologs were sourced from the websites https://www.uniprot.org/, https://planosphere.stowers.org/ and referred to a previous study (Pereira-Santana et al, 2020). MEGA 6 (Tamura et al, 2013) was used to generate the FASTA files of these sequences. All the protein sequences were aligned using the online tool MAFFT version 7 with the L-INS-i method (https://mafft.cbrc.jp/alignment/server/index.html) (Katoh et al, 2019; Kuraku et al, 2013). The aligned sequences were then trimmed using Gblocks 0.91b. Maximum likelihood analyses were performed using the online web server IQ TREE (http://iqtree.cibiv.univie.ac.at/) (Hoang et al, 2018; Nguyen et al, 2015). This analysis involved 1000 ultrafast bootstrap replicates, the application of LG + G4 model, the estimation of four substitution rate categories, and the calculation of the proportion of invariable sites based on the dataset. Finally, the phylogenetic tree resulting from these analyses was visualized using MEGA 6.

### RNAi feedings

pT4P with the genes of interest was transferred into the *E. coli* HT115 strain, and a single colony was cultured for 16 h as a starter culture in 2× YT medium. The starter culture was allowed to grow tenfold before induction with 1 mM IPTG for two hours until the OD600 was ~0.8. The 4× RNAi food for KD of *fbl-1* was prepared by mixing 50 mL of cultured bacteria with 125 μL of liver homogenate (90% liver paste, 9% 1× Montjuic water, and 1% red food coloring). The 2× concentration of RNAi food was prepared for KD of *fbl-2*. The feeding schedule was arranged according to practical necessity (to produce the desired phenotype but no lethality). The *fbl-1* KD and *fbl-2* KD planarians were fed five every three days, and the samples were collected after 7-day starvation.

### WISH and FISH

Planarians were killed using 5% *N*-acetylcysteine (NAC) solution for 5 min, followed by fixation in 4% formaldehyde (FA) for 45 min. This was proceeded by reduction and dehydration. The worms were then incubated in 100% methanol for 2 h, after which they were prepared for WISH and FISH experiments. The worms were hybridized with riboprobe in Hybe (50% (v/v) Deionized Formamide (Thermo Scientific, AM9344), 5× Saline-sodium citrate (SSC), 1× Denhardt’s Solution (Sigma; D2532), 100 μg/mL Heparin from porcine intestine (Sigma; H3149), 0.25 mg/mL yeast torula RNA (Sigma; R6625), 1% (v/v) Tween-20 (sigma, P1379-100ML), and RNAse-Free H_2_O (Invitrogen; AM9937)) for up to 16 h at 56 °C after being bleached in 5% formamide in 0.5× SSC under direct light for 2 h, and then permeabilized with proteinase K for 10 min. For WISH experiments, the worms were incubated with anti-DIG conjugated with Alkaline Phosphatase (AP) at 4 °C overnight. The color was subsequently developed using NBT and BCIP. For FISH experiments, the worms were incubated with anti-DIG/DNP/FL antibodies conjugated with Peroxidase (POD) or Horseradish Peroxidase (HRP) at 4 °C overnight. The fluorescent signal was developed by incubating the worms with tyramine labeled with a fluorescence tag at room temperature for an hour.

### Antibody staining

The anti-H3P (Abcam, ab32107) antibody staining was performed after FISH. The anti-H3P was used at 1: 1000 dilution in PBSTx0.5. The anti-Smed-PIWI-1 antibody was a gift from Dr. Jochen Rink and was used at a 1:10,000 dilution. The anti-NST antibody was a gift from Dr. Peter Reddien and was used at a 1:2000 dilution.

### Library preparation of RNA-seq and Ribo-seq

The experiments and analysis referred to previous studies (Luan et al, 2022). Thirty worms for one replicated group were collected at 48 hpa before being treated with cycloheximide (CHX, final concentration 0.1 mg/mL, MCE, HY-12320) for 10 min and washed with 1× PBS twice. The samples were covered by RNA Keeper Tissue Stabilizer (Vazyme, R501) and frozen by liquid nitrogen. Frozen samples were lysed with 600 µL Polysome buffer (20 mM Tris, pH 7.4,150 mM NaCl, 5 mM MgCl_2_,1 mM DTT, 1% Triton X-100), fresh added fresh 1 U/µL DNase I (NEB, M0303S), 50 mg/ml CHX. For each sample, the lysate was divided into two aliquots (450 μL for Ribo-seq and 150 μL for RNA-seq). For Ribo-seq, the lysates were treated with 5 μg/ml of RNase A (Thermo Scientific, EN0531) for each A260 of lysate (Thermo Scientific, EN0531) for 45 min at room temperature. Nuclease digestion was stopped by adding 10 μL of SUPERase·In RNase Inhibitor (Ambion, AM2696). Lysates were loaded onto MicroSpin S-400 HR spin columns (GE Healthcare, 27-5140-01) and purified using RNA Clean & Concentrator-25 kit (Zymo Research, R1017). Then the rRNA was depleted with 5’Biotin DNA probes and separated on a 10% TBE–urea polyacrylamide gel. Ribosome-protected fragments with lengths between 30 nt and 40 nt were selected to construct libraries. The RPF library was constructed by End Repair, linker ligation, Reverse Transcription, Circularize the cDNA, and PCR amplification. Finally, 8% PAGE to recover the desired products ranging from 140 to 160 bp amplicons. For RNA-seq, total RNA was purified with a Zymo RNA Clean & Concentrator-25 Kit (Zymo Research). rRNA was depleted with 5′Biotin DNA probes, and libraries were constructed with a VAHTS Total RNA-seq (H/M/R) Library Prep Kit (Vazyme, NR603) according to the manufacturer’s instructions. All libraries were subjected to PE150 sequencing in an Illumina HiSeq ×10 or a NovaSeq 6000 system.

### Data processing

The raw sequence reads were demultiplexed using CASAVA (v1.8.2), and the 3′-end adapter was clipped using Cutadapt (v1.8.1) (with parameters “-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -match-read-wildcards -m 6”). Low-quality sequences were trimmed using Sickle (v1.33) (with parameters “-q 20”). The trimmed reads were filtered by length to retain reads in the range [20, 50] bp. Reads mapping to *Schmidtea mediterranea* rRNA references were removed, and the remaining clean reads were aligned to the *Schmidtea mediterranea* reference transcriptome smed_2010614, downloaded from https://planosphere.stowers.org/ using Tophat2 (v2.0.14) (Kim et al, 2013) with the following parameters: “tophat2 -g 20 -N 2 --transcriptome-index [index file] -G [gtf file] [fastq file] -o [output directory]”. Only uniquely mapped reads were extracted for subsequent gene expression analysis. Read counts per gene were obtained using the R package featureCounts (v1.6.2) [PMID: 30783653], and then converted to transcripts per kilobase million (TPM).

### Differential expression analysis

Differentially expressed genes were identified by integrating Ribo-seq and RNA-seq read count data using the deltaTE method (Chothani et al, 2019). The deltaTE algorithm models the proportional changes in ribosome footprints versus RNA levels to detect differences in translational efficiency between conditions. Genes with FDR <0.05 were considered significantly differentially transcribed or translated between conditions.

### RiboMeth-Seq and analysis

RNA (3 μg) extracted from 48 hpa samples was used to quantify 2′-*O*-methylated residues, following methodologies described in previous studies (Ayadi et al, 2018; Marchand et al, 2016). The STAR software (version 2.7.9a) was used to create a reference genome for the 18S and 28S rRNA of the planarian *Schmidtea mediterranea*. The sequencing data were then processed for adapter trimming using fastp (version subread/2.0.2), which effectively removed most sequencing adapters. Subsequently, the trimmed sequencing data from twelve sets were aligned to the constructed reference genome using STAR, generating *.bam files. Next, the bedtools suite (version 2.30.0) was used to compute the counts for each aligned locus within these *.bam files, thereby obtaining the counts for every locus. To calculate the Methscore for each locus, the count value at a given locus “j” was compared to the average count value of the six preceding and six succeeding loci. This iterative process was performed for each locus to derive its respective Methscore, following a published method (Birkedal et al, 2015). This calculation enabled the quantification of local methylation status across the genomic loci.

### RTL-PCR

For the detection of specific 2′-*O*-methylated sites in planarian, RTL-PCR was performed according to a method described previously (Barros-Silva et al, 2023). RNA was extracted from wild-type samples during homeostasis (intact) and regeneration at 24, 48, and 72 hpa, as well as from *egfp* KD, *fbl-1* KD, and *fbl-2* KD at 48 hpa using TRIzol (Invitrogen, 10296010). Genome DNA was removed using the TURBO™ DNase (Invitrogen, AM2238). 40 ng RNA with 1 μM RT-primers (RT-A and RT-U, or RT of Am28, Dataset EV2) was mixed to be annealed at 70 °C for 10 min and then chilled on ice. For the RT step, a 20 μL mixture containing 200 U M-MLV reverse transcriptase (Promega, M1705) was prepared with a low (2 μM) and high (1 mM) concentration of dNTPs, respectively. The RT reaction was incubated at 42 °C for 1 h and subsequently heated at 70 °C for 15 min to deactivate the reverse transcriptase. About 2 μL cDNA was thereafter amplified using PCR with a mixture of specific PCR primers (Dataset EV2) and 2× PCR mix (ABclonal, RK20719). The PCR reactions were performed as follows: one cycle at 94 °C for 3 min, followed by 40 cycles at 94 °C for 30 s, 54 °C for 30 s, and 72 °C for 20 s. The PCR products were then equally loaded and separated on 1% agarose gels, stained with YeaRed dye (Yeasen, 10203ES76), and visualized using UV trans-illumination. The gel images were captured by a gel image system (Tanon 2500) and quantified using ImageJ. The bands of each group were selected using the rectangle tool in the gels analysis feature. The images were inverted to display black bands on a white background. The area of each peak was measured to quantify the density of the bands. The relative intensity of the bands was normalized for each condition of one Nm detection.

### Northern blot

Total RNA was extracted from planarian samples using TRIzol reagents, as mentioned above. Digoxigenin (DIG)-labeled antisense probes for ITS1, ITS2, 18S, 28S rRNA, and *gapdh* were synthesized using specific primers based on the rDNA sequences in planarians (Dataset EV2) (Carranza et al, 1999). For gel electrophoresis, 0.04–4 μg RNA was loaded on a 1% formaldehyde agarose gel and run at 65 V for 4.5 h. Subsequently, the RNA was transferred onto a nylon membrane (Amersham Hybond-N+, RPN303B) for 16–22 h. The transferred RNA was cross-linked to the membrane using a UVP cross-linker (Analytik Jena, CL1000) at a setting of 4000 × 100 μJ/cm^2^. The membrane was incubated with DIG-labeled probes (1:2000 dilution) in the hybridization solution (6× SSC, 0.5% SDS, 100 μg/mL Salmon DNA, 50% Deionized formamide, 5× Denhardt’s solution) overnight after prehybridization at 56 °C for 1 h. Detection of DIG-labeled probes was achieved by incubating the membrane with anti-DIG antibody conjugated with Peroxidase POD (1:2000 dilution) overnight at 4 °C or 2 h at RT, following visualization of the POD signal by ECL (NCM Biotech, P10300). The membranes were imaged using the ImageQuant 800 system (cytiva). The 0.03% methylene blue in 0.3 M sodium acetate buffer (pH 5.2) was used to stain 18S and 28S rRNA. The intensity of bands was quantified using ImageJ.

### Puromycin labeling and immunoblot

Planarians were incubated with 0.5 mg/mL puromycin for 24 h before sample collection. The control groups either received no puromycin treatment or were treated with puromycin supplemented with 0.1 mg/mL CHX (MCE, HY-12320). Each group contained 15 worms with three biological repeats. For puromycin labeling analysis at 48 hpa, the incubation started at 24 hpa and samples were collected at 48 hpa. The worms were dissected in lysis buffer composed of RIPA buffer, proteinase inhibitor, PMSF, phosphatase inhibitor, and 1 mM DTT. The resulting mixture was ground and incubated on ice for 15 min. For gel electrophoresis, an equal amount of total protein was separated by 4–20% gel (GenScript, M00657). After 1-h blocking in 5% skim milk at RT, the membrane was incubated with an anti-puromycin antibody (clone 12D10, Millipore, MABE343) diluted 1:5000 in blocking buffer overnight at 4 °C. After washed with TBSTw 0.05%, the membrane was incubated in anti-mouse HRP conjugated antibody diluted 1:20,000 overnight at 4 °C. ECL (NCM Biotech, P10300) was used to detect the signal of puromycin-conjugated protein. Ponceau S (Biosharp, BL519A) was used for total protein detection. The images were quantified using ImageJ. The lanes of each group were selected by rectangle using gel analysis after background subtraction. The profile plot was used to represent the relative density of the contents of the rectangle was measured to quantify the density of the detected protein.

### rMATS

RNA-Seq reads from *fbl-1* KD and *egfp* KD control groups were mapped to the *Schmidtea mediterranea* genome (PRJNA885486). The software rMATS v4.1.2 was used to identify the splicing events. For visualization of these splicing events, the rmats2sashimiplot was used.

### Image acquisition and analysis

WISH samples and live worms were imaged on a Leica M205 FA fluorescence stereomicroscope equipped with a 0.63× objective (N.A. = 0.35). FISH samples were imaged on Nikon C2Si and ZEISS LSM900 inverted confocal microscopes. The objectives, including 10× objective (N.A. = 0.3), 20× objective (N.A. = 0.8), and 63× objective (N.A. = 1.4), were used to capture images. Images were processed using software Fiji v2.3.0, Adobe Photoshop 2024, and Adobe Illustrator 2024.

### Statistics

Statistical analysis, including the calculation of mean values and standard errors of the mean (SEM), was conducted using the software GraphPad Prism 10. The calculation of *p* values is mentioned in the figure legends.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Data Availability

The code in this paper is available at https://github.com/leilabteam/cjjprojectfbl. The raw sequencing data in this paper have been deposited and available in the Gene Expression Omnibus (GEO) with accession number GSE255595. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00315-x.

# Supplementary material for: Fibrillarin homologs regulate translation in divergent cell lineages during planarian homeostasis and regeneration
**Source:** EMBO J. 2024 Nov 20;43(24):6591–625. doi: 10.1038/s44318-024-00315-x
**Supplement:** Supplementary file 13 — Expanded View Figures

Expanded View Figures

Figure EV1. Identification of *fbl-1* and *fbl-2* and their function in planarians.

(A) Phylogenetic tree of *fbl* and *fbl*-like 1 protein homologs from 14 species. The posterior probability value is shown on each branch. *Homo sapiens*, Hs; *Rattus norvegicus*, Rn; *Mus musculus*, Mm; *Macaca fascicularis*, Mf; *Xenopus laevis*, Xl; *Ambystoma mexicanum*, Am; *Danio rerio*, Dr; *Schmidtea mediterranea*, Smed; *Biomphalaria glabrata*, Bg; *Octopus bimaculoides*, Ob; *Caenorhabditis elegans*, Ce; *Hofstenia miamia*, Hm; *Drosophila melanogaster*, Dm; *Hydra vulgaris*, Hv. Proteins of human FBL, planarian FBL-1 and FBL-2 are illustrated with glycine-arginine-rich (GAR) and methyltransferase (MTase) protein domains. (B) Sequence alignment of protein homologs shows the residue conservation on the GAR domain among 14 species (Robert and Gouet, 2014). (C) Relative mRNA level of *fbl-1* and *fbl-2* in *fbl-1* KD animals measured by quantitative PCR and whole-mount in situ hybridization (WISH). $n = 3$ replicates in each of the two independent experiments. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. Scale bar = 500 μ m. (D) Relative mRNA level of *fbl-1* and *fbl-2* in *fbl-2* KD animals measured by quantitative PCR and WISH. $n = 3$ replicates in each of the two independent experiments. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. Scale bar = 500 μ m. (E) Dual FISH of neurons (*pc2*, green) and intestinal tissue (*smed30004557*, magenta) in trunks of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 7 dpa. $n = 6$. Scale bar = 200 μ m. (F) Dot plot shows the ratio of brain length to body length in trunks of *egfp* KD, *fbl-1* KD, and *fbl-2* KD animals at 7 dpa. Each dot represents the ratio measured from an individual animal. $n = 6$. Data were represented as mean $\pm$ SEM. Two-tailed unpaired student's *t*-test calculated the *p* values.

A

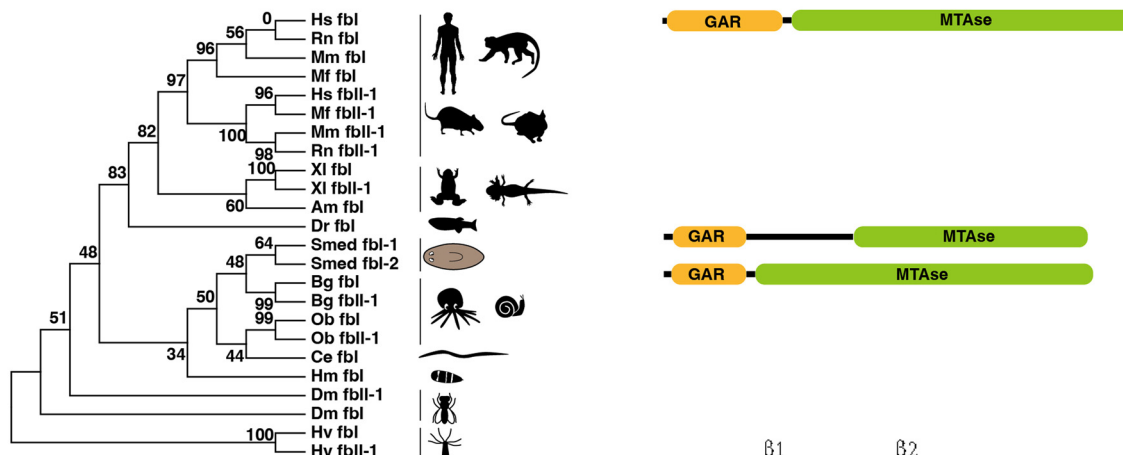

B

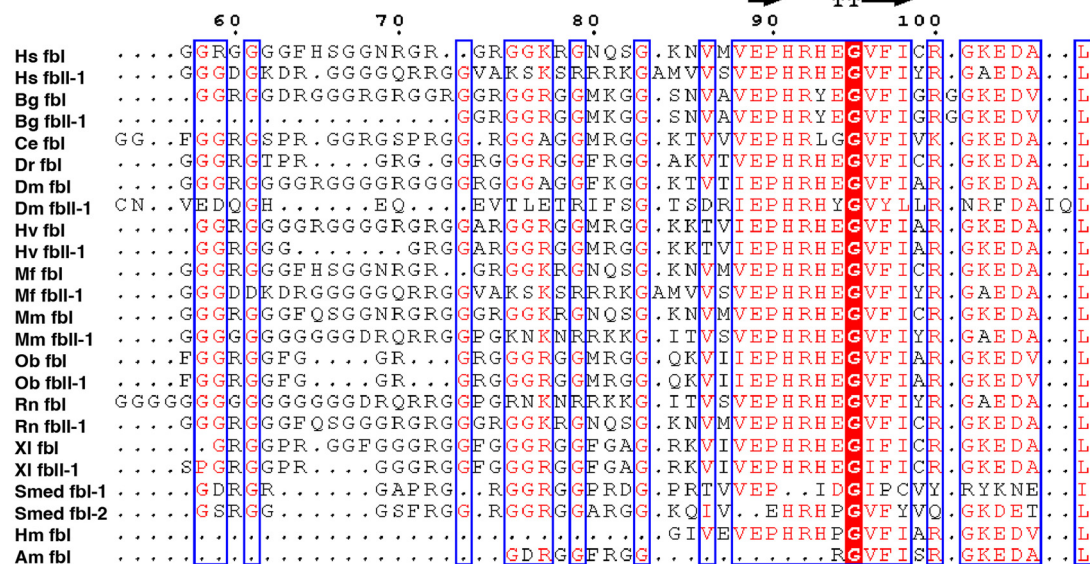

C

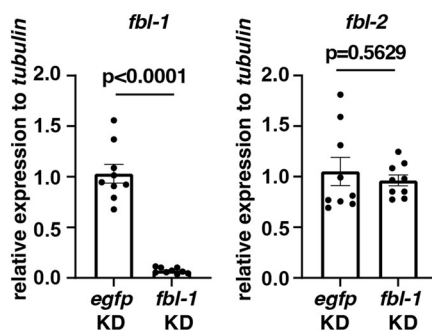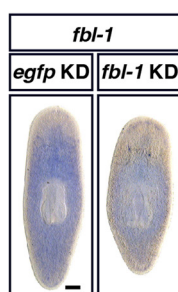

D

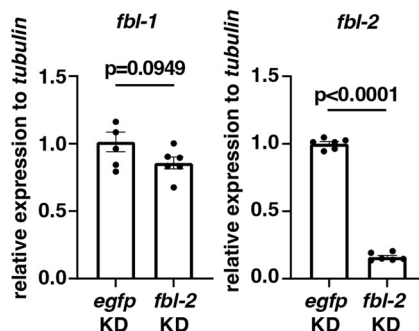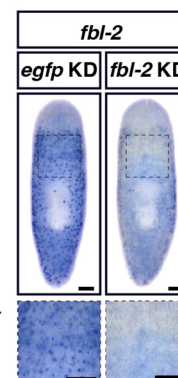

E

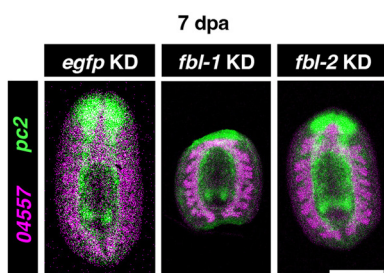

F

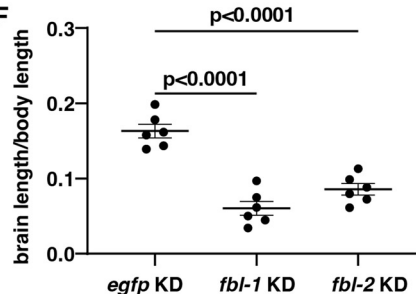

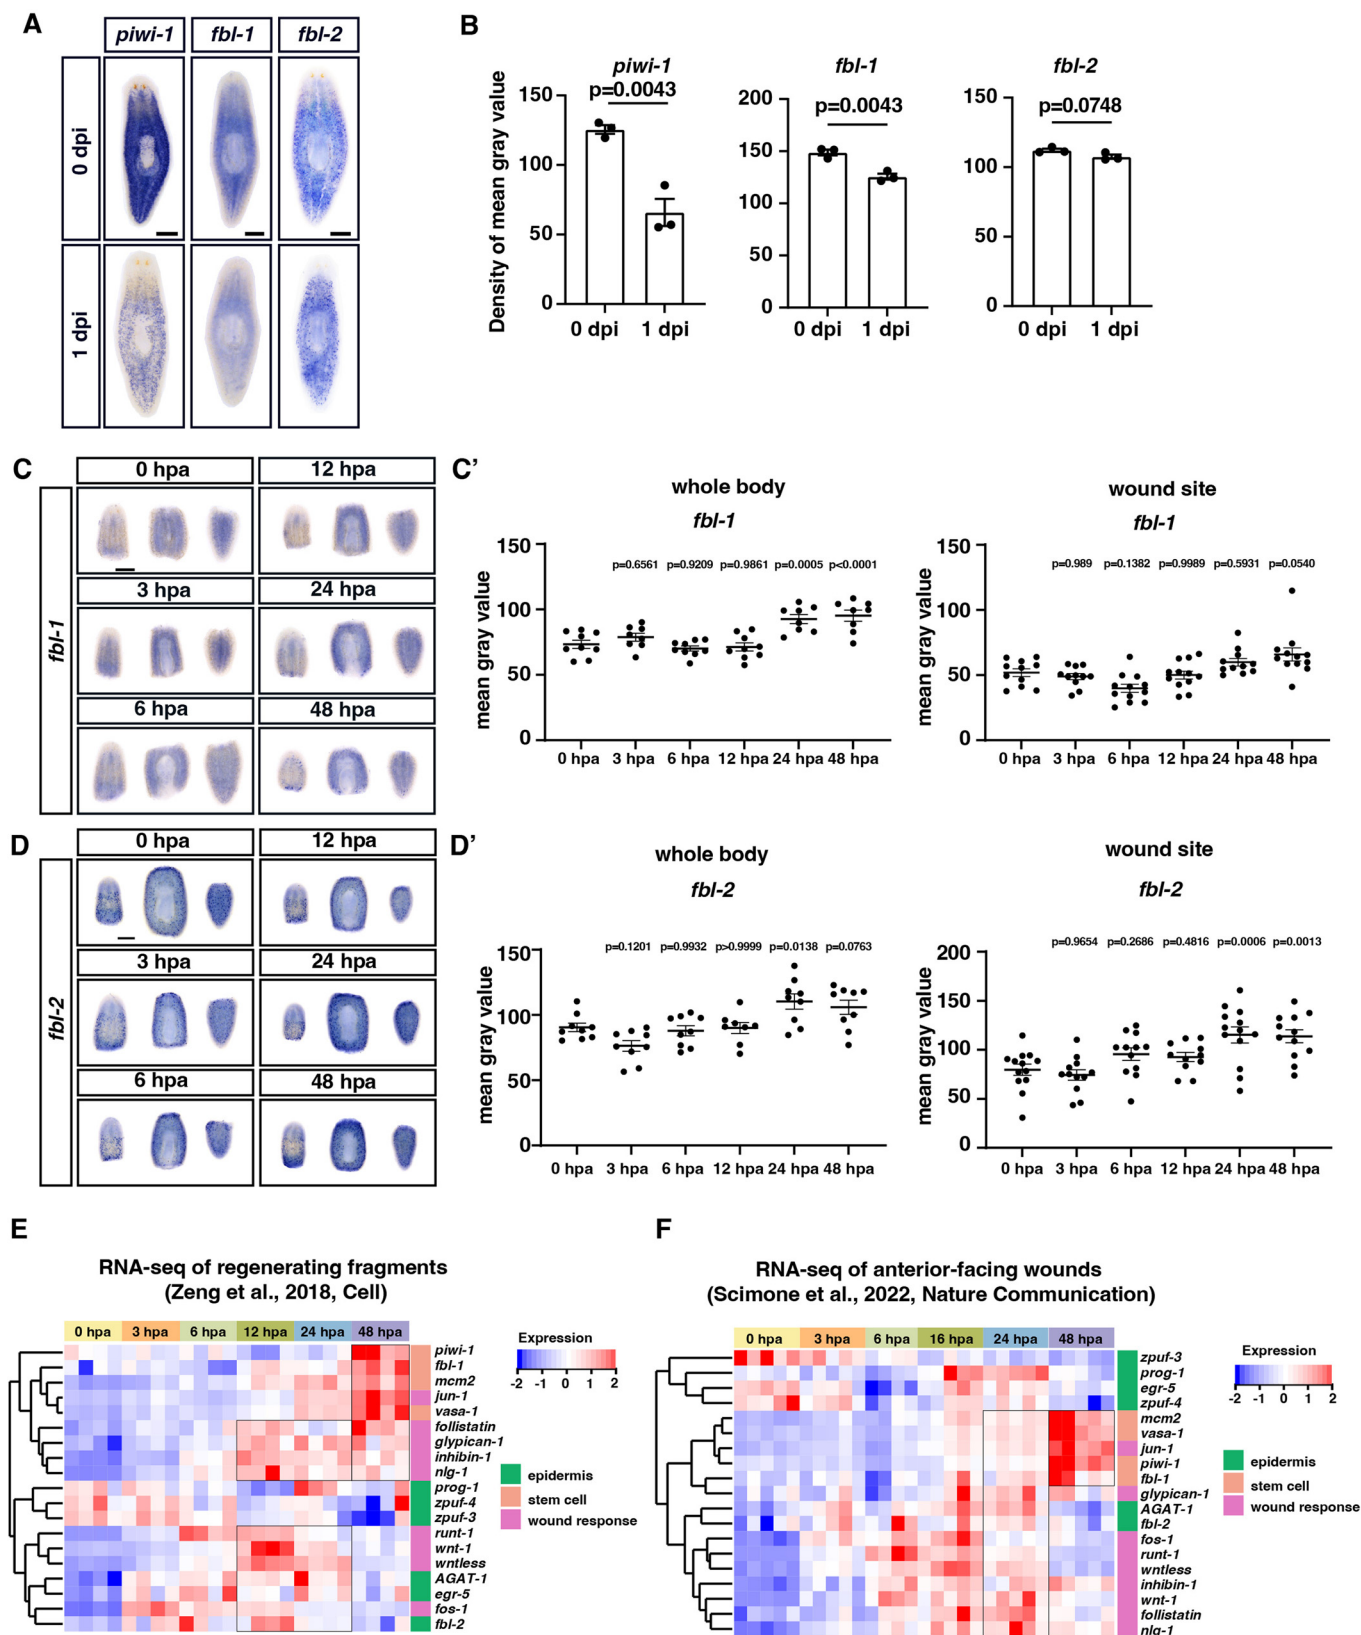

◀ **Figure EV2. *fbl-1* and *fbl-2* expression in homeostasis and regeneration.**

(A) Colorimetric WISH images show staining with probes for *piwi-1*, *fbl-1*, and *fbl-2* in intact asexual planarians at 0-day post irradiation (dpi) and 1 dpi. $n = 3$. Scale bar = 500 μm . (B) Quantification of WISH images in (A). Each dot represents an individual replicate. $n = 3$. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (C) Colorimetric WISH of *fbl-1* transcripts during regeneration at 0, 3, 6, 12, 24, and 48 hpa. $n = 3$. Scale bar = 500 μm . (C') Quantification of *fbl-1* signals during regeneration at 0, 3, 6, 12, 24, and 48 hpa. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (D) Colorimetric WISH of *fbl-2* transcripts during regeneration at 0, 3, 6, 12, 24, and 48 hpa. $n = 3$. Scale bar = 500 μm . (D') Quantification of *fbl-2* signals during regeneration at 0, 3, 6, 12, 24, and 48 hpa. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (E) Heatmap shows the expression levels of *fbl-1*, *fbl-2*, stem cell markers, epidermis markers, and wound response genes at various time points, including 0, 3, 6, 12, 24, and 48 hpa based on a published RNA-seq data (Zeng et al, 2018). Black boxes indicate the differentially expressed genes (adjusted $p < 0.05$) compared to the expression levels at 0 h. (F) Heatmap shows the expression levels of *fbl-1*, *fbl-2*, stem cell markers, epidermis markers, and wound response genes at various time points, including 0, 3, 6, 16, 24, and 48 hpa based on a published RNA-seq data (Scimone et al, 2022). Black boxes indicate the differentially expressed genes (adjusted $p < 0.05$) compared to the expression levels at 0 h.

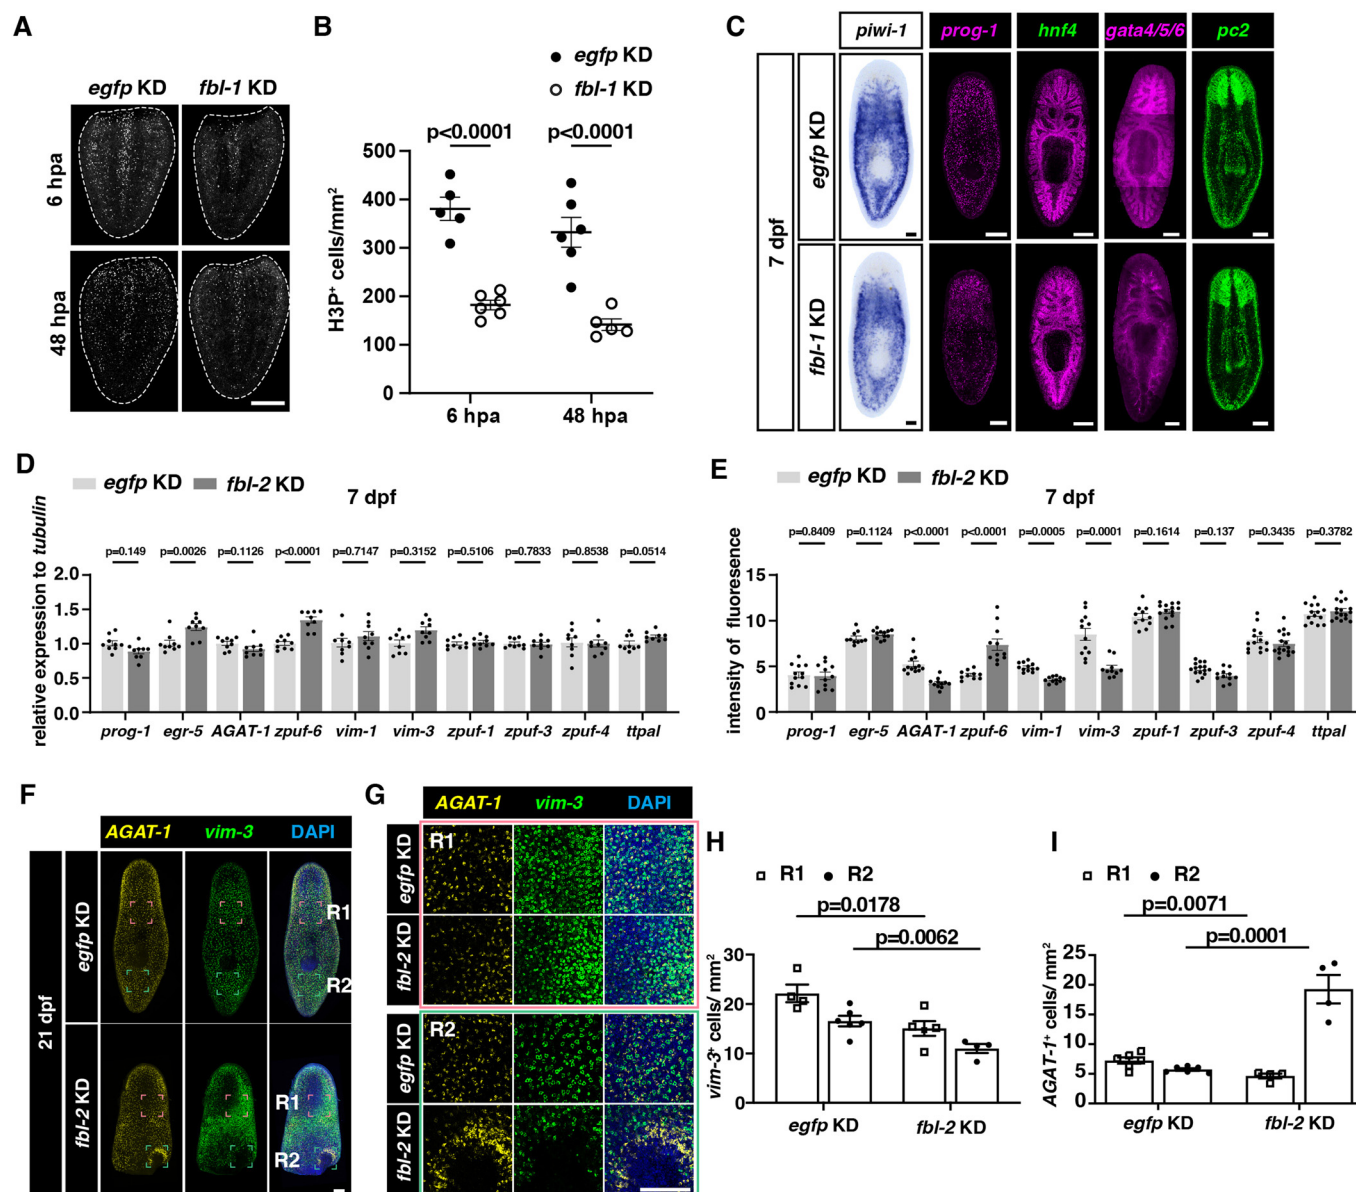

Figure EV3. Various cell lineage development in *fbl-1* KD and *fbl-2* KD planarians compared with *egfp* KD control animals.

(A) Representative immunofluorescent images of proliferating cells (H3P⁺) in *egfp* KD control and *fbl-1* KD animals at 6 and 48 hpa. *n* = 5–6. Scale bar = 200 μ m. White dotted lines indicate the boundary of animals. (B) Quantification of proliferating cells (H3P⁺) in *egfp* KD control and *fbl-1* KD animals at 6 and 48 hpa. Data were represented as mean $\pm$ SEM. Each dot represents an individual replicate. *n* = 5–6. Two-tailed unpaired student's *t*-test calculated the *p* values. (C) Expression of stem cell marker *piwi-1*, epidermal progenitor marker *prog-1*, intestinal markers *hnf4* and *gata4/5/6*, and neuronal marker *pc2* in *egfp* KD control and *fbl-1* KD animals at 7 dpf. *n* = 3–4. Scale bar = 200 μ m. (D) Bar plot shows the quantitative real-time PCR for the expression levels of epidermal cell signatures (*prog-1*, *egr-5*, *AGAT-1*, *zpuf-6*, *vim-1*, *vim-3*, *zpuf-1*, *zpuf-3*, *zpuf-4*, and *ttpal*) in *fbl-2* KD animals compared with *egfp* KD controls at 7 dpf. *n* = 9. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (E) Bar plot shows the quantitation of the mean intensity of epidermal cell signatures (*prog-1*, *egr-5*, *AGAT-1*, *zpuf-6*, *vim-1*, *vim-3*, *zpuf-1*, *zpuf-3*, *zpuf-4*, and *ttpal*) from FISH in *fbl-2* KD animals compared with *egfp* KD controls at 7 dpf. *n* > 10. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (F) FISH images for *vim-3*⁺ cells and *AGAT-1*⁺ cells in *fbl-2* KD animals compared with *egfp* KD controls at 21 dpf. Scale bars = 200 μ m. (G) FISH images indicate the enlarged regions in the pink (R1) and the green (R2) dashed square in panel (F). Scale bars = 20 μ m. (H) Quantification of *vim-3*⁺ cells at the R1 and R2 regions at 21 dpf after *fbl-2* KD. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (I) Quantification of *AGAT-1*⁺ cells at the R1 and R2 regions at 21 dpf after *fbl-2* KD. *n* = 3. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM.

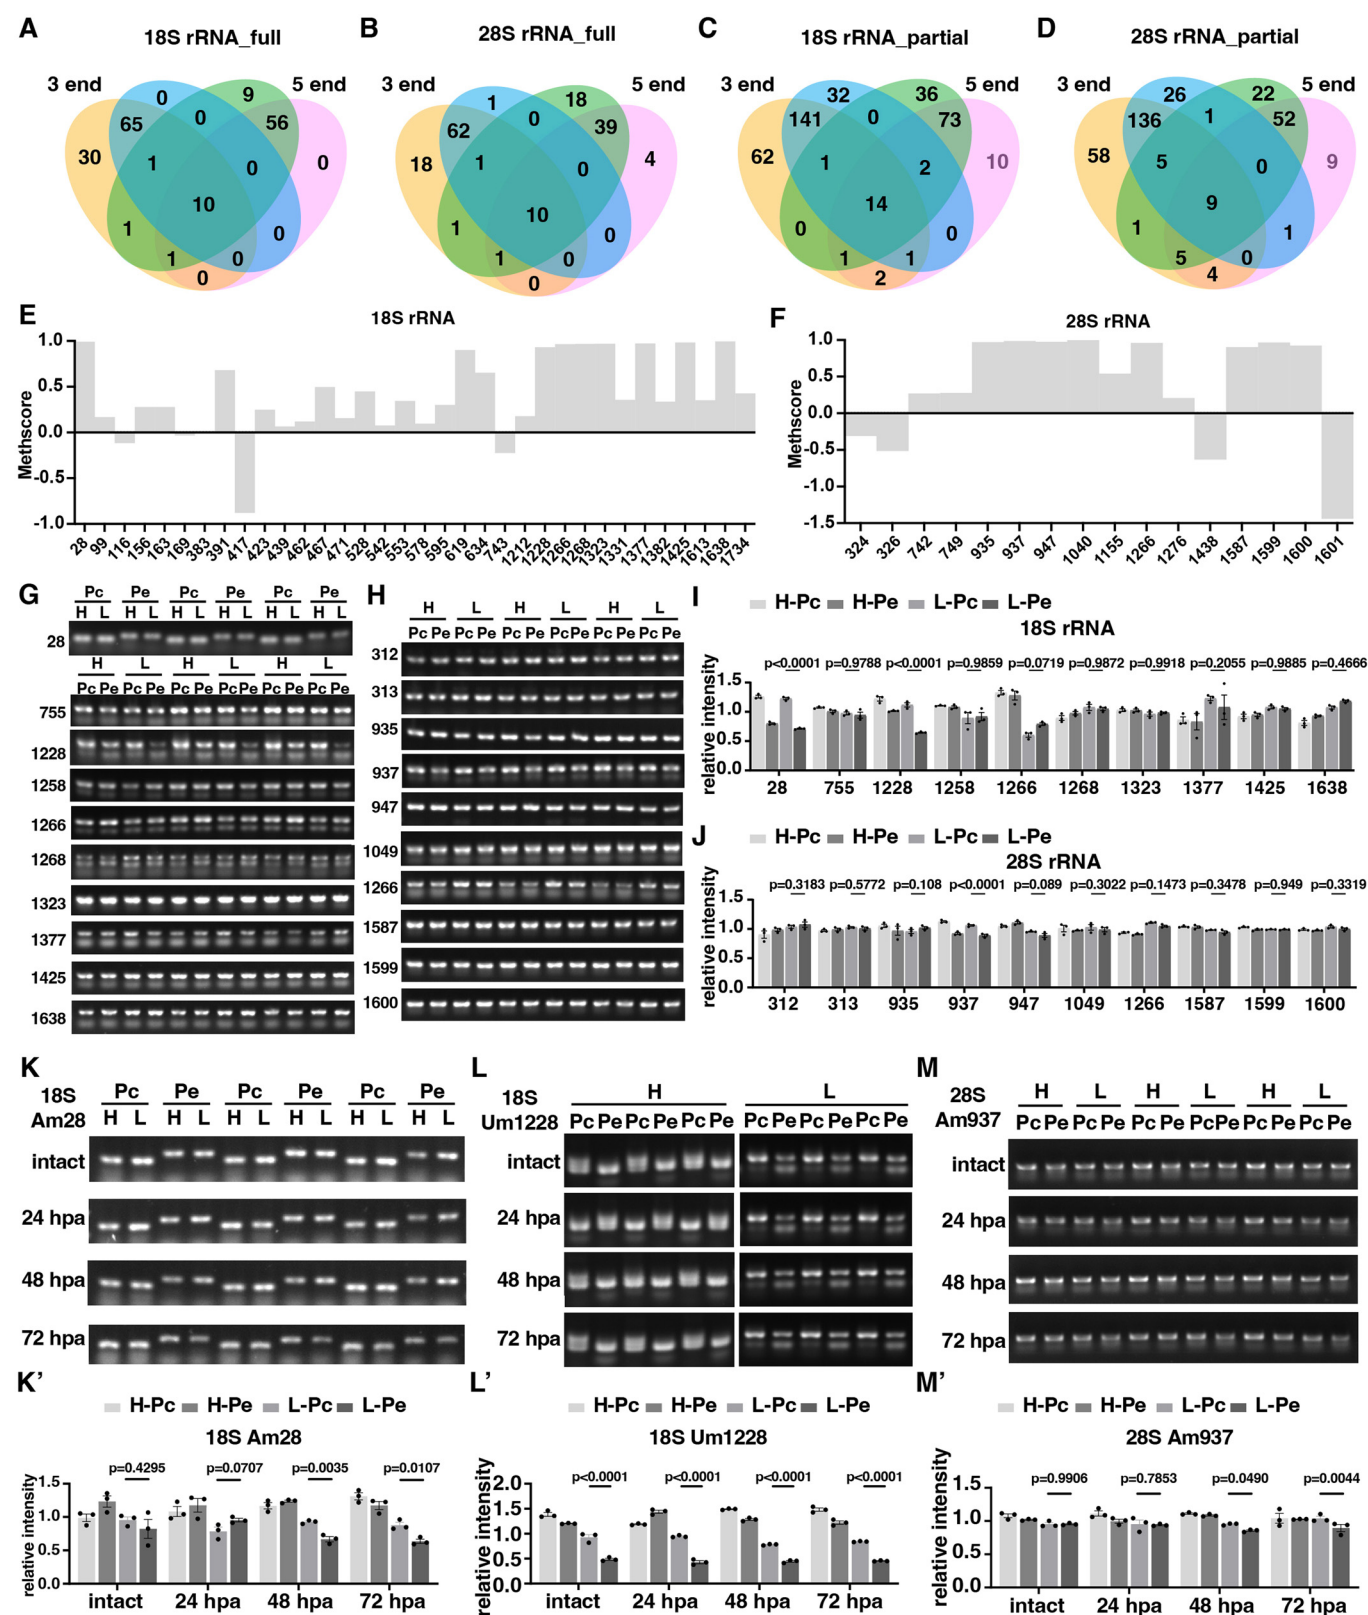

◀ **Figure EV4. Identification of rRNA modification sites in planarians.**

(A) Venn diagram shows the fully 2'-O-methylated sites in 18S rRNA by overlapping sites with Methscore >0.85 and <1, in 5' and 3' end from *egfp* KD control. (B) Venn diagram shows the fully 2'-O-methylated sites in 28S rRNA by overlapping sites with Methscore >0.85 and <1, in 5' and 3' end from *egfp* KD control. (C) Venn diagram shows the partially 2'-O-methylated sites in 18S rRNA by overlapping sites with Methscore >0.65 and <0.85, in 5' and 3' end from *egfp* KD control. (D) Venn diagram shows the partially 2'-O-methylated sites in 28S rRNA by overlapping sites with Methscore >0.65 and <0.85, in 5' and 3' end from *egfp* KD control. (E) Planarian rRNA 2'-O-methylation sites in 18S rRNA known in human cells. (F) Planarian rRNA 2'-O-methylation sites in 28S rRNA known in human cells. (G) The detection of fully 2'-O-methylated sites in 18S rRNA by RTL-PCR during regeneration (48 hpa). H high dNTP, L low dNTP, Pc primer for control (RT-A anchored reverse transcription primers, FD forward downstream primer), Pe primer for examination (RT-U unanchored reverse transcription primers, FU forward upstream primer). (H) The detection of fully 2'-O-methylated sites in 28S rRNA by RTL-PCR during regeneration (48 hpa). (I) Quantification of the band intensity of fully 2'-O-methylated sites in 18S rRNA by RTL-PCR in (G). Each dot represents an individual replicate. $n = 3$. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (J) Quantification of the band intensity of fully 2'-O-methylated sites in 28S rRNA by RTL-PCR in (H). Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (K–M) The detection of Am28 in 18S rRNA (K), Um1228 in 18S rRNA (L), and Am937 in 28S rRNA (M) by RTL-PCR during homeostasis (intact) and regeneration (24, 48, and 72 hpa). (K'–M') Quantification of the band intensity of RTL-PCR in K (K'), L (L'), and M (M'). Each dot represents an individual replicate. $n = 3$. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM.

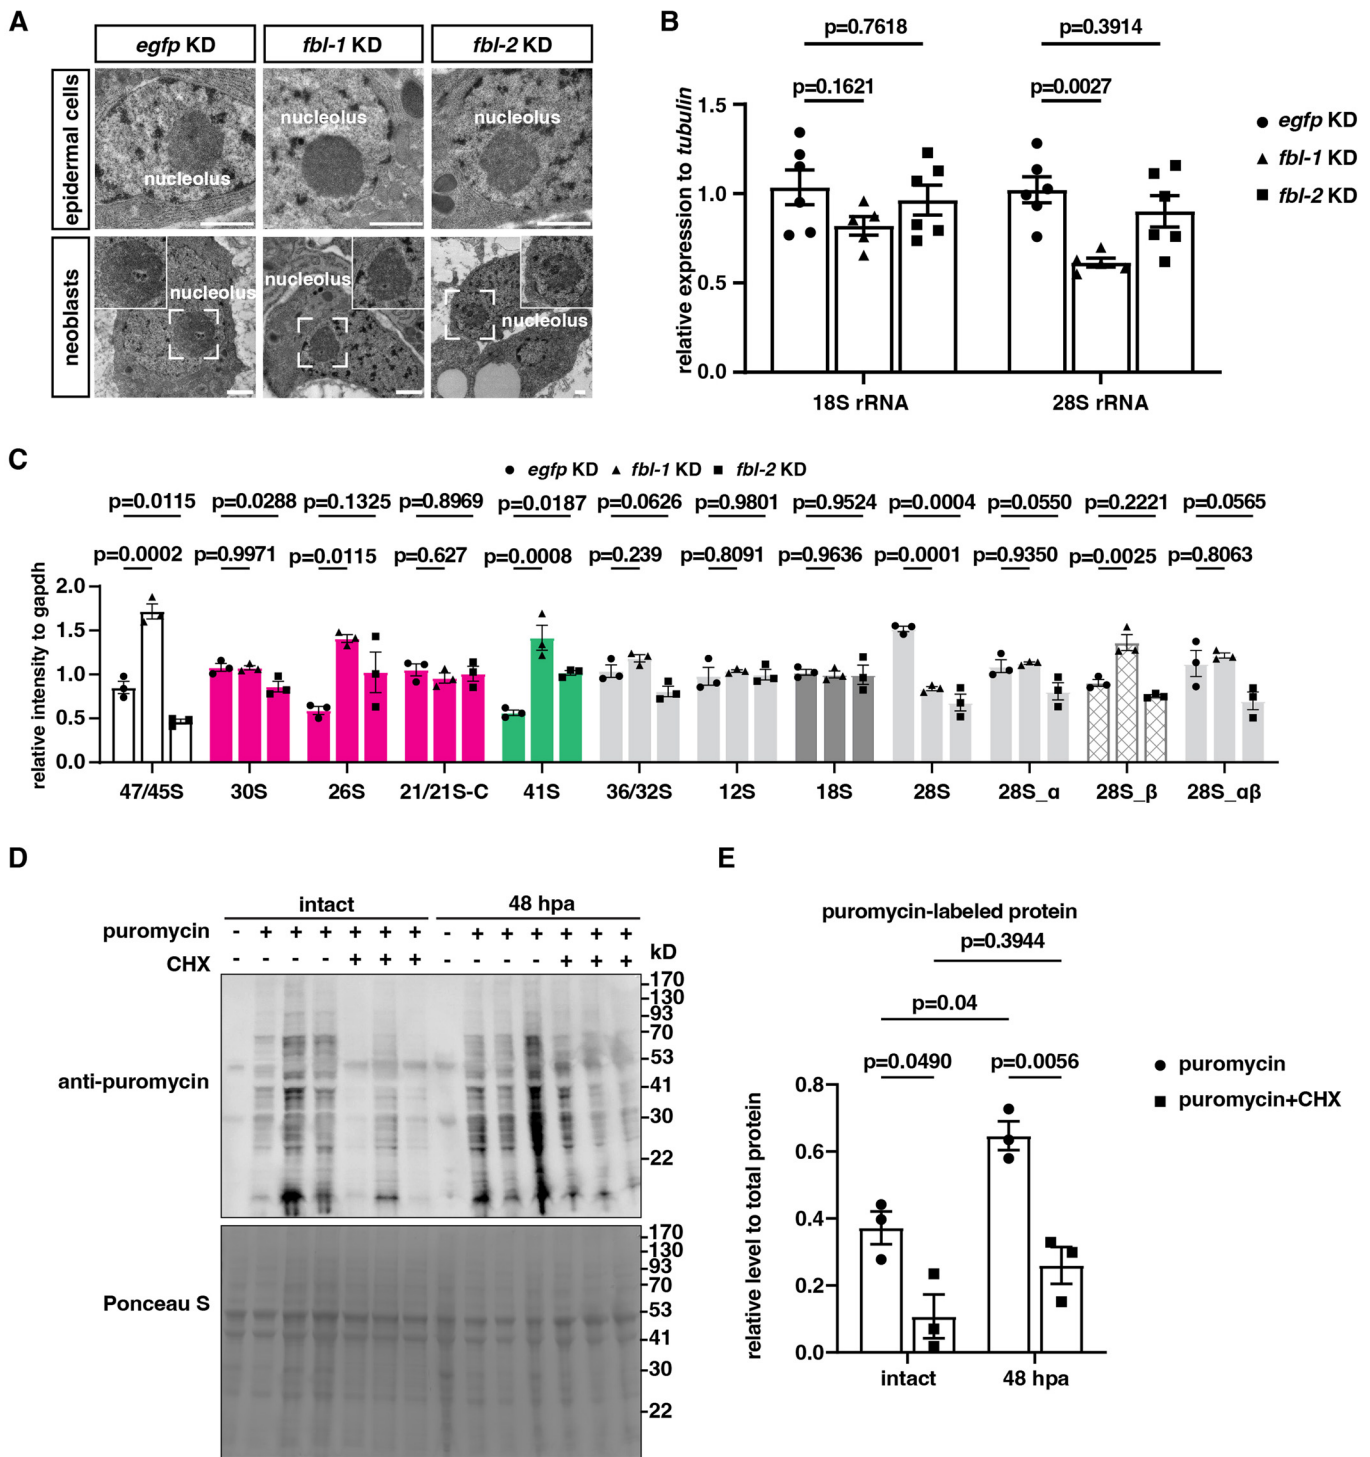

Figure EV5. Nucleolar structure and relative expression levels of 18S rRNA and 28S rRNA after KD of *fbl-1* and *fbl-2*.

(A) Transmission electron microscope images show the nucleolar structure in epidermal cells ($n = 6$ for each condition) and stem cells ($n = 8$ for each condition) upon *fbl-1* and *fbl-2* KD compared to *egfp* KD. Scale bar = 1 nm. (B) Relative expression levels of 18S rRNA and 28S rRNA after KD of *fbl-1* and *fbl-2*. $n = 5-6$ biological replicates. Each dot represents an individual animal. One-way ANOVA with Dunnett's multiple comparisons calculated adjusted p values. Data were represented as mean $\pm$ SEM. (C) Quantification of rRNA intermediates and mature rRNAs. Precursor rRNA 47/45S, intermediates 30S, 26S, 41S, 36/32S, 18S, and 28S α and β rRNAs are normalized to *gapdh*. $n = 3$ biological replicates. One-way ANOVA with Sidak's test calculated adjusted p values. Data were represented as mean $\pm$ SEM. (D) Overall protein synthesis rates during homeostasis (intact) and regeneration (48 hpa) under the indicated treatment by labeling puromycin. $n = 3$. (E) Quantification of protein synthesis rates normalized to total protein during homeostasis (intact) and regeneration (48 hpa). $n = 3$. Each dot represents an individual replicate. Two-way ANOVA with Sidak's multiple comparisons tests calculated the p values. Data were represented as mean $\pm$ SEM.

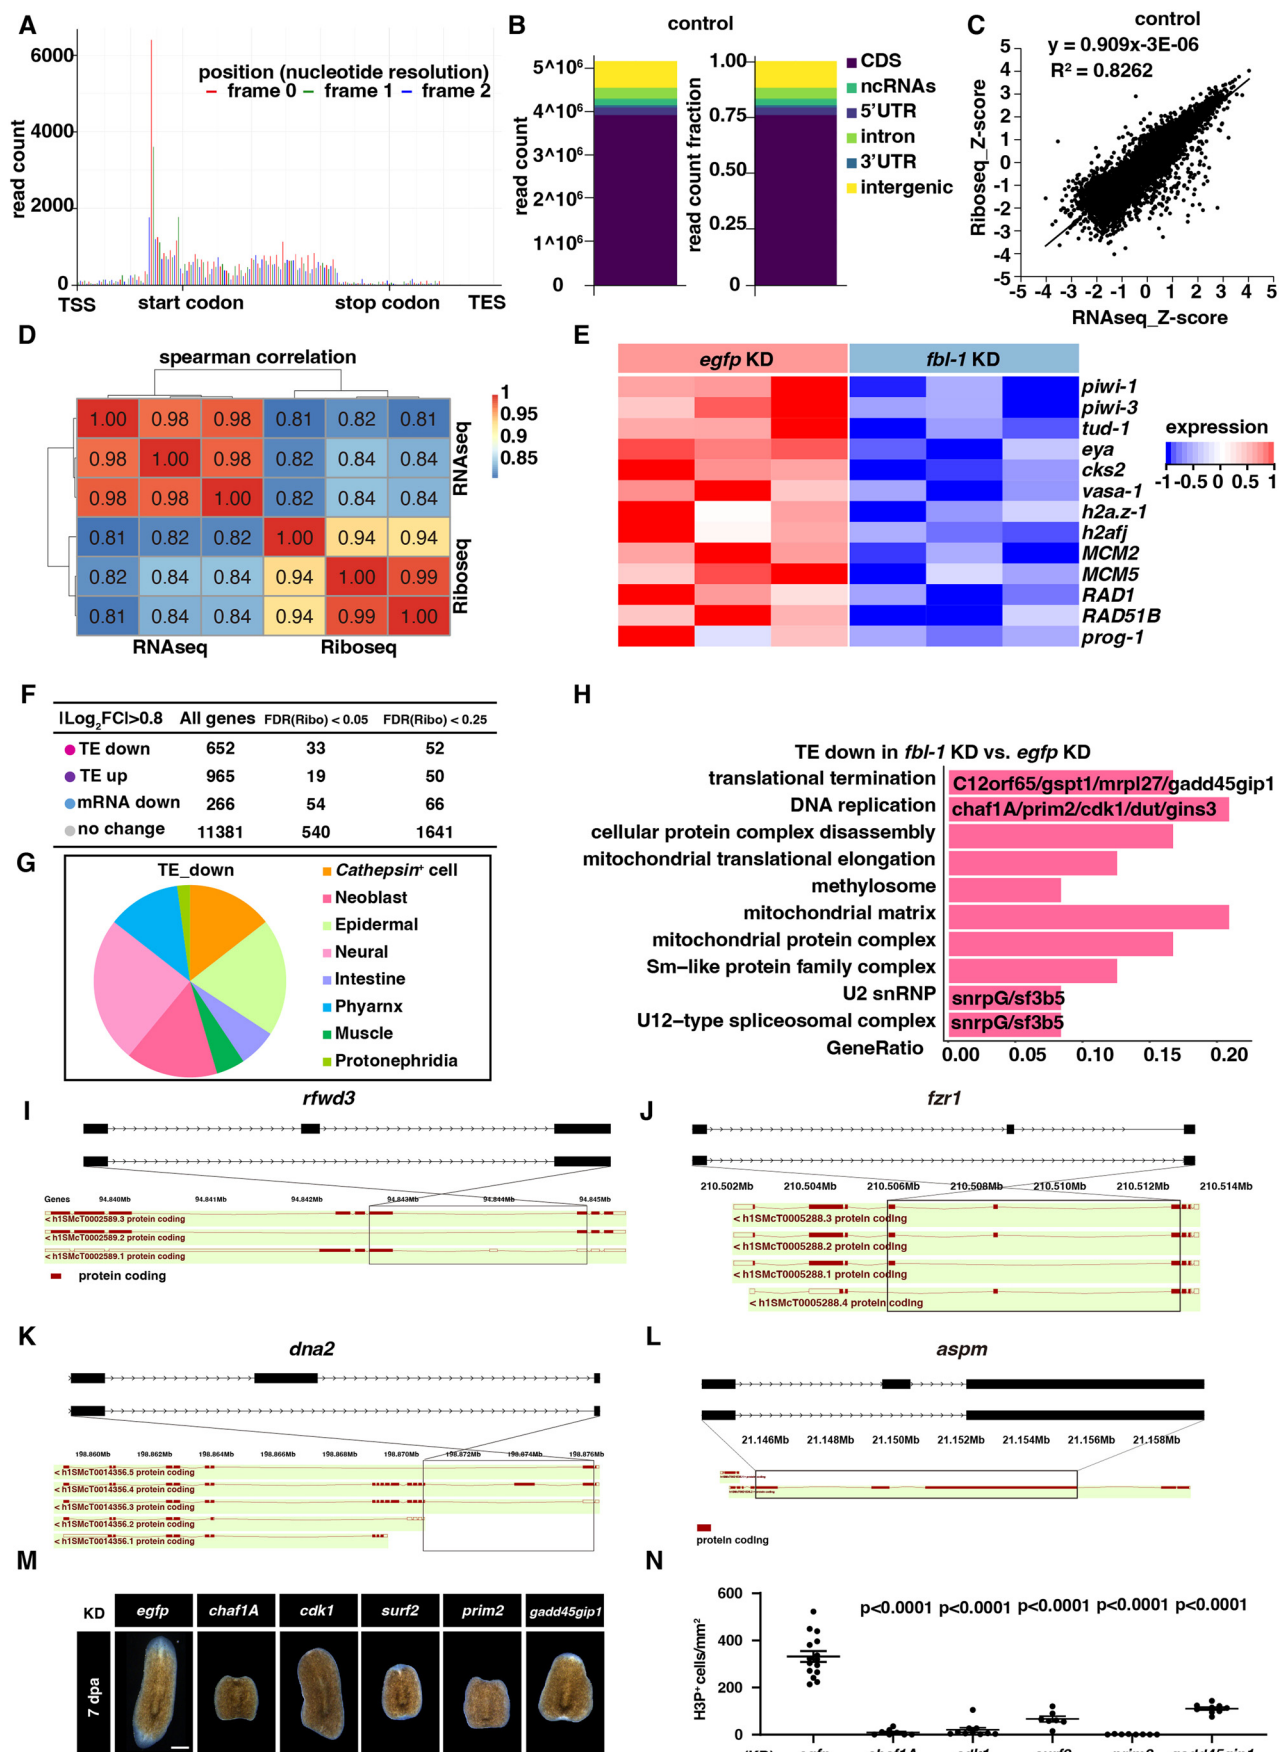

Figure EV6. rMATS analysis upon *fbl-1* KD.

(A) Bar plot shows the metagene read distribution of control Ribo-seq around the start codon and stop codon. Read positions relative to open reading frames (ORF0, 1, 2) are shown in different colors. (B) Read distribution at 5'UTR, CDS, and 3'UTR regions in Ribo-seq analysis of *egfp* KD control. (C) Quantile-quantile plot shows genes in transcriptional level (RNA-seq) and translational level (Ribo-seq) in the *egfp* KD control group. The upper portion of the plot displays the R^2 value and the linear formula. (D) The Spearman correlation between RNA-seq and Ribo-seq in the *egfp* KD control group. (E) Heatmap shows differentially expressed genes (adjusted $p < 0.05$) enriched in neoblasts and epidermal early progenitors, including *piwi-1* and *prog-1* in *fbl-1* KD planarians compared to *egfp* KD controls at 48 hpa. (F) Table shows transcripts in each category in Fig. 6A that show a Log₂Fold Change (FC) with a cut-off value of ± 0.8 in transcription or translational efficiency and false discovery rate (FDR) of translation cut-off values of 0.05 and 0.25. (G) Pie chart shows translational efficiency downregulated mRNA in multiple cell types upon *fbl-1* KD. (H). Gene ontology of translational efficiency downregulated mRNAs in neoblasts, through an overlay of our data with previously published single-cell RNA-seq, revealed the pathway enrichment upon *fbl-1* KD. (I–L) Gene isoforms of *rfwd3*, *fzr1*, *dna2*, *aspm* referring to WormBase ParaSite 18: *Schmidtea mediterranea* ([PRJNA885486](#)). Assembly: schMedS3_haplotype1. Region of *rfwd3*: Scaffold 1_h1:94,839,052-94,845,427. Region of *fzr1*: Scaffold 1_h1:210,501,355-210,514,356. Region of *dna2*: Scaffold 2_h1:198,858,635-198,876,981. Squares indicate gene region with alternative splicing. Region of *aspm*: Scaffold 4_h1:21,144,144-21,159,115. IncLevel, inclusion level. (M) Live images show regenerative defects of worms with indicated KD treatment. $n = 30$. Scale bar = 500 μm . (N) Quantification of H3P⁺ cells in worms with indicated KD treatment. Each dot indicates one sample. $n = 7$ –15. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM.

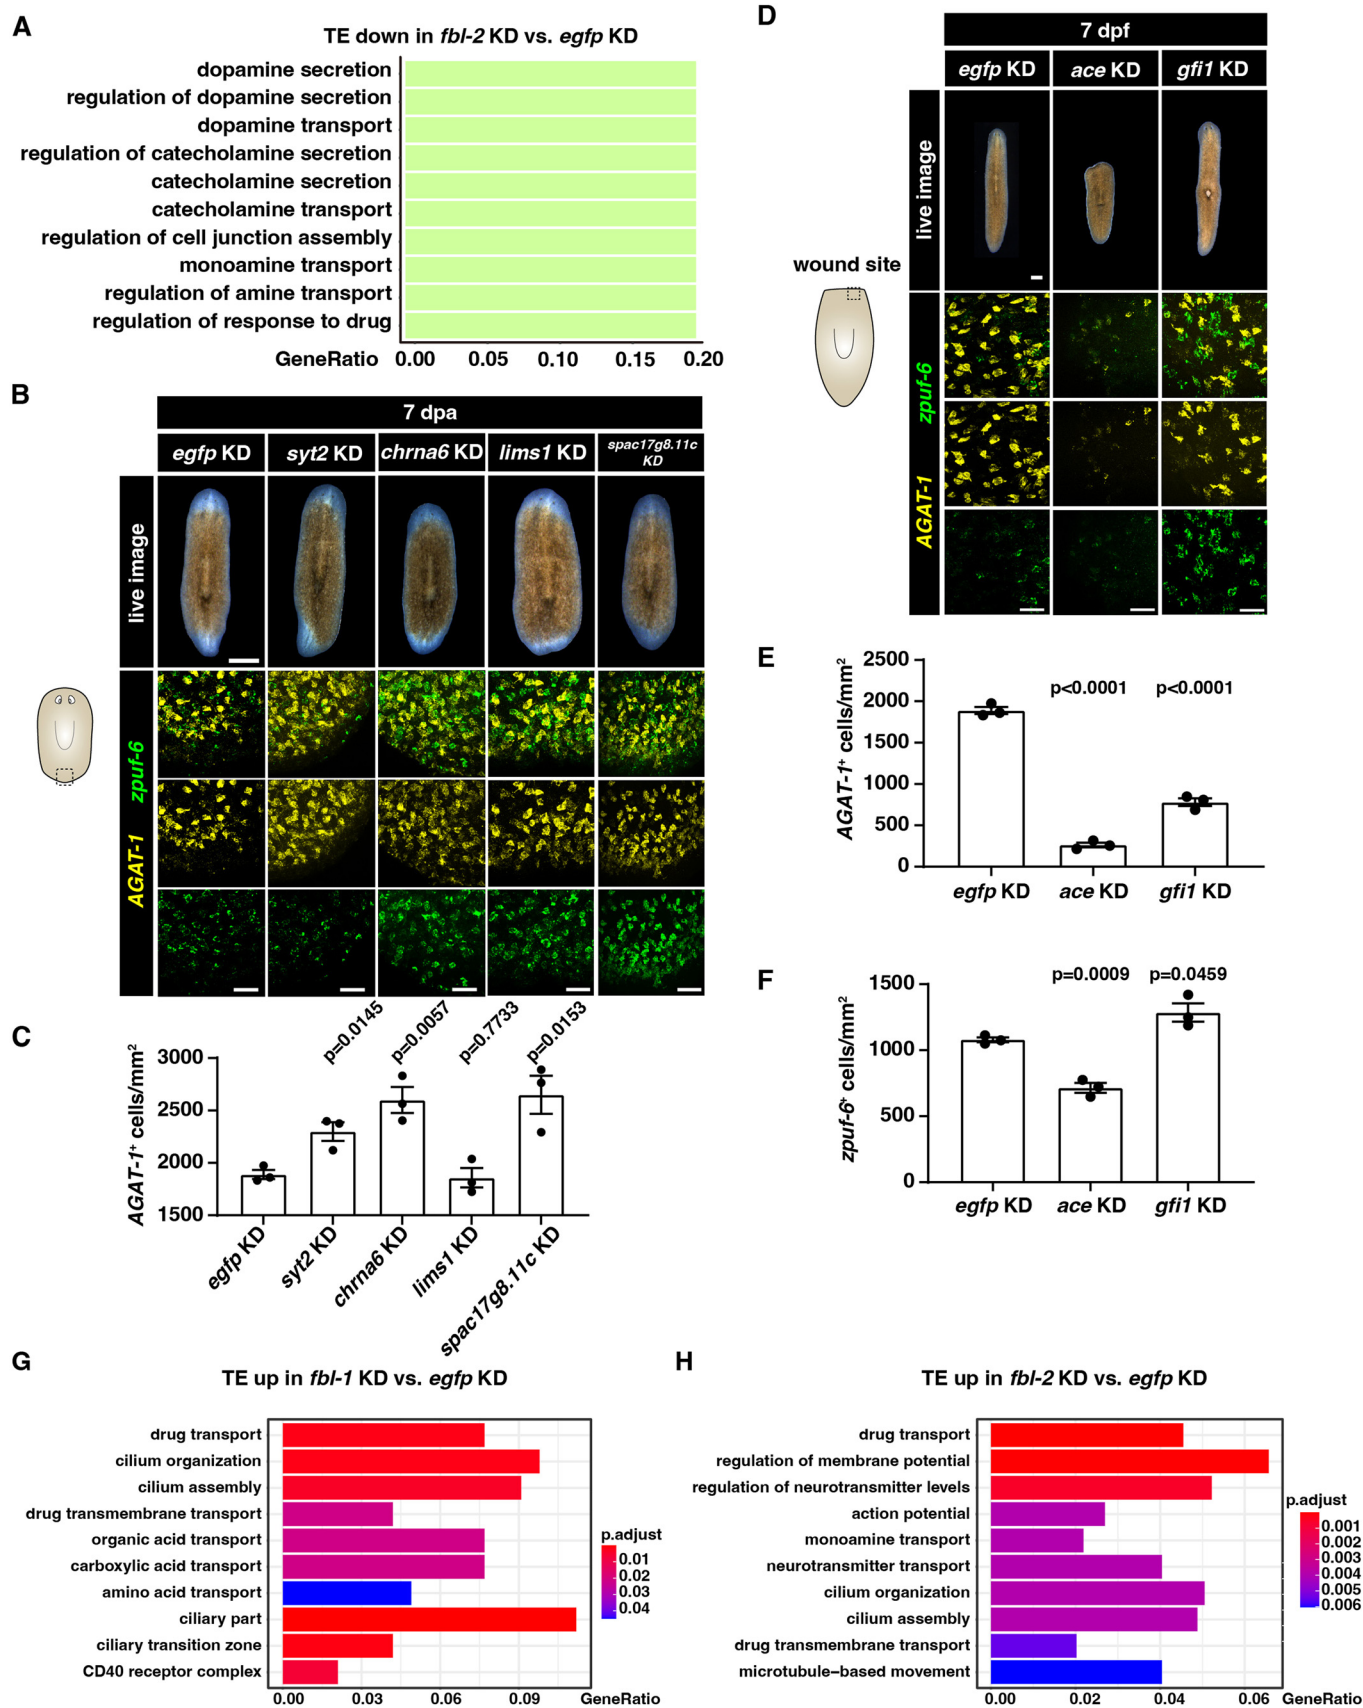

Figure EV7. Phenotype analysis after KD of genes in TE down upon *fbl-2* KD.

(A) Gene ontology of translational efficiency downregulated mRNAs in the epidermis through an overlay of our data with previously published single-cell RNA-seq revealed pathway enrichment upon *fbl-2* KD. (B) Live images ($n = 30$) and FISH show regenerative defects of *syt2* KD, *chrna6* KD, *lims1* KD and *spac17g8.11c* KD animals compared to *egfp* KD controls at 7 dpa. Scale bar = 500 μm in live images and =20 μm in FISH images. Cartoon illustrations show the displayed regions. (C) Bar plot shows the quantification of the density of AGAT-1⁺ cells at the posterior regions of regenerating trunks after KD of *egfp*, *syt2*, *chrna6*, *lims1*, and *spac17g8.11c*. $n = 3$. Data were represented as mean $\pm$ SEM. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (D) Live images ($n = 30$) and FISH show homeostatic defects of *ace* KD and *gfi1* KD animals compared to *egfp* KD controls at 7 dpf. Scale bar = 500 μm in live images and =20 μm in FISH images. Cartoon illustrations show the displayed regions. (E) Bar plot shows the quantification of the density of AGAT-1⁺ cells at the wound sites in *egfp* KD, *ace* KD, and *gfi1* KD animals. $n = 3$. Data were represented as mean $\pm$ SEM. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. Data were represented as mean $\pm$ SEM. (F) Bar plot shows the quantification of the density of *zpuf-6*⁺ cells at the wound sites in *egfp* KD, *ace* KD, and *gfi1* KD animals. $n = 3$. Data were represented as mean $\pm$ SEM. Each dot represents an individual replicate. Two-tailed unpaired student's *t*-test calculated the *p* values. (G) Bar plot shows the gene ontology of translational efficiency upregulated mRNA (TE up) upon *fbl-1* KD. GO terms with *p* adjust <0.05. Fisher's Exact test with Benjamini-Hochberg for multiple test corrections. (H) Bar plot shows the gene ontology of translational efficiency upregulated mRNA (TE up) upon *fbl-2* KD. GO terms with *p* adjust <0.05. Fisher's Exact test with Benjamini-Hochberg for multiple test corrections.

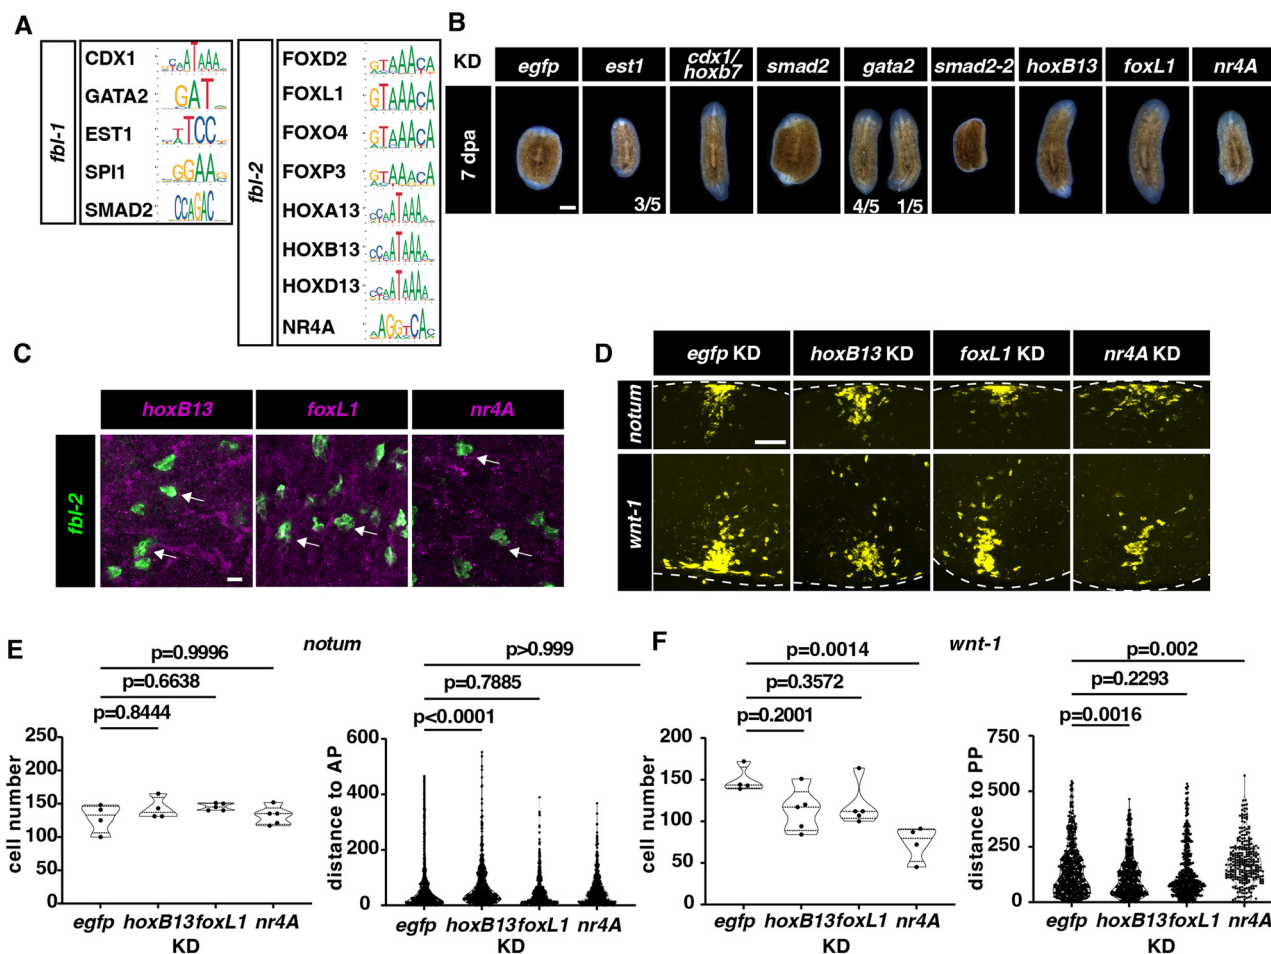

Figure EV8. Motif analysis of promoters of *fbl-1* and *fbl-2*.

(A) Binding motif sequences of putative transcription factors predicted from the promoters of *fbl-1* and *fbl-2*. (B) Live images of worms with indicated KD treatment at 7 dpa. $n = 5$. Scale bar = 500 μm . (C) FISH images show the coexpression of putative transcription factors in *fbl-2*⁺ cells. The white arrow indicated double positive cells. Scale bar = 10 μm . (D) FISH images show *notum* and *wnt-1* signals at the anterior and posterior pole of regenerated tissue upon *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD. Scale bar = 20 μm . (E) Violin plot of quantification of *notum*⁺ cell number and the distance between *wnt-1*⁺ cell and the anterior tip in tails of *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD animals at 72 hpa. Each dot represents the cell number and cell distance measured from an individual animal and individual *notum*⁺ cell in the left and right panels, respectively. $n = 4-5$. One-way ANOVA with the Tukey test calculated adjusted p values. Data were represented as mean $\pm$ SEM. (F) Violin plot of quantification of *wnt-1*⁺ cell number and the distance between *wnt-1*⁺ cell and the posterior tip in heads of *egfp* KD, *hoxB13* KD, *foxL1* KD, and *nr4A* KD animals at 72 hpa. Each dot represents the cell number and cell distance measured from an individual animal and individual *wnt-1*⁺ cell in the left and right panels, respectively. $n = 4-5$. One-way ANOVA with the Tukey test calculated adjusted p values. Data were represented as mean $\pm$ SEM.

How the deposited data were processed for this re-analysis (not part of the article)

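The measurements come from the planarian *Schmidtea mediterranea* at 48 hours post amputation. The paper gives 5 feedings with double-stranded RNA for *fbl-1* KD and *fbl-2* KD and does not state the number for the controls. There are 4 groups: *fbl-1* KD with *egfp* KD controls, and *fbl-2* KD with controls labelled *egfp* 2x KD. The paper gives the RNAi food as 4x for *fbl-1* and 2x for *fbl-2*, and does not state it for the plain *egfp* controls. Each group has 3 replicates of 30 worms. The lysate of a replicate was split into 150 µL (25%) for RNA-seq and 450 µL (75%) for Ribo-seq, which gives 12 RNA-seq and 12 Ribo-seq libraries. The RNA-seq libraries were assigned to samples from their labels. The 12 columns of the Ribo-seq tables show the group in their names, and the sample descriptions name these tables for Ribo-seq, but the names are also titles of RNA-seq samples. They are therefore taken as 3 replicates of each group, given by column name, with no replicate number and no pairing to an RNA-seq library. All columns of values were used.

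According to the paper, footprints were made with RNase A, reads were trimmed with Cutadapt and Sickle, reads of rRNA were removed, the rest was aligned with Tophat2 and unique reads were counted per gene with featureCounts, and changes of TE were tested with deltaTE at an FDR of 0.05. The 4 deposited tables, 1 per arm and assay, hold 16575 genes each. They are named counts, and the values are whole numbers, but the values as deposited by the authors are signal values: reads per gene that were multiplied by 1 factor per library and rounded. In 16 of the 24 libraries, 8 of each assay, the low whole numbers are missing or doubly filled at even distances, as a single factor between 0.699 and 1.554 would leave them, with at most 3 values off that grid of 11379 to 13861 values per library. The paper also states that read counts were converted to TPM, transcript numbers scaled by gene length to a sum of 1e6 per library. The values held are not TPM: each library adds up to more than 8 times that sum, and a division by gene length would leave no grid common to all genes. How the factor of each library was set is not stated in the paper or its supplement. The median-of-ratios factors lie between 0.989 and 1.025. In units of 1e6, library totals of scaled values are 8.76 to 9.55 (RNA-seq) and 9.12 to 10.76 (Ribo-seq), and where a factor is clear it implies 7.26 to 12.01 for the reads of RNA-seq and 5.97 to 13.7 for those of Ribo-seq. The 10 genes with the highest values take 7.25% to 9.69% of a RNA-seq library and 7.01% to 10.17% of a Ribo-seq library. No 2 libraries hold identical values.

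The plan fixed before the data were examined took the tables for counts. Since the values are not counts, the edgeR and DESeq2 fits it named were not run, and every test was made on the log2 scale with limma 3.58.1 in R 4.3.3. A gene was tested when its value was at least 10 in at least 3 libraries of the comparison. The log2 of the value plus 1 was fitted with a variance that follows the mean (limma-trend), for RNA-seq and Ribo-seq apart, with 3 libraries against 3. TE is the difference between Ribo-seq and RNA-seq, fitted over the 12 libraries of an arm as an interaction of knockdown and assay. The SD of a TE value is the root of the summed variances of the log2 values of both assays. The p-values were adjusted over all genes tested by the method of Benjamini and Hochberg, with a threshold of 0.05. With 3 against 3 an exact permutation test of a single gene can give no p below 0.1, so no such test was used. The difference between the 2 knockdowns was tested as the contrast of each knockdown against its own controls. The groups of lower TE, higher TE and lower mRNA use the log2 limit of 0.8 of the paper and no test. The squared correlations of control mRNA and footprints use z-scored mean log2 CPM plus 1. RNA-seq and Ribo-seq of an arm are separate tables whose scaling is unknown, so TE levels have no absolute zero and only their changes are used.

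The named genes are the knockdown targets, every gene the paper names that has an ID in Datasets EV1, EV3 or EV4, the 6 largest rises and 6 largest falls per comparison among called genes with a name, no overlap between the 3 libraries of each group and a mean of at least 20 in the higher group, the 4 members of each list with the smallest p, called or not, and up to 2 unnamed genes per direction. The values of genes in the tables of the paper had been seen when this rule was written. Names pair with IDs only in Dataset EV1 and in the part of Datasets EV3 and EV4 that is held here, the first 1999 of 14639 and of 14779 entries, which are sorted by change and name the best protein match. They give 2530 genes with a name, 2529 of them in the tables. The 27 gene lists are 3 of Dataset EV1 (stem cell markers, epidermal lineage markers, wound response genes), the knockdown targets, 4 of genes the paper names (Fig. EV6E, neoblast genes with lower TE, *fbl-2* KD genes with lower TE, exon skipping genes) and 19 by gene symbol: cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, translation factors, spliceosome, DNA replication, mitosis and cell cycle, histones, cilium, neurotransmission, Wnt pathway, cell junction and cytoskeleton, muscle, oxidative phosphorylation, proteasome, chaperones, lysosome and digestive proteases, solute carriers, and p53, apoptosis and DNA repair. Members that rose or fell were counted after adjustment over all genes and over the list alone. The lists of Dataset EV1 were tested with fry and camera, camera with its preset and with an estimated correlation, and 18 such tests were adjusted together. The symbol lists come from a part of tables sorted by change, so no set test was made on them.

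The fits were tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. Level and spread came from the control libraries of each arm, with 1 spread for genes of similar level. The spread of the knockdown libraries and of single genes does not enter, so the shares found may not hold for the real libraries. A 4-fold change was found for 97% (RNA-seq), 82% (Ribo-seq) and 69% (TE) of the changed genes in the *fbl-1* arm and 95%, 67% and 69% in the *fbl-2* arm, with 7, 10 and 3 false calls in the *fbl-1* arm and 5, 2 and 2 in the *fbl-2* arm. The median log2 change over all genes lies within 0.03 of 0 in every comparison. Alternatives tried were median-of-ratios scaling, no minimum, a replicate block (RNA-seq only), 1 fit over all libraries, fold sizes from CPM plus 1 and plus 0.1, other thresholds, and leaving out each library in turn. A pseudocount of 0.5 or 5, a minimum of 50 and limma without a mean trend were added after the data were seen, as were the removal of single libraries from the TE counts and correlations (for named genes and for the difference between the knockdowns it was planned), the unadjusted counts per gene list and the separation of mRNA replicates between the axes of mRNA and TE change. The plan also had a TE value, a block and a removal per lysate, and a replicate block for Ribo-seq, which were not run because they need a pairing that the Ribo-seq columns do not give. The replicate numbers of RNA-seq do not pair knockdown and control, so no test reported is paired.

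The libraries were also split into other groups of 3 against 3, 10 splits per assay. For TE a split of RNA-seq was joined to a split of Ribo-seq with as many knockdown libraries in the group, which gives 82 pairs. For the groups by TE each direction was counted against the same direction of the other pairs, a count added after the results were seen, and against the larger of the 2 directions. The rule for joining was set after all pairs of splits had been run once, because with unequal numbers a change common to both assays enters TE. The group of lower mRNA was then compared over the 10 RNA-seq splits alone, a choice made after the 82 pairs had been seen. Single-cell assignments, GO enrichment, alternative splicing and methylation were not analysed here.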

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

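The aminoacyl-tRNA synthetases were looked at as a family only after the values of its members had been seen. By the test of the difference itself (limma, each knockdown against its own controls), the mRNA change differed between the libraries labelled *fbl-1* KD and *fbl-2* KD for 21 of 13244 genes, 17 with a higher and 4 with a lower change in *fbl-1* KD (279 and 419 at an unadjusted p of 0.05). The target genes are among them, *fbl-1* with a difference of 2.58 on the log2 scale (adjusted p = 0.000474) and *fbl-2* with −2.23 (adjusted p = 0.00331). So are genes that charge tRNAs with amino acids, *MARS* (1.37, SE 0.15, adjusted p = 0.000474), *IARS* (1.40), *AARS* (1.21), *TARS* (1.11) and *QARS* (adjusted p = 0.000742), and *CHAC1*, which degrades glutathione (1.42, SE 0.17, adjusted p = 0.000537). These 8 genes, *SLC9A2* and the lysosomal lipase gene *LIPA* are among the 11 that keep the call whichever of the 12 libraries is left out. The difference for *LIPA* (4.11) is about that between the 2 sets of controls (4.04, adjusted p = 0.000395), so it may lie in the controls. The 21 genes become 11 without *egfp* KD replicate 3 or *fbl-1* KD replicate 1 or 3, and 13 without *egfp* KD replicate 1, *egfp* 2x KD replicate 1 or *fbl-1* KD replicate 2. Of 100 splits of the libraries, the real one included, 3 gave as many genes, which argues against chance, and the highest other split gave 77 genes, which points to a structure among the libraries beside the knockdowns.

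Footprint changes differed between the 2 knockdowns for 14 of 13100 genes by the same test, 10 higher and 4 lower in *fbl-1* KD (399 and 403 at an unadjusted p of 0.05). The 5 that keep the call whichever library is left out are *fbl-2* (−3.31, adjusted p = 9.88e-05), *RARS* (1.39, adjusted p = 0.00284), *QARS* (1.36, adjusted p = 0.00697), *TARS* (1.14, adjusted p = 0.00697) and *AARS* (1.26, adjusted p = 0.00712). The 14 genes become 5 without footprint library fbl-2_3, 9 without egfp_2x_1, egfp_2x_2 or fbl-2_1, and 30 without fbl-1_1. With limma without a mean trend, a setting chosen after the results were seen, 0 are left. Of 100 splits, the real one included, 5 gave as many genes and the highest other gave 2790, which points to a structure of the samples larger than the difference between the knockdowns. For TE 0 of 12761 genes differed by limma (197 and 181 at an unadjusted p of 0.05). All 100 splits gave as many, up to 9, but any split gives at least 0, so they do not test this count. Without footprint library egfp_2x_1, 2 genes differed in TE, SMED30028004 (−5.82, adjusted p = 0.000383) and *MEPCE*, which caps the RNA 7SK (−4.37, adjusted p = 0.0227).

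Of the 15 aminoacyl-tRNA synthetase genes with a name in the entries held, 13 mRNAs rose and 0 fell in *fbl-1* KD (median log2 change 0.88; 11 or 12 rises with 1 library left out), and 0 rose and 0 fell in *fbl-2* KD (median 0.05). Of all 2279 tested genes with a name, 246 rose and 158 fell in *fbl-1* KD. The entries held are sorted by change and the family was picked after its values were seen, so these counts are not independent evidence for the family. The difference between the knockdowns passed for 8 of the 15 synthetase genes, the 5 above and *EPRS* (0.98, adjusted p = 0.0115), *RARS* (0.90, adjusted p = 0.0153) and *NARS* (0.87, adjusted p = 0.0409). The last 3 lose it without several single libraries (up to 0.0639, 0.0793 and 0.187), *EPRS* without *egfp* KD replicate 3, *egfp* 2x KD replicate 1 or *fbl-1* KD replicate 1 or 3, *RARS* without these, *egfp* KD replicate 1, *egfp* 2x KD replicate 3 or *fbl-1* KD replicate 2, and *NARS* without any 1 of the 12. In footprints 7 rose and 0 fell in *fbl-1* KD (median 0.74) and 0 rose and 0 fell in *fbl-2* KD (median −0.03), and the difference passed for 5. The 7 footprint rises become 0 without egfp-1 or fbl-1_3, 3 without egfp-2 and 2 without fbl-1_2.

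The paper does not compare its 2 sets of controls with each other. Between *egfp* 2x KD and *egfp* KD, 11 mRNAs were called of 12985 (11 higher and 0 lower in *egfp* 2x KD; 291 and 310 at an unadjusted p of 0.05), and 19 without *egfp* KD replicate 1. For footprints 2062 genes were called of 12571 (1120 higher and 942 lower). This number becomes 973, 1259 and 1367 without egfp_2x_1, egfp_2x_2 and egfp_2x_3, 1205, 1271 and 3347 without egfp-1, egfp-2 and egfp-3, and 2029 with median-of-ratios scaling over both tables. With limma without a mean trend, a setting chosen after the results were seen, it is 3, so the number rests on the variance model. The controls come from separate tables with unstated scaling, and the RNAi food of the plain *egfp* controls is not stated, so whether it differs between the sets is not known. The 10 splits of 3 against 3 are too few for a share under 0.05, with 11 mRNAs for the real groups against at most 26 in another split (2 of 10 with as many), and 2062 genes for footprints against at most 0 (1 of 10).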

How the results depend on the processing

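The pseudocounts, the minimum of 50, limma without a mean trend, unadjusted counts per list, single libraries left out of the TE counts and correlations and the separation of mRNA replicates were chosen only after the results were seen. No named gene turned direction under any setting while called: of the values of named genes under other settings, 23679 kept their side of the threshold, 723 lost the call and 116 gained one. The first number includes values that were not called in either fit, nearly all TE values among them, so it does not measure how well calls hold. For mRNA in *fbl-1* KD, limma without a mean trend lost 87 calls, while 202 values kept their side. Median-of-ratios scaling and a pseudocount of 0.5 moved no count by more than 1.5 times. The planned runs with edgeR, DESeq2 and TMM scaling were not run, since the values are not counts. The lysate block, TE per lysate and the replicate block for footprints were not run, since they need a pairing the footprint columns do not give. What depth limits was not tested alone: of the libraries with a clear factor, in units of 1e6 reads, Ribo-seq runs from 5.97 (egfp-3) to 13.7 and RNA-seq from 7.26 to 12.01. In Ribo-seq of the *fbl-2* arm depth goes with the group where it is known, with 6.92 to 7.45 in *egfp* 2x KD and 13.7 and 13.52 for fbl-2_1 and fbl-2_3. Where a value below differs from the one reported, the cause was not tested, except that a library left out lowers the number of libraries and a minimum changes the genes tested.

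Leaving out 1 library gave 182 to 838 genes for mRNA, 0 to 172 for footprints and 0 for TE in *fbl-1* KD, and 13 to 91, 187 to 559 and 0 to 10 in *fbl-2* KD. Genes with lower TE were 330 to 560, with higher TE 264 to 926 and with lower mRNA 145 to 224 in *fbl-1* KD, and 491 to 944, 668 to 934 and 62 to 106 in *fbl-2* KD. Higher TE in both knockdowns gave 38 to 150 genes. The squared correlation of mRNA and TE change was 0.0432 to 0.129 in *fbl-1* KD and 0.0482 to 0.127 in *fbl-2* KD, and that of mRNA and footprints 0.800 to 0.820 in *egfp* KD and 0.835 to 0.856 in *egfp* 2x KD. Differences between the knockdowns gave 11 to 18 genes for mRNA, 5 to 30 for footprints and 0 to 2 for TE, and the 2 sets of controls 8 to 19 and 973 to 3347.

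Without a minimum, lower TE, higher TE and lower mRNA held 766, 1196 and 352 genes in *fbl-1* KD and 1267, 1324 and 190 in *fbl-2* KD, 257 genes had higher TE in both, and the squared correlations were 0.172 and 0.135 for mRNA and TE change and 0.874 and 0.892 in the controls. With a minimum of 50 they held 175, 208 and 93 and 317, 265 and 38, with 17 in both. From CPM plus 1, lower and higher TE held 270 and 346 genes and 398 and 477, with 42 in both and a squared correlation of 0.113 in *fbl-2* KD, and with a pseudocount of 5 there were 63 in both. An added TE test left 0 genes with lower or higher TE in either knockdown or in both. An added Ribo-seq FDR of 0.05 left 6, 0 and 25 genes in *fbl-1* KD and 17, 8 and 18 in *fbl-2* KD, an FDR of 0.25 left 88, 33 and 69 and 70, 54 and 24, and an unadjusted Ribo-seq p of 0.05 left 120, 65 and 77 and 142, 118 and 27. With separate mRNA replicates for the 2 axes, the squared correlation was 0.00996, 0.000101 and 0.000567 in *fbl-1* KD and 0.00351, 0.0371 and 0.00786 in *fbl-2* KD.

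Unadjusted, 2637 mRNAs, 1903 footprints and 608 TE values passed in *fbl-1* KD and 1287, 1712 and 712 in *fbl-2* KD. A log2 limit of 0.8 beside the FDR left 186 mRNAs in *fbl-1* KD and 73 footprints in *fbl-2* KD. In 1 fit over all libraries there were 425 footprints in *fbl-1* KD and 105 mRNAs and 170 footprints in *fbl-2* KD. Limma without a mean trend gave 49 mRNAs and 0 footprints in *fbl-1* KD, 2 and 2 in *fbl-2* KD, 11 and 0 for the difference between the knockdowns, and 4 and 3 between the controls.

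With a replicate block, 413 mRNAs passed in *fbl-1* KD, 13 in *fbl-2* KD and 11 for the difference between the knockdowns, and the stem cell markers of *fbl-1* KD had an adjusted p by fry of 0.00783 for mRNA. The replicate numbers of RNA-seq do not pair knockdown and control, since the deviations of libraries with the same number correlate no more than those with other numbers (0.0473, −0.137 and −0.0856 against −0.161 to 0.24 in *fbl-1* KD, and −0.15, −0.39 and −0.304 against −0.0713 to 0.323 in *fbl-2* KD).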

Differences from the paper's values

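For *fbl-1* KD, the paper gives 566 lower mRNAs, and here 318 passed. None of the alternatives set before the data were examined comes within 1.5 times of the paper's number (unadjusted p: 1308). It gives 1240 transcripts with higher and 862 with lower footprints, and here 48 and 61 passed. Both come within 1.5 times at an unadjusted p of 0.05 (879 and 1024) and under no other alternative set before. For both knockdowns the paper used deltaTE on read counts and states an FDR below 0.05 for genes called differentially transcribed or translated. The numbers here come from limma on scaled log2 values, so the tests differ, and a match at an unadjusted p does not show which p the paper used. Its squared correlation of mRNA and TE change is 0.1041, and here it is 0.0652 (SD 0.0283 over fits leaving out 1 library). It lies within that SD under no alternative set before, and among the fits leaving out 1 library, chosen after, without *egfp* KD mRNA replicate 1 (0.129) or 2 (0.0797), *fbl-1* KD mRNA replicate 2 (0.116) or 3 (0.101) or footprint library fbl-1_1 (0.0893). The paper has 652 transcripts with lower TE, and here there are 408 with the same limits. This lies within 1.5 times without a minimum (766) and under no other alternative set before. Of the fits leaving out 1 library, chosen after, it does so without *egfp* KD mRNA replicate 1 (547), *fbl-1* KD mRNA replicate 2 (436) or footprint libraries egfp-1 (514), egfp-2 (541), egfp-3 (468), fbl-1_2 (560) or fbl-1_3 (545). Its supplement marks 266 transcripts with lower mRNA in the entries held, and here there are 168. The number lies within 1.5 times without a minimum (352) and with CPM plus 0.1 (204), under no other alternative set before, and of the runs chosen after without *egfp* KD mRNA replicate 2 (224) or *fbl-1* KD mRNA replicate 2 (182) or 3 (182).

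For *fbl-2* KD, the paper gives 342 higher and 305 lower mRNAs, and here 21 and 26 passed. No alternative set before comes within 1.5 times (unadjusted p: 684 and 603). It gives 1524 transcripts with higher and 948 with lower footprints, and here 147 and 247 passed. The lower ones come within 1.5 times at an unadjusted p of 0.05 (888) and under no other alternative, and the higher ones under none (unadjusted p: 824). Its supplement marks 115 transcripts with lower mRNA in the entries held, and here there are 76, within 1.5 times with CPM plus 0.1 (78) and under no other alternative set before, and of the runs chosen after without *egfp* 2x KD mRNA replicate 2 (79) or 3 (80) or *fbl-2* KD mRNA replicate 2 (106) or 3 (82). The transcripts with higher TE number about 1300 in Fig. 7B, read by eye, and 736 here, within 1.5 times without a minimum (1324) and under no other alternative set before, and of the runs chosen after without footprint library egfp_2x_1 (934). In the entries of Dataset EV4 held here, the FDR column of Ribo-seq equals the p column in 1950 of 1950 entries with both, and in Dataset EV3 in 0 of 1056. Which of the 2 quantities the EV4 columns hold is not shown.

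For the same groups with a Ribo-seq FDR, read by eye, Fig. EV6F shows for *fbl-1* KD at an FDR of 0.05 about 33 transcripts with lower TE, about 19 with higher TE and about 54 with lower mRNA, where 6, 0 and 25 are found here. At 0.25 it shows about 52 with lower and about 50 with higher TE, where 88 and 33 are found. Fig. 7B shows for *fbl-2* KD at 0.05 about 100, about 180 and about 30, where 17, 8 and 18 are found, and at 0.25 about 290, about 550 and about 52, where 70, 54 and 24 are found. The mean Spearman correlation between RNA-seq and Ribo-seq libraries of *egfp* KD is about 0.83 in Fig. EV6D, read by eye, and 0.881 here (SD 0.00958 over 9 pairs of libraries). No alternative was run for these numbers.

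Of 12 genes of *fbl-1* KD with a TE change in the supplement and here, 2 differ in sign, each by less than its SD. The supplement has −0.9324 for *gspt1* and −0.8875 for *gins3*, and here they are at 0.80 (SD 2.92) and 1.07 (SD 3.39). Without footprint library egfp-3 they are at −0.88 and −0.88, and under no other alternative set before do they come as close (leaving out each library was set before for named genes). For the 1 gene of *fbl-2* KD with both, 0 differ.

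The paper shows lower *fbl-1* and *fbl-2* mRNA in their own knockdown (Fig. EV1C,D). Here *fbl-1* has a log2 change of 2.90 in *fbl-1* KD and *fbl-2* of 2.39 in *fbl-2* KD, while the other homolog passed in neither, as in the paper, which finds that the knockdown of each gene leaves the other in place. Of the 9 genes of Fig. EV6E with an ID here, all are lower and 7 passed, but *vasa-1* (adjusted p = 0.0685) and *MCM5* (0.0549), which the figure marks as past the threshold, did not. Both pass when adjusted over these 9 genes alone and at an unadjusted p of 0.05. The paper finds the Wnt pathway enriched among lower transcripts after *fbl-2* KD and not after *fbl-1* KD. By FISH it also finds lower expression of frizzled receptor genes after *fbl-2* KD. Here 0 of 17 Wnt genes passed in *fbl-2* KD (14 lower) and 2 in *fbl-1* KD (12 lower), where *SFRP5* (−0.96) and *FZD4* (−0.59) fell. Adjusted over the list alone 1 is lower in *fbl-2* KD and 3 in *fbl-1* KD. At an unadjusted p of 0.05 by limma, 0 are higher and 8 lower in *fbl-2* KD, and 3 higher and 7 lower in *fbl-1* KD. The median log2 change of the 17 genes was −0.44 in *fbl-2* KD and −0.25 in *fbl-1* KD. Enrichment of GO terms was not tested here. Calls of single genes, on a list drawn from part of tables sorted by change, cannot decide whether the pathway is enriched.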

Other observations

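The tests of reads from the fed double-stranded RNA, of compensation and of swapped labels in a single arm, and the rule for the splits of TE with their count by direction, were chosen only after the results were seen. Beyond the claims, *COLEC11*, a lectin that binds sugars on microbes, rose in *fbl-1* KD from 167 ± 61.9 to 539 ± 84.2 in mRNA (mean ± SD, n = 3; log2 change 1.74, SE 0.22, adjusted p = 0.000257), though its mRNA differs by more between the 2 sets of controls (2.26, adjusted p = 0.000395). *TEKT3* (SMED30029546), a filament protein of the axoneme, rose from 246 ± 5.13 to 420 ± 40 (0.76, SE 0.14, adjusted p = 0.00452). In *fbl-2* KD, footprints of *FTMT*, a ferritin of mitochondria, fell from 772 ± 150 to 289 ± 49.4 (−1.41, SE 0.21, adjusted p = 0.000175) and those of the transporter gene *ABCG2* (SMED30032299) from 677 ± 68.6 to 227 ± 95.1 (−1.67, SE 0.27, adjusted p = 0.000493), while those of the dynein gene *DNAH8* rose from 4433 ± 562 to 6877 ± 139 (0.64, SE 0.09, adjusted p = 9.98e-05). All 5 calls hold whichever library is left out. Footprints of *FTMT* (−1.67), *ABCG2* (0.74) and *DNAH8* (0.78) also differ between *egfp* 2x KD and *egfp* KD, in separate tables. In *fbl-1* KD footprints passed for 0 of 8 mitochondrial ribosomal protein genes (1 higher and 5 lower over the list alone; 1 fell without footprint library egfp-3), and fell for 1 of 8 mitosis genes (5 over the list alone) and for 1 of 7 histone genes (4). Both falls are lost without egfp-1, egfp-2, fbl-1_2 or fbl-1_3, and 2 histone genes fall without fbl-1_1.

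The first pattern is the higher value of each knocked-down gene in its own knockdown. If the labels of knockdown and control were swapped in both arms, the libraries labelled *fbl-1* KD and *fbl-2* KD would be controls, but 120 mRNAs were called between them and 11 between *egfp* KD and *egfp* 2x KD, a ratio of 10.9, which argues against that swap (each comparison spans 2 tables). A swap in the *fbl-1* arm alone would make *fbl-1* KD and *egfp* 2x KD both controls, with 1270 mRNAs called between them (ratio 115), and a swap in the *fbl-2* arm alone *fbl-2* KD and *egfp* KD, with 134 (ratio 12.2), which argues against both. Reads from the fed double-stranded RNA, counted for the gene, may also raise it: in mRNA the fed homolog rose by at least 2.07 more on the log2 scale than the other, but the tables hold no read positions, so this stays open. A rise in transcription of the gene itself was not tested.

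The second pattern is that the groups by fold change hold 408 to 750 genes while no gene passes the TE test. This is consistent with the spread of low values: the share of genes in these groups among the genes with the highest mean values is at most 0.0235 of that among those with the lowest, with the genes in 3 equal parts. Of 82 pairs of splits, the real one included, as many genes had lower TE in 50 for *fbl-1* KD and 44 for *fbl-2* KD, and as many had higher TE in 35 and 42. A mirrored split exchanges the 2 directions, and with the larger direction of each other pair set against the real number these become 82 and 79 for lower TE and 62 and 81 for higher TE (highest other 1186 in *fbl-1* KD and 1371 in *fbl-2* KD). No biological explanation was tested for the size of these groups.

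The third pattern is the fall of TE change with rising mRNA change. An error of RNA-seq that enters both axes would give such a fall. With separate mRNA replicates the mean slope is at most −0.0828 of the slope with shared ones, with the sign turned. TE then still holds the footprints of all libraries, among them those from the lysate that gave the mRNA change. What is particular to that lysate can raise the slope, so the test cannot tell how much of the fall is error. A compensation of mRNA changes by translation would leave a slope under 0 once the dilution by noise is divided out. The 3 such slopes run from −0.0778 to 0.39 in *fbl-1* KD and from −7.22 to 14.1 in *fbl-2* KD, on both sides of 0. The same footprints enter these slopes and can raise them, so compensation stays open.

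For the counts of changed genes the 10 splits of 3 against 3 per assay are too few for a share under 0.05. In *fbl-1* KD the real groups gave 654 mRNAs against at most 0 in another split, 109 footprints against 0 and 168 genes with lower mRNA against 58 (1 of 10 with as many in each case). In *fbl-2* KD they gave 47 against 0, 394 against 0 and 76 against 74 (1 of 10 each). For TE the real groups gave 0 genes in both arms, and so many or more were found in 82 of 82 pairs of splits. Any split gives at least 0, so these pairs do not test the TE counts. The highest other pair gave 0 for *fbl-1* KD and 2 for *fbl-2* KD.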
